# Comparative analyses of vertebrate CPEB proteins define two subfamilies with coordinated yet distinct functions in post-transcriptional gene regulation

**DOI:** 10.1186/s13059-022-02759-y

**Published:** 2022-09-12

**Authors:** Berta Duran-Arqué, Manuel Cañete, Chiara Lara Castellazzi, Anna Bartomeu, Anna Ferrer-Caelles, Oscar Reina, Adrià Caballé, Marina Gay, Gianluca Arauz-Garofalo, Eulalia Belloc, Raúl Mendez

**Keywords:** mRNA translation, Deadenylation, 3′ UTR, BioID, Phase separation, Phosphorylation, CCR4-NOT complex, CPEB

## Abstract

**Background:**

Vertebrate CPEB proteins bind mRNAs at cytoplasmic polyadenylation elements (CPEs) in their 3′ UTRs, leading to cytoplasmic changes in their poly(A) tail lengths; this can promote translational repression or activation of the mRNA. However, neither the regulation nor the mechanisms of action of the CPEB family per se have been systematically addressed to date.

**Results:**

Based on a comparative analysis of the four vertebrate CPEBs, we determine their differential regulation by phosphorylation, the composition and properties of their supramolecular assemblies, and their target mRNAs. We show that all four CPEBs are able to recruit the CCR4-NOT deadenylation complex to repress the translation. However, their regulation, mechanism of action, and target mRNAs define two subfamilies. Thus, CPEB1 forms ribonucleoprotein complexes that are remodeled upon a single phosphorylation event and are associated with mRNAs containing canonical CPEs. CPEB2–4 are regulated by multiple proline-directed phosphorylations that control their liquid–liquid phase separation. CPEB2–4 mRNA targets include CPEB1-bound transcripts, with canonical CPEs, but also a specific subset of mRNAs with non-canonical CPEs.

**Conclusions:**

Altogether, these results show how, globally, the CPEB family of proteins is able to integrate cellular cues to generate a fine-tuned adaptive response in gene expression regulation through the coordinated actions of all four members.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02759-y.

## Background

An estimated 20–30% of all vertebrate genes are regulated by the cytoplasmic polyadenylation elements (CPEs) that are present in the 3′ UTR of their transcripts [1, 2]. These *cis*-acting elements recruit members of the CPE-binding protein (CPEB) family of RNA-binding proteins. In turn, CPEBs regulate mRNA translation, either by assembling repressor complexes that maintain target transcripts translationally silenced or by promoting cytoplasmic polyadenylation and subsequent translational activation [3, 4]. This family of proteins appears to have evolved by gene duplication and divergence (Additional file 1: Fig. S1A). Thus, *Aplysia* has only one CPEB (ApCPEB), *Drosophila* has two (Orb and Orb2), and all vertebrates have four (CPEB1–4). The “primitive” CPEB appears to be CPEB1/ApCPEB/Orb, whereas CPEB2–4 are more similar between themselves and to Orb2. All four vertebrate CPEBs are differentially expressed in somatic tissues but with overlapping patterns. Thus, multiple CPEBs co-exist in individual cells (Additional file 1: Fig. S1B), potentially co-regulating overlapping populations of transcripts. CPEBs share similar C-terminal RNA-binding domains, comprising two RNA recognition motifs (RRMs) in tandem, followed by a ZZ domain (a zinc-binding domain with a cross-braced zinc binding topology). However, the structures of these regions, both in the free state and bound to a CPE, revealed that recognition of the CPE by CPEBs is different between CPEB1 and CPEB2-4 [5]. The CPEB N-terminal domain (NTD) is highly variable both in length and composition across various CPEB orthologs and paralogs [6] and contains intrinsically disordered regions (IDR), which are more extended in CPEB2–4 [7] (Additional file 1: Fig. S1C). For CPEB1 and CPEB4, the switch from repression to activation is differentially regulated through post-translational modifications in the NTD. Specifically, CPEB1 is regulated by two sequential phosphorylation events. First, Aurora kinase A (AurKA) phosphorylates CPEB1 at S174, promoting the switch from a repressor to an activator. Subsequently, Cdk1 and Polo-like kinase 1 (Plk1) target CPEB1 NTD to ubiquitin-mediated degradation [8, 9, 10]. CPEB4 is activated by ERK2- and Cdk1-mediated phosphorylation at 12 residues in CPEB4’s NTD [7]. These regulatory posttranslational modifications of CPEBs have been linked to either remodeling of the CPEB-ribonucleoprotein complex (CPEB-mRNP) or with cell cycle phase transitions. For CPEB1, AurKA promotes the dissociation of the repressor complex, although three different and mutually incompatible models have been proposed [4]. CPEB4 regulation during the cell cycle has been linked to phase transitions [7]. In neurons, CPEB3, Orb2, and ApCPEB are regulated by mono-ubiquitination and SUMOylation [11, 12], but the targeted residues have not been identified. How CPEB2 and CPEB3 are regulated during the cell cycle or by phosphorylation has not been addressed. Even though it is clear that CPEB1 and CPEB4 bind overlapping populations of target mRNAs [5, 13, 14, 15, 16], they perform differential functions, as indicated by the paralog-specific phenotypes when individually depleted [15, 17, 18, 19, 20, 21, 22]. Moreover, it appears that their functions/activities may be somehow coordinated, at least temporarily during the cell cycle [7, 13, 14, 15].

Because most studies so far have addressed individual CPEB proteins, it remains unclear whether the four vertebrate CPEB family members assemble similar or distinct repressor complexes, are subject to differential regulation, and display distinct target specificities. Conducting such a comparative analysis is essential to understand the regulation of CPE-containing mRNAs in cells/tissues that co-express multiple CPEBs and gain insight into the evolutionary expansion of CPEB family members and their possible functional specialization. Here, we perform a systematic comparative analysis of the four vertebrate CPEBs and reveal key differences in their regulation by phosphorylation, the composition and properties of their supramolecular assemblies, and their mRNA targets.

## Results

### All CPEBs are expressed and phosphorylated in the meiotic cell cycle

We first sought to identify a biological model in which all four vertebrate CPEBs are expressed and regulated (i.e., in their switch from a repressor to an activator). CPEB1 and CPEB4 have been extensively studied in meiotic cell cycle progression (in *Xenopus laevis* oocytes), where they are both expressed and sequentially regulated [7, 13]; therefore, we analyzed if CPEB2 and CPEB3 are also expressed in *Xenopus* oocytes. To enrich RNA-binding proteins that contain low-complexity regions, we performed biotinylated isoxazole (b-isox) precipitation [23], followed by electrophoresis and immunoblotting (Fig. 1A) or tandem mass spectrometry (MS/MS) (Fig. 1B), of oocyte lysates at three maturation stages: prophase I (PI) arrest, metaphase I (MI) entry, and metaphase II (MII) arrest. All four CPEBs were detected by MS/MS, with fewer unique peptides of CPEB2–4. The high sequence identity within the CPEB2–4 subfamily lowers the number of potential unique peptides. Nonetheless, it would seem, in agreement with high throughput proteomics studies [24, 25], that CPEB1 expression in oocytes is higher than for the CPEB2–4 subfamily. Immunoblotting of CPEB2 and CPEB3 showed that they (i) were present at PI, (ii) shifted to slower mobility after meiotic resumption, and (iii) decreased in levels in MII and in embryonic mitosis. This pattern of expression is similar to that of CPEB1 [26] and complementary to that of CPEB4 [13], despite having a much lower abundance of protein. To determine if the observed shifts were caused by phosphorylation, we expressed HA-tagged CPEB2 and CPEB3 and induced cell cycle progression with progesterone. Both tagged proteins exhibited mobility changes similar to their endogenous counterparts, with concomitantly decreased protein levels for HA-CPEB2 (Fig. 1C, D). The mobility changes were partially or totally abrogated by phosphatase treatment for HA-CPEB2 and HA-CPEB3 (Fig. 1E).

**Fig. 1:**
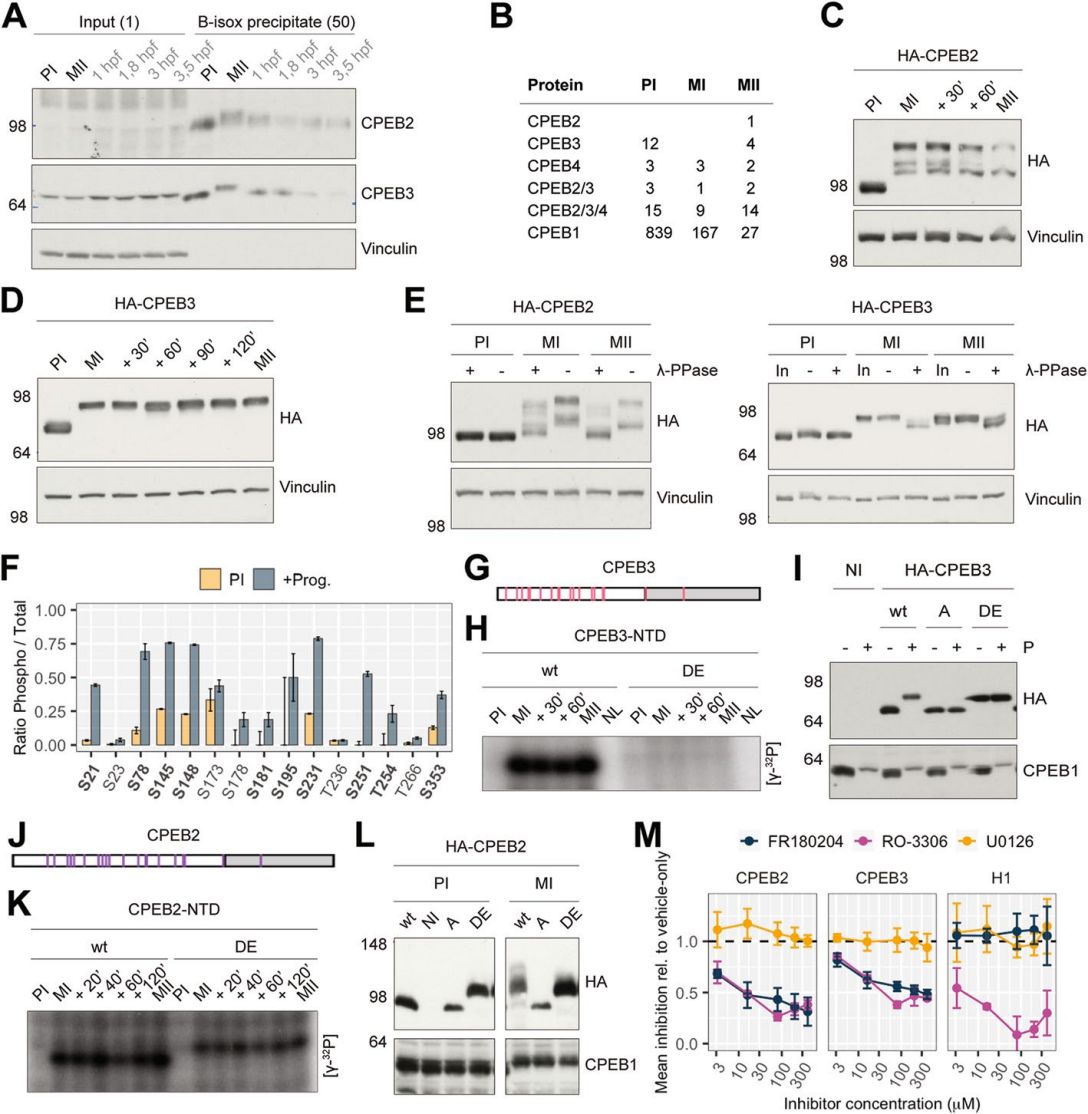
CPEBs are co-expressed and co-regulated by phosphorylation in the meiotic cell cycle. **A** Endogenous CPEB2 and CPEB3 immunoblots from b-isox-precipitated extracts from the indicated meiotic maturation and early development time points. CPEB2, *n* = 2; CPEB3, *n* = 4. Vinculin immunoblot was used as a loading control. The number of oocytes loaded is indicated in parentheses. **B** Table showing the number of peptide spectrum matches (PSMs) of the CPEBs detected by MS/MS after b-isox-precipitation of meiotic maturation lysates, *n* = 1. **C**, **D**. Western blots of HA-CPEB2 (*n* = 2) and HA-CPEB3 (*n* = 2) overexpressing oocytes during meiotic maturation. Vinculin immunoblot was used as a loading control. **E** Lambda phosphatase assays (λ-PPase) of HA-CPEB2 (*n* = 2) and HA-CPEB3 (*n* = 2) overexpressing oocytes at the indicated time points. Western blots of anti-HA and anti-vinculin are shown. **F** CPEB3 phospho-to-total occurrence ratios determined by MS/MS for the indicated residue positions on prophase I (PI) versus progesterone-treated oocytes (+ Prog.). The ratios were calculated from the pool of 4 biological replicates. Only positions with a relative gain of phosphorylation upon progesterone treatment are displayed. Proline-directed sites are highlighted in bold. Error bars represent the ratio error. **G** Relative positions of the 18 proline-directed sites in CPEB3. The NTD is white-shaded, whereas the CTD is gray-shaded. **H** Wild-type (*wt*) and phosphomimetic (DE) CPEB3-NTD [γ-32P]-ATP incorporation upon incubation with oocyte lysates at the indicated maturation time points (*n* = 2). **I** Western blot against HA-tag and endogenous CPEB1 of stage VI ( −) and progesterone stimulated oocytes ( +) overexpressing wild-type HA-CPEB3 (*wt*), phosphonull HA-CPEB3 (A), and phosphomimetic HA-CPEB3 (DE). Not injected (NI) (*n* = 6). **J** Relative positions of the 20 proline-directed sites in CPEB2. The NTD is white-shaded, whereas the CTD is gray-shaded. **K** [γ-32P]-ATP incorporation by wild-type (*wt*) or phosphomutant (DE) CPEB2-NTD upon incubation with oocyte lysates at the indicated maturation time points (*n* = 3). **L** Western blot against HA-tag and CPEB1 of stage VI ( −) and progesterone stimulated oocytes ( +) overexpressing wild-type HA-CPEB2 (*wt*), not injected (NI), phosphonull HA-CPEB2 (A), and phosphomimetic HA-CPEB2 (DE) (*n* = 3). **M** The mean inhibition of [γ-32P]-ATP incorporation to CPEB2-NTD, CPEB3-NTD, or Histone H1 (H1) by increasing inhibitor concentrations. Data points represent the mean and standard deviation (*n* ≥ 3). *Abbreviations*: PI, prophase-I; MI, metaphase-I; MII, metaphase-II; hpf, hours post-fertilization; b-isox, biotinylated-isoxazole; λ-PPase, lambda phosphatase; In, input; Prog. or P, progesterone; DE, phosphomimetic mutant; A, phosphonull mutant; NTD, N-terminal domain; NL, no-lysate; NI, not-injected

We next aimed to identify the phosphorylated residues in the CPEBs. For CPEB3, we expressed the HA-tagged protein and then collected samples in PI arrest or after progesterone-induced meiotic resumption (+ prog). MS/MS analysis of excised SDS-PAGE bands showed a global increase in HA-CPEB3 phosphorylation in metaphase and identified a relative gain of phosphorylation at 11 sites, 10 of which are in consensus proline-directed motifs (Fig. 1F). Furthermore, all 11 of the sites were in the NTD of CPEB3 and included the majority of the predicted proline-directed motifs (Fig. 1G). Mutation of these 11 residues abolished the in vitro phosphorylation of recombinant CPEB3-NTD using extracts from cell cycle-synchronized oocytes as the source of kinases, indicating that all key residues were identified (Fig. 1H, Additional file 1: Fig. S2C). Indeed, when expressed in oocytes, a non-phosphorylatable CPEB3 mutant failed to display the mobility shift in MI, whereas a phosphomimetic mutant in PI arrest displayed the same mobility as the wild-type (WT) in MI (Fig. 1I). Because CPEB2 was destabilized concomitantly with phosphorylation, it was not possible to perform MS/MS. However, as both CPEB3 and CPEB4 were phosphorylated at proline-directed sites, whose number but not the position is relevant for its function [7], and with the same kinetics as CPEB2 (Additional file 1: Fig. S2B, D), we directly tested if that was also the case for CPEB2 by mutating the 20 predicted proline-directed sites to A or D/E (Fig. 1J). Mutation of these residues greatly reduced (but did not abolish) in vitro phosphorylation of recombinant CPEB2-NTD using extracts from cell cycle-synchronized oocytes as the source of kinases (Fig. 1K, Additional file 1: Fig. S2B). When expressed in oocytes, a non-phosphorylatable CPEB2 mutant failed to display the mobility shift in MI, whereas a phosphomimetic mutant in PI-arrest displayed the same mobility as the WT in MI (Fig. 1L).

Because the phosphorylation events were mainly at proline-directed sites and by kinases activated in MI and MII, we next tested the inhibitors of the main proline-directed M-kinases: Cdk1 (RO-3306), ERK (FR180204), and MEK (U0126). We observed a dose-dependent inhibition of phosphorylation of CPEB2 and CPEB3 with Cdk1 and ERK inhibitors, but not with MEK inhibitors (Fig. 1M, Additional file 1: Fig. S2E).

Altogether, we found that CPEB2 and CPEB3 followed a similar expression pattern as CPEB1 but were subjected to the same regulation via phosphorylation as CPEB4. We did not detect sumoylation or ubiquitination in meiotic oocytes for either CPEB2 or CPEB3 (Additional file 1: Fig. S3).

### CPEB1 forms mRNP foci while CPEB2–4 assemble liquid-like condensates, also in the absence of RNA binding

To test if all four CPEBs are equally capable of forming large assemblies or even phase-separated condensates (like CPEB4), we expressed GFP-tagged *Xenopus* CPEB1–4, either as full length (FL) or mutants lacking the RNA-binding domains (NTDs) [5, 16], in U-2 OS cells (Fig. 2A, B). All four CPEBs formed foci; however, CPEB3 was the least efficient and displayed a mix of focal and soluble distribution. In the absence of RNA-binding domains, the CPEB1 distribution completely changed to a diffuse pattern. In contrast, the NTDs of CPEB2 and CPEB4 were still able to form assemblies, whereas CPEB3 displayed an intermediate behavior with a higher tendency to form irregularly shaped foci in the cytoplasm. Next, we measured the morphological parameters of FL-CPEB foci (Fig. 2C) and found that CPEB1 assemblies were rounder and occurred at greater density, while CPEB3 had a stronger tendency towards diffused patterns, as compared to assemblies of the other CPEBs. To better characterize the nature of these assemblies, we performed live imaging and fluorescence recovery after photobleaching (FRAP) experiments determining the half-time of maximum recovery (T-half) and fraction of recovery (Fig. 2D, E). Here, a fast recovery rate indicates that the molecules forming the granules have a liquid-like behavior and are in constant exchange with the surrounding cytoplasm. CPEB1 had the slowest and least efficient recovery rate, indicating that it had a less dynamic, less liquid-like behavior than the other CPEBs. Furthermore, consistent with the liquid–liquid phase separation of CPEB1, we observed fusion events over time as well as dissolution upon treatment with 1,6-hexanediol (Additional file 1: Fig. S4A, B). Indeed, CPEB1 granules tended to move across wide areas within the cytoplasm; the smaller particles (below percentile 15%) displayed fast and geometrically straight displacement events characteristic of cytoskeleton-associated mRNPs (Additional file 1: Fig. S4C). In contrast, each condensate with CPEB2, CPEB3, or CPEB4 displayed a Brownian movement with little-to-no positional displacement. Finally, we tested whether the transition between the liquid-like droplet state and the diffuse state of CPEBs was regulated by phosphorylation events by overexpressing WT or phosphomimetic CPEB1–4-GFP (Fig. 2F, G). For CPEB1, the phosphomimetic mutant did not change the distribution of its aggregates. In contrast, the CPEB2–4 phosphomimetic mutants displayed a diffuse pattern.

**Fig. 2:**
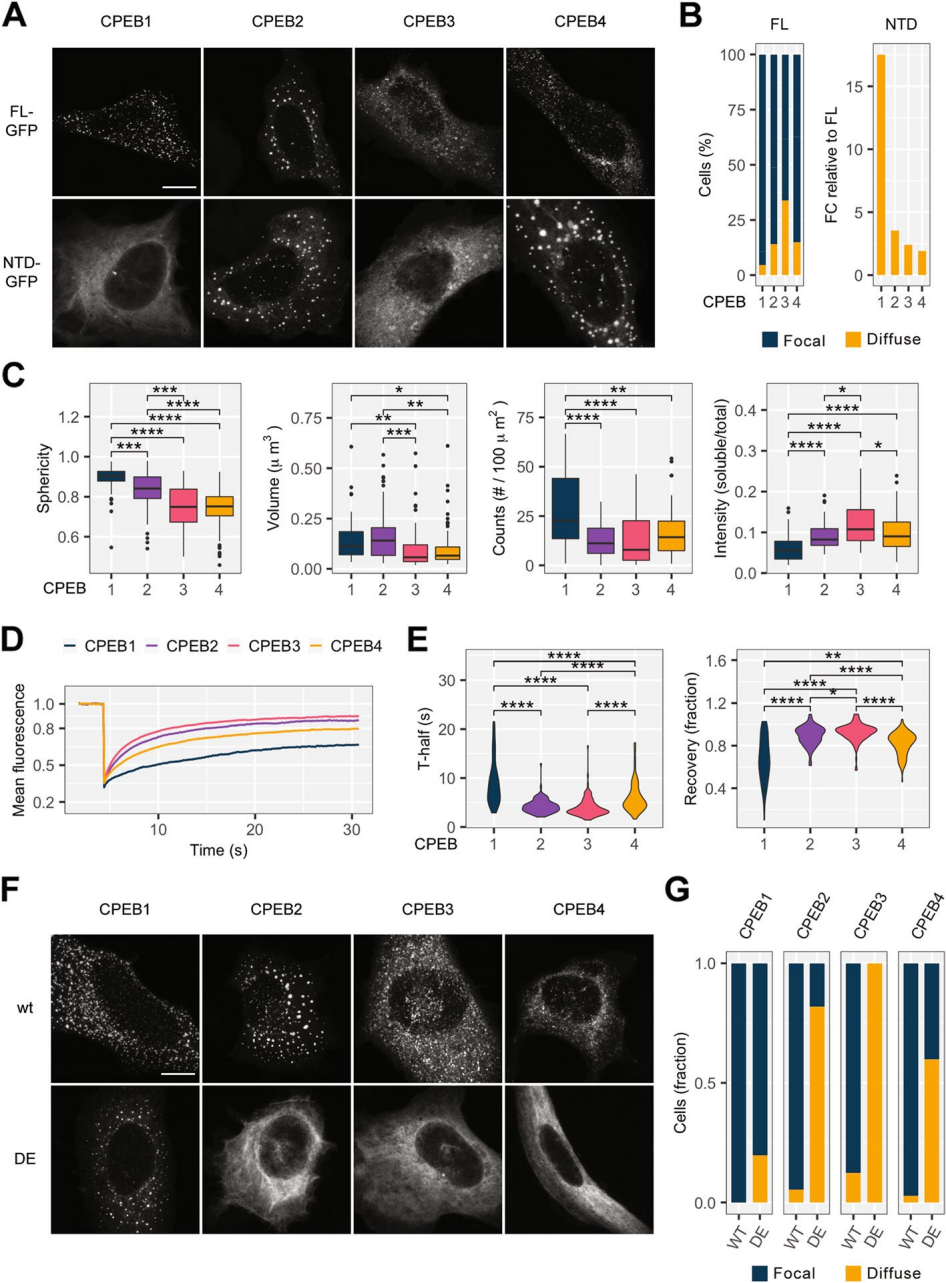
The four CPEBs form cytoplasmic foci that possess distinct biophysical properties. **A** U-2 OS cells overexpressing either full-length or NTD CPEB1-4-GFP fusions. Scale bar, 10 μm. **B** Left: percentage of cells displaying “focal,” in blue, versus “diffuse,” in orange, cytoplasmic distribution of full length (FL) CPEB1-4 (1, 2, 3, 4), the latter defined by the absence of foci. Right: fold change (FC) increase in the number of “diffuse” cells in the N-terminal domain (NTD) constructs relative to full length (FL). CPEB1, *n* = 67; CPEB2, *n* = 72; CPEB3, *n* = 65; CPEB4, *n* = 67; CPEB1-NTD, *n* = 65; CPEB2-NTD, *n* = 65; CPEB3-NTD, *n* = 59; CPEB4-NTD, *n* = 63. **C** Quantification of CPEB1-4-GFP cytoplasmic foci features: sphericity, volume and number, and ratio soluble-to-total fluorescence intensity. *n* as specified for **B**. **D** The mean fluorescence recovery upon photobleaching (FRAP) curves of CPEB1-4-GFP. **E** Distribution of the half-time of recovery (t-half) and recovery fraction parameters obtained from the FRAP curves. CPEB1, *n* = 82; CPEB2, *n* = 95; CPEB3, *n* = 106; CPEB4, *n* = 109. **F** U-2 OS cells overexpressing either *wt* or phosphomimetic CPEB1-4-GFP fusions. Scale bar, 10 μm. **G** Fraction of cells displaying “focal,” in blue, versus “diffuse,” in orange, cytoplasmic distribution in *wt* versus phosphomimetic mutants. CPEB1 wt, *n* = 72; CPEB1-DE (6D-DD), *n* = 71; CPEB2 wt, *n* = 74; CPEB2-DE (20 DE), *n* = 83; CPEB3 wt, *n* = 65; CPEB3-DE (18 DE), *n* = 68; CPEB4 wt, *n* = 73; CPEB4-DE (12 DE), *n* = 72. In **C** and **E**, comparisons between the groups were carried out using the Kruskal–Wallis test (significance level 5%) and post hoc Dunn’s test with Holm’s correction. Significance scale: ****P-adj < 0.0001; ***P-adj < 0.001; **P-adj < 0.01; *P-adj < 0.05, non-significant differences not indicated. *Abbreviations*: FL, full-length; NTD: N-terminal domain; wt, wild-type; DE, phosphomimetic mutant

Altogether, these results indicate that the properties of CPEB1 assemblies are more similar to ribonucleoprotein complexes (mRNPs), which require RNA binding for their formation. CPEB2–4, however, undergo liquid–liquid phase separation. These liquid-like droplets do not require RNA for their formation.

### CPEB1 is in the vicinity of numerous mRNP components, including CCR4-NOT

To identify the composition of the CPEB assemblies, we first purified the endogenous CPEB1-containing complexes using size fractionation of PI-arrested *Xenopus* oocyte cytoplasmic extracts. CPEB1 is the most abundant CPEB in these extracts, which corresponded to the translational repressor complex; while this complex has been previously studied, the results were discordant, leading to several mutually incompatible models for CPEB1-mediated translational repression [4]. After size fractionation, we performed immunoblot of alternating fractions ranging in molecular weights from > 10,000 KDa to < 24 KDa. In these fractions, we detected CPEB1 and proteins that have been found associated with CPEB1-repressor complexes [4]. Specifically, CPEB1 co-fractionated with CPSF2, DDX6, eIF4ENIF, and eIF4E1b, but not with Maskin nor PARN (Fig. 3A) that are proteins previously described to be involved in CPEB1-mediated repression [27, 28]. Of note, the poly(A) polymerase GLD2, which has been implicated in CPEB1-mediated cytoplasmic polyadenylation [29], was resolved as a doublet in *Xenopus* oocyte extracts, and only the fast-migrating band co-fractionated with CPEB1. Overexpressed HA-GLD2 co-migrated with the slow-migrating band. Thus, it was unclear if the protein co-fractionated with CPEB1 was a modified form, a splice variant or an unrelated cross-reacting band (of note, MS/MS analysis of the fraction containing CPEB1 did not detect GLD2).

**Fig. 3:**
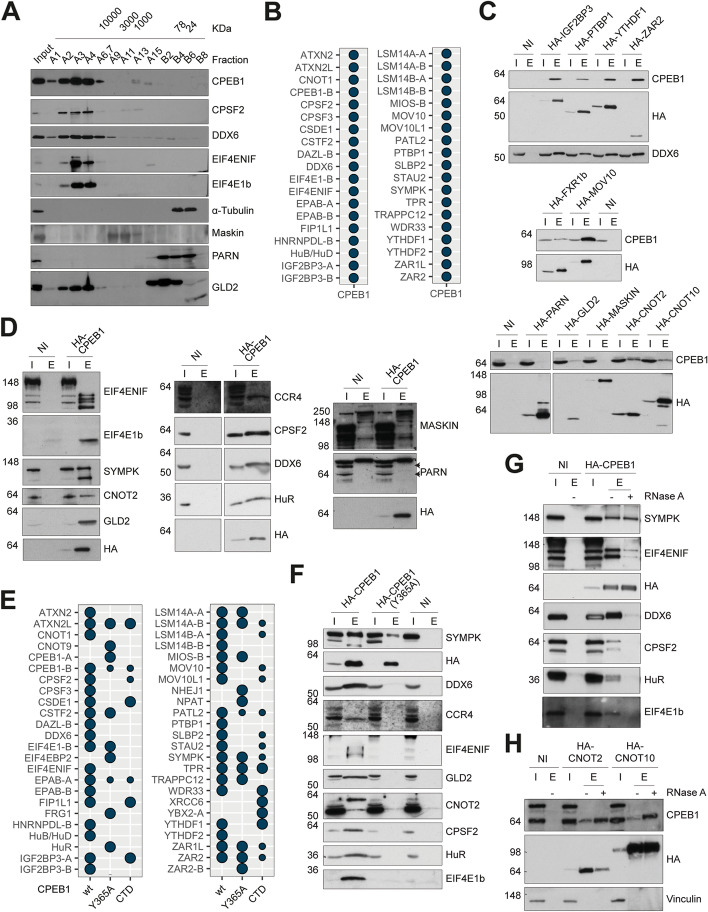
CPEB1 complex composition. **A** Western blots against the indicated proteins from several fractions of a gel-filtration fast protein liquid chromatography (GF-HPLC) done in PI-oocyte extracts. Approximate size of the fractions is noted above in KDa. **B** CPEB1 proximome in *X. laevis* PI oocytes, determined by BioID (*n* = 4). Hits include proteins enriched in CPEB1-BirA and BirA-CPEB1, relative to BirA alone. Hits meet the following criteria: either they have a positive fold change and *P*-adj < 0.05 relative to BirA alone or have 3 to 4 missing values in the control against 1 or none in the condition and a high relative abundance (greater than 25th percentile). **C** Co-immunoprecipitation of endogenous CPEB1 with the indicated HA-tagged baits (*n* = 2). **D** Co-immunoprecipitation of endogenous preys with HA-tagged CPEB1 (*n* = 3). The bands corresponding to PARN are indicated with arrows. **E** CPEB1, CPEB1(Y365A), and CPEB1-CTD proximomes determined by BioID in *X. laevis* PI oocytes (*n* = 4). The hits include the N-terminal and C-terminal BirA fusions and are defined as described in **B**. The size of the dots indicates the significance of the enrichment. **F** Co-immunoprecipitation of endogenous preys with HA-tagged CPEB1 and CPEB1(Y365A) (*n* = 2). **G** Co-immunoprecipitation of endogenous preys with HA-CPEB1 upon RNase A treatment (*n* = 3). **H** Co-immunoprecipitation of endogenous CPEB1 with the indicated HA-tagged baits upon RNase A treatment (*n* = 2). *Abbreviations*: I, input; E, elution; NI, not-injected; CTD, C-terminal domain. Indicated molecular weights are expressed in KDa

Next, we sought to identify the CPEB1 proximity interactors (from now on proximome) by adapting the BioID methodology [30] to *Xenopus* oocytes; for this, we expressed CPEB1 fused to the BirA enzyme either at the N- or C-terminus. BirA was also expressed alone as a control. We defined a total of 30 high-confidence proximome interactors in the CPEB1 proximome (Fig. 3B). These proteins included previously reported CPEB1-associated proteins, such as CPSF2, DDX6, Symplekin (SYMPK), ePAB, eIF4ENIF, eIF4E1b, and endogenous CPEB1 (reviewed in [4]). Neither PARN nor Maskin were detected. We also identified novel CPEB1 proximome components, such as YTHDF1, ATXN2, SLBP2, MOV10, PTBP1, IGF2BP3, and CNOT1. We next validated some of these proximity interactions by co-immunoprecipitation (Fig. 3C, D). HA-CPEB1 efficiently co-immunoprecipitated HuR, DDX6, eIF4ENIF, eIF4E-1b, CNOT2, CPSF2, and SYMPK. Components of the CCR4-NOT complex, including the catalytical subunit CCR4, CNOT2, and CNOT10, also co-immunoprecipitated with CPEB1. The complex included m^6^A readers, such as YTHDF1 and IGF2BP3, as well as other RNA-binding proteins implicated in translational repression, such as ZAR2, PTBP1, MOV10, and FXR1b. However, neither Maskin nor PARN co-immunoprecipitated with CPEB1 while GLD2 did co-immunoprecipitate. As the assembly of repressive CPEB1 aggregates required mRNA binding, we overexpressed a mutant that had a reduced RNA binding capacity (CPEB1(Y365A)) and another one that lacked the RNA-binding region altogether (thus, CPEB1 C-terminal domain (CTD)) [5, 16]. BioID showed a reduction or loss of CPEB1 interactors with both mutants (Fig. 3E). CPEB1 co-immunoprecipitation confirmed that RNA binding was required for interactions of DDX6, CCR4, CNOT2, eIF4ENIF, eIF4E-1b, CPSF2, and HuR with CPEB1, while no RNA binding was required for CPEB1 and SYMPK interaction (Fig. 3F). Treatment of the lysates with RNase prior to immunoprecipitation further confirmed the RNA dependency of said interactions (Fig. 3G, H).

Finally, to identify which of these proteins were specific to the CPEB1-assembled repressor complex, we performed CPEB1-BioID in oocytes treated with progesterone (Fig. 4A), which promotes the CPEB1 switch from repression to activation (reviewed in [4]). Comparative enrichment of proteins in both conditions (i.e., with or without progesterone) showed that several proteins were no longer present in the proximome of the activatory CPEB1 complex (including the CCR4-NOT complex, HuR/PTBP1, and LSM14/PATL2), while others remained present (including Symplekin, CPSF2, eIF4ENIF, DDX6, and ePABP). The latter group could be “pre-loaded” [31] components of the CPEB1 activatory complex [32, 33, 34]. Alternatively, they could be proteins generically associated with mRNPs regardless of their fate, whether nucleocytoplasmic transport, cytoplasmic localization, repression, or activation; in this case, these proteins are most likely not the direct mediators of translational repression by CPEB1.

**Fig. 4:**
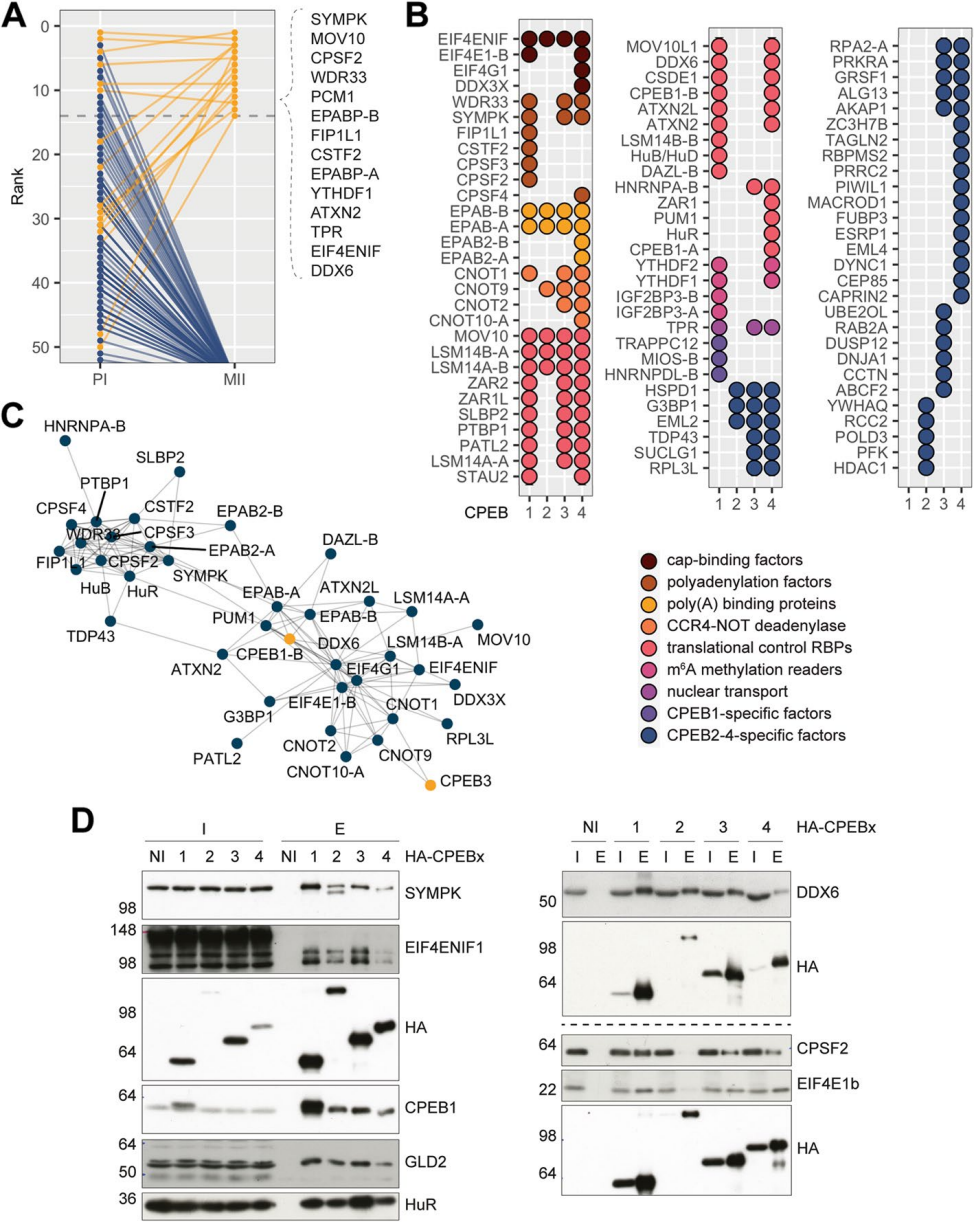
Comparative CPEB1-4 complex composition. **A** BioID-detected changes in the CPEB1(6A) proximome between PI (blue) and MII (yellow) (*n* = 3). The preys are compared in terms of their enrichment rank. Note that these ranks admit draws. **B** CPEB1-4 proximomes in *X. laevis* PI oocytes, determined by BioID (*n* = 4). Hits include proteins enriched in N-terminal and C-terminal BirA fusions, relative to BirA alone. Hits meet the following criteria: they either have a positive fold change and *P*-adj < 0.05 relative to BirA alone or have 3 to 4 missing values in the control against 1 or none in the condition and a high relative abundance (greater than 25.th percentile). **C** STRING network plot of the CPEB proximome in *Xenopodinae* displaying high confidence interactions (score > 0.7) and only networks with more than one interaction. CPEBs have been highlighted in yellow. **D** Co-immunoprecipitation of endogenous preys with HA-tagged CPEBs confirmed by Western blot using specific antibodies (*n* = 3)

### CPEB1 and CPEB2–4 have distinct proximomes but share CCR4-NOT components involved in repression

Because of the differential behavior in condensate dynamics and regulation by phosphorylation, we next analyzed the composition of the complexes assembled by the four CPEBs by identifying their respective proximomes (including both N- and C-BirA fusions) in translation repression conditions (Fig. 4B, Additional file 1: Fig. S5). We expanded prior knowledge of CPEB4 proximity interactors [35] to a new cellular context, where the CPEBs exert translational repression, in addition to comparing to the other members of the protein family. Of note, due to its lower stability, overall labeling for the CPEB2 fusions was lower than for the other CPEB fusion proteins, whereas CPEB4 and CPEB1 yielded the most efficient labeling. To overcome this limitation, in the visualization (Fig. 4B), we grouped the identified proteins in functional categories, rather than comparing individual proteins. Indeed, we found that CPEB1–4 share a core of proximome components: all four CPEBs labeled cap-binding proteins, components of the polyadenylation machinery, PABP, components of the CCR4-NOT complex, and some of the previously identified RNA-binding proteins (such as MOV10). Like CPEB1, the CPEB4 proximome also included m^6^A readers. In addition, those of CPEB2–4 included a new set of proximal proteins not identified for that of CPEB1. We also found proximity interactors specific to individual CPEBs. Some of the CPEB3/CPEB4-specific preys have been implicated in the regulation of mRNA stability, localization, and translation, as is the case of G3BP1 [35], PRKRA [36], DDX3X [37], ESRP1 [38], and CAPRIN2 [39]. When the entire CPEB1–4 proximome was analyzed in STRING [40], it formed a network of highly interconnected proteins organized in two nodes (Fig. 4C): the first node included polyadenylation factors such as CPSF proteins, CSTF2, and Symplekin, and the second included the deadenylation complex CCR4-NOT as well as the cap-associated proteins eIF4E1-b, eIF4G, and eIF4ENIF. Given the size of the CPEB1-mRNP (Fig. 3A), it would be plausible that these two nodes integrated into the same mRNPs.

In the CPEB proximomes, we also identified endogenous CPEB1, which suggested the possibility of co-localization of different CPEBs in the same condensates. To test this possibility, we first performed co-immunoprecipitation of all four HA-tagged CPEBs and analyzed their associations with endogenous CPEB1; these results showed that indeed all CPEBs were part of the same complexes (Fig. 4D). Furthermore, by co-expressing CPEB1-mCherry with GFP fusions for all 4 individual CPEBs, we observed a strong colocalization among CPEBs, as well as to CNOT2, another proximome component (Additional file 1: Fig. S6).

Thus, all four CPEB repressive complexes share the interaction with the CCR4-NOT complex but also have CPEB-specific co-factors. Nevertheless, at a larger scale, they appear to co-localize in the same subcellular structures, even if with different regulations and physical properties. Accordingly, superresolution/ultraexpansion microscopy (U-ExM) showed an intradroplet segregation between different CPEBs (Additional file 1: Fig. S7A), while co-FRAP showed different exchange dynamics between the soluble and aggregated fractions (Additional file 1: Fig. S7B).

### CPEB1 and CPEB2–4 share target mRNAs but have different motif preferences

Finally, we sought to determine the mRNA target specificity for the four CPEBs. 

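RIP-Seq reads the RNA that co-precipitates with a protein. RNA encoding 1 HA-tagged CPEB was injected into fully grown, prophase I (PI)-arrested oocytes of *Xenopus laevis*, and the HA tag was immunoprecipitated (IP) 16 h later. The data hold 20 libraries in 6 groups, with 4 of input RNA and 4 of HA IPs, both from not-injected oocytes. The HA-CPEB1, HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs have 3 each. No library holds input RNA of injected oocytes. A fold over the input therefore also spans the injection and the 16 h of HA-CPEB expression. The methods give 46 nL of RNA at 50 ng/μL per oocyte and 60 to 80 oocytes per RIP, whereas the sample labels give 50 ng/mL and 120 to 140 injected oocytes per condition. Input and not-injected replicates are numbered 0, 1, 3 and 4, HA-CPEB1 and HA-CPEB3 replicates 0, 3 and 4, and HA-CPEB2 and HA-CPEB4 replicates 1, 3 and 4. Replicate 0 was sequenced in batch 201810 and the others in batch 201903, so HA-CPEB2 and HA-CPEB4 have no library in the earlier batch. Input mRNA was purified by its poly(A) tail before library preparation and IP RNA was not. The sources used here do not say whether the replicates came from separate animals, so p-values measure the spread between these libraries, which may be technical.

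The authors aligned the reads with Bowtie2 2.2.2 and counted them per gene with featureCounts and the Xenbase annotation, which keeps the L and S copies of a gene (its homeologs) apart. Reads over several genes were counted for each of them and reads that mapped to several places were not counted, so near-identical copies lose the reads they share. The deposited table holds these counts, unnormalized, for 48572 genes. Total counts per library ranged from 16654978 to 23215455 in the inputs (median 22748733), from 7474438 to 10304192 in the not-injected IPs (median 10078974), and from 11657667 to 20280188 in the HA-CPEB1 IPs (median 19294027). They ranged from 18258913 to 20249725 in the HA-CPEB2 IPs (median 19170388), from 12081983 to 19558722 in the HA-CPEB3 IPs (median 18997738) and from 17661740 to 19169851 in the HA-CPEB4 IPs (median 17814569). The 100 largest genes took 95.1% to 97.1% of the counts of each not-injected IP, which left 217465 to 505521 counts for all other genes, against 13.5% to 13.9% in the inputs. In the not-injected IPs 4 genes held 13.2% to 15.0% of the counts each, among them ltk.S with 14.3%, against 0.0406% in the inputs.

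Counts were scaled by TMM, which gave the not-injected IPs factors of 0.0979 to 0.171, and 22831 genes were tested with edgeR's quasi-likelihood test in 1 fit of the 6 groups. P-values were adjusted by Benjamini-Hochberg within each comparison. Following the legends of Fig. 5B and Fig. S8B, a target of a CPEB was at least 4-fold above the input and at least 2-fold above the not-injected IP, each with an adjusted p of 0.05 or less. Preferential targets were targets of any CPEB at least 2-fold apart between HA-CPEB1 and the mean of HA-CPEB2, HA-CPEB3 and HA-CPEB4, at the same adjusted p, as in Fig. 5C. Levels are given as TMM-scaled CPM (reads of a gene relative to the scaled library total) ± SD over libraries, and fold changes as log2 with their standard error (SE).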

For this, we performed RNA immunoprecipitation sequencing (RIP-Seq) for each HA-tagged CPEB in PI-arrested oocytes. 

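Each HA-CPEB IP was marked by reads of its own cpeb gene. cpeb4.S reached 1032 ± 122 CPM (SD, n = 3) in the HA-CPEB4 IPs against 38.4 ± 4.46 CPM in the other 9 HA-CPEB IPs, 26.9-fold more. cpeb3.L reached 420.5 ± 65.5 CPM in the HA-CPEB3 IPs against 22.5 ± 2.98 CPM in the others, 18.7-fold more. cpeb1.L reached 1017 ± 180 CPM in the HA-CPEB1 IPs against 292 ± 31.3 CPM, 3.48-fold more, and cpeb2-like.L reached 608 ± 156 CPM in the HA-CPEB2 IPs against 215 ± 66.8 CPM, 2.83-fold more. For these 4 genes the lowest own library lay above the highest of the other HA-CPEB libraries, at 893 against 42.5 CPM for cpeb4.S, 347 against 27.1 CPM for cpeb3.L, 872.5 against 353 CPM for cpeb1.L and 459 against 339.5 CPM for cpeb2-like.L. An arrangement of 3 libraries above 9 others arises by chance in 0.455% of cases. The other homeologs rose less, by 2.36-fold for cpeb1.S and 2.69-fold for cpeb3.S, and for cpeb2-like.S the lowest own library (293.5 CPM) lay below the highest of the others (404 CPM). Reads of the injected RNA and of the oocyte's own cpeb RNA are not told apart in the counts, so calls of the cpeb genes are not read as binding. The counts of targets below still include them.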

To avoid differential immunoprecipitation efficiencies due to differential antibody affinities, individual HA-CPEBs were expressed in oocytes and immunoprecipitated with an HA antibody (Fig. 5A, Additional file 1: Fig. S8A). 

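mapkapk2.L, which encodes a kinase of the p38 stress pathway, was among the mRNAs with the largest enrichment in the HA-CPEB1 and HA-CPEB4 IPs. Its level was 1.80 ± 0.418 CPM in the inputs and 26.9 ± 24.0 CPM in the not-injected IPs (SD, n = 4 each; 14.9 without not-injected replicate 0), and 176 ± 27.9, 215 ± 14.3, 164 ± 22.4 and 207 ± 10.8 CPM in the HA-CPEB1, HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs (n = 3 each). Over the input, the log2 fold changes were 6.60, 6.89, 6.50 and 6.83, and over the not-injected IP 2.84, 3.13, 2.74 and 3.07 (for CPEB1 SE 0.401 and 0.369, edgeR adjusted p = 3.16e-10 and 1.01e-05). gapdh, a glycolytic enzyme gene used as a non-target, was lower in the IPs than in the input, with log2 fold changes of −2.58, −3.14, −2.84 and −2.95 for gapdh.L in the HA-CPEB1 to HA-CPEB4 IPs. ddit4, an inhibitor of mTORC1 signaling, was above the input in the HA-CPEB3 IPs with a log2 fold change of 5.70 for ddit4.L and 3.56 for ddit4.S. Over the not-injected IP, ddit4.L reached 1.31 (edgeR adjusted p = 0.00402) and ddit4.S 1.28 (edgeR adjusted p = 0.00391) with HA-CPEB3, past the thresholds.

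In all, 1106 genes met the definition for CPEB1, 1159 for CPEB2, 1215 for CPEB3 and 1029 for CPEB4, or 4.84%, 5.08%, 5.32% and 4.51% of the genes tested. Of the 1941 targets of any CPEB, 115 had at most 3 counts over the 4 not-injected IPs together, so their fold over that control is only a lower bound. dcakd.S, for example, was at least 4.49-fold above the not-injected IP in the HA-CPEB1 IPs when set against a floor of 3 counts over the group (0.539 CPM), a bound that covers counting error only. The bound rests largely on HA-CPEB1 replicate 0, without which the mean fell from 2.42 to 0.938 CPM. dcakd.S also did not pass over the not-injected IP when only the groups compared were fitted (edgeR adjusted p = 0.0731). When the thresholds themselves were tested (edgeR's glmTreat), 362, 414, 439 and 362 genes passed, and ddit4.L and ddit4.S did not. With 2-fold over both controls, 2298, 2290, 2479 and 2150 genes passed, and without HA-CPEB3 replicate 0 ddit4.L fell to a log2 fold change of 0.80 over the not-injected IP (edgeR adjusted p = 0.0594).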

For each immunoprecipitated CPEB, we defined a high-confidence target subset, of approximately 1000 mRNAs (Additional file 1: Fig. S8B-D). A total of 1798 mRNAs were associated with at least one CPEB, with 357 transcripts being bound by all four CPEBs (Fig. 5B). 

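The mRNA of jag1.S, a ligand of Notch receptors, was enriched with all 4 proteins. It rose from 1.86 CPM in the inputs and 13.8 CPM in the not-injected IPs to 64.4 ± 12.2 CPM in the HA-CPEB1 IPs (SD, n = 3) and to 107, 132 (87.2 without HA-CPEB3 replicate 0) and 111 CPM in the HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs. Over the not-injected IP these are log2 fold changes of 2.37, 3.10, 3.39 and 3.15 (for CPEB1 SE 0.384, edgeR adjusted p = 8.27e-05). cnot6l.S, a catalytic subunit of the CCR4-NOT deadenylase, was also shared, with log2 fold changes of 3.31, 3.52, 3.58 and 3.35 over the input and 1.57, 1.77, 1.84 and 1.60 over the not-injected IP. elavl2.S, which encodes a Hu-family RNA-binding protein of the oocyte, reached log2 fold changes of 3.10, 3.89, 4.00 and 3.91 over the input.

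The 4 target sets together held 1941 genes, of which 464 were in all of them. Of these genes, 1370 and 353, respectively, carry a gene symbol, which is 9.10% and 2.35% of the tested genes with one, against 7.34% and 1.43% of the tested genes without one. The 4 comparisons share their control libraries. In 10 simulations of groups that did not differ from the not-injected IP, and in 10 that did not differ from the input, 0 genes were called for any CPEB, so these lists were empty and give no value for sharing through the controls. A set of 4 independent lists of the observed sizes would share 0.135 genes. With the controls split, 146 genes were shared when CPEB1 and CPEB3 were set against control replicates 0 and 3 and CPEB2 and CPEB4 against 1 and 4, and 281 the other way round. In the first of these splits CPEB1 and CPEB3 also had fewer targets. The drop therefore does not measure sharing through the controls alone. When each comparison was fitted with its own groups alone, 303 genes were shared.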

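wls.L, needed for the secretion of Wnt ligands, was enriched with CPEB2, CPEB3 and CPEB4, at 161 ± 19.8, 165 ± 13.4 and 167 ± 11.7 CPM (SD, n = 3 each) but stood at 13.8 ± 0.615 CPM in the HA-CPEB1 IPs, below the 23.6 CPM of the inputs. The membrane transcription factor gene creb3l2.S and the ubiquitin ligase gene rnf145.S were likewise targets of CPEB2, CPEB3 and CPEB4 and not of CPEB1. larp1.S, which encodes a regulator of mRNAs of the translation machinery, was the reverse, with 114 ± 21.0 CPM in the HA-CPEB1 IPs and 9.73 ± 0.558, 8.47 ± 3.95 and 9.13 ± 0.660 CPM in the HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs. suv39h1.L, a histone H3 methyltransferase gene, had 422 ± 322 CPM in the HA-CPEB1 IPs (236 without replicate 0) against 48.3, 38.1 and 36.7 CPM.

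CPEB2 and CPEB4 had 946 targets in common, 91.9% of the smaller set. CPEB2 and CPEB3 shared 934 (80.6%) and CPEB3 and CPEB4 shared 837 (81.3%), whereas CPEB1 shared 610 targets with CPEB2 (55.1%), 563 with CPEB3 (50.9%) and 520 with CPEB4 (50.5%). CPEB2, CPEB3 and CPEB4 had 810 targets in common, of which 346 were not targets of CPEB1. Targets of CPEB1 alone numbered 445, against 44 for CPEB2, 209 for CPEB3 and 53 for CPEB4. Of the 445, 273 were CPEB1-preferential. The others were not called preferential, so only the thresholds for targets set them apart. Pairs of independent lists would share 49.9 to 61.7 genes and 3 such lists 2.78 genes, values that leave out the shared controls. With the controls split between CPEB1 with CPEB3 and CPEB2 with CPEB4, the common targets of CPEB2, CPEB3 and CPEB4 numbered 487 or 550, depending on which replicates served which pair, and the targets of CPEB1 alone 125 or 415. The smaller values came from the split in which the target sets of CPEB1 and CPEB3 had themselves become smaller.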

CPEB2–4 shared the majority of their targets (761), while CPEB1 had 388 unique hits and was therefore the most dissimilar (Fig. 5B). 

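ccna1.S, which encodes the embryonic cyclin A1, stood at 1277 ± 797 CPM in the HA-CPEB1 IPs (SD, n = 3; 818 without replicate 0) and at 159 ± 26.9, 137 ± 60.4 and 142 ± 22.2 CPM in the HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs. This is a log2 fold change of 3.13 for CPEB1 against CPEB2–4 (SE 0.455, edgeR adjusted p = 2.12e-05). The lysosomal protease gene ctsb.S (2.55, SE 0.438, edgeR adjusted p = 0.000131), the splicing co-regulator gene raver1.S (2.35, SE 0.387, edgeR adjusted p = 8.41e-05) and racgap1.L (1.95, SE 0.452, edgeR adjusted p = 0.00208), which encodes a cytokinesis factor, were also higher with CPEB1. On the other side, the death receptor gene tnfrsf10b.S had 17.1 ± 9.15 CPM in the HA-CPEB1 IPs and 312 ± 37.7, 475 ± 325 (287 without HA-CPEB3 replicate 0) and 378 ± 32.7 CPM in the HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs (−4.50, SE 0.420, edgeR adjusted p = 1.05e-07). pttg1ip.1.L, which encodes a securin-interacting protein, differed by −4.28 (SE 0.466, edgeR adjusted p = 6.68e-07). The difference was smaller for nfkbia.L, an inhibitor of NF-κB (−2.27, SE 0.263, edgeR adjusted p = 1.48e-06), for ccng2.L, an atypical cyclin gene (−2.14, SE 0.185, edgeR adjusted p = 3.88e-08) and for the kinase gene pim3.L (−1.36, SE 0.258, edgeR adjusted p = 0.000349). These genes were chosen for RIP-qPCR on the same libraries, so their direction here is not independent evidence.

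**Figure D1:**
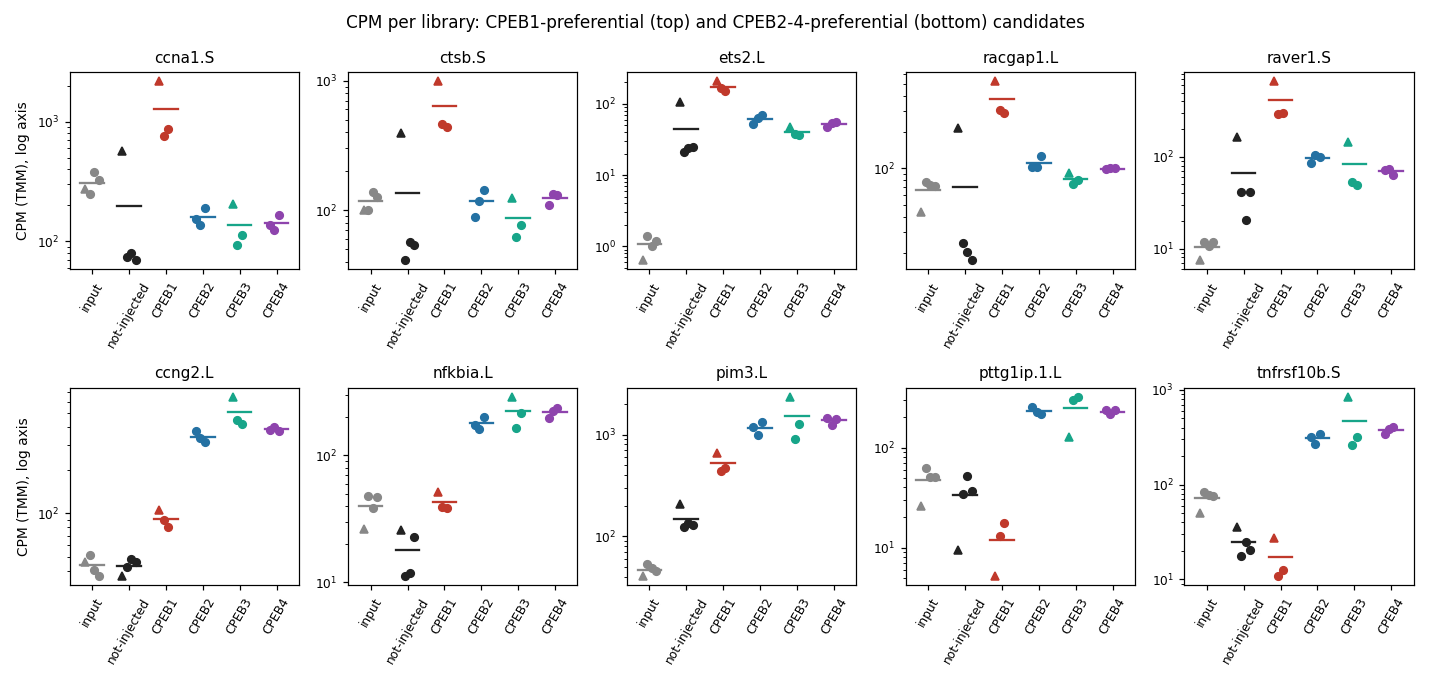
TMM-scaled CPM on a log axis in each library of the 6 groups for the 5 candidates of each direction, ccna1.S, ctsb.S, ets2.L, racgap1.L and raver1.S on top and ccng2.L, nfkbia.L, pim3.L, pttg1ip.1.L and tnfrsf10b.S below. Triangles are replicate 0, circles are the other replicates and lines are group means, and the means of ccna1.S run from 137 CPM in the HA-CPEB3 IPs to 1277 CPM in the HA-CPEB1 IPs.

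Beyond these candidates, the largest differences among targets whose CPEB1 and CPEB2–4 libraries did not overlap were larp1.S (3.65, SE 0.248, edgeR adjusted p = 2.55e-09), suv39h1.L (3.38), dcakd.S (3.36) and the transglutaminase gene tgm5.L (3.13) toward CPEB1. Toward CPEB2–4 they were the salt-inducible kinase gene sik1.S (−4.91, SE 0.548, edgeR adjusted p = 9.14e-07), rnf145.S (−4.11), the chloride channel gene clic1.L (−3.96) and the replicative helicase gene mcm6.L (−3.88, SE 0.214, edgeR adjusted p = 2.42e-10). Without HA-CPEB1 replicate 0, the HA-CPEB1 mean fell from 2.42 to 0.938 CPM for dcakd.S and from 422 to 236 CPM for suv39h1.L. Without HA-CPEB3 replicate 0, the HA-CPEB3 mean of sik1.S fell from 36.0 to 20.2 CPM. In all, 300 targets were CPEB1-preferential and 431 were CPEB2–4-preferential. Of the former, 273 were targets of CPEB1 alone, and of the latter 409 were not targets of CPEB1. Of all tested genes, 3050 had every HA-CPEB1 library above and 2893 every HA-CPEB1 library below the other 9 HA-CPEB libraries, an arrangement that chance gives to 103.8 genes (0.455%) in each direction. Complete-linkage clustering of the mean profiles joined CPEB2 and CPEB4 at a Euclidean distance of 12.2, CPEB3 at 21.9 and CPEB1 last at 56.3. Across targets, 1 minus the Pearson correlation was on average 0.181 between an HA-CPEB1 and a CPEB2–4 library and 0.0391 between CPEB2–4 libraries, and the difference of 0.142 was the largest of 220 assignments of the CPEB1 label (one-sided exact permutation p = 0.00455, the smallest they can give). Over all tested genes, which were not chosen by the CPEB labels, it was 0.0526 against 0.0516 for the next assignment, a narrow margin. With labels exchanged only within replicates, the difference over targets was the largest of 32 assignments (one-sided exact permutation p = 0.0312, the smallest they can give). In batch 201903 alone the difference was 0.123, against 0.0353 at most in the other assignments. With the replicate as a block, replicate means were subtracted over replicates 3 and 4, which puts the difference on another scale. There it was 1.36, the largest of 16 assignments, which cannot give a p under 0.0625.

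At a log2 threshold of 2, which the methods give, 50 CPEB1-preferential and 125 CPEB2–4-preferential targets passed, and with edgeR's glmTreat 36 and 99, without racgap1.L and pim3.L (adjusted p = 0.0786 and 0.192). ccna1.S was no longer a CPEB1 target without HA-CPEB1 replicate 0 (log2 fold change over the input 1.42, edgeR adjusted p = 0.0554), and not-injected replicate 0 held more of ccna1.S, ctsb.S, ets2.L and racgap1.L than the other not-injected IPs (log2 CPM of 9.15, 8.62, 6.74 and 7.76). With only the groups compared in each fit, ctsb.S and racgap1.L did not pass over the not-injected IP (edgeR adjusted p = 0.0654 and 0.0570). From the targets that CPEB2–4 shared and those unique to CPEB1, the paper concludes that CPEB1 was the most dissimilar of the 4 proteins (Fig. 5B), and from the separate groups of the clustering it defines both preferential subsets (Fig. 5C).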

Unsupervised clustering of the CPEB1–4 targetomes revealed that CPEB1 and CPEB2–4 formed two well-differentiated groups (Fig. 5C); hence, we defined two subsets of CPEB1 and CPEB2–4-preferential targets by differential enrichment analysis, some of which were validated by RIP-qPCR (Fig. 5D, Additional file 1: Fig. S8H). To determine if these differences originated from differential *cis*-acting motifs, we performed a differential de novo motif enrichment analysis of CPEB1 versus CPEB2–4 target subsets (Fig. 5E and Additional file 2: Table S1). Targets of any CPEB had longer 3′ UTRs than non-target mRNAs (median of 1489 nucleotides versus 531; Additional file 1: Fig. S8F) were enriched in U-rich motifs (Fig. 5E and Additional file 2: Table S1) and in the motif architectures previously described for CPEB1 targets (Additional file 1: Fig. S8G) [2]. Furthermore, CPEB1-preferential targets were enriched in (i) a U-extended “UUUUAA” motif, as compared to the non-CPEB-bound mRNAs and (ii) the canonical “UUUUAAU” CPE, as compared to the CPEB2–4-enriched targets (Fig. 5E and Additional file 2: Table S1). The reciprocal comparison showed that preferential targets of CPEB2–4 were enriched in a “UUUUGUA” motif, both relative to the input and relative to CPEB1-preferential targets (Fig. 5E and Additional file 2: Table S1). The affinity of CPEB1 and CPEB2–4 for the canonical CPE (CPE-A) or a CPE with a G substitution (CPE-G), respectively, was validated with an AlphaScreen binding assay (Fig. 5F).

**Fig. 5:**
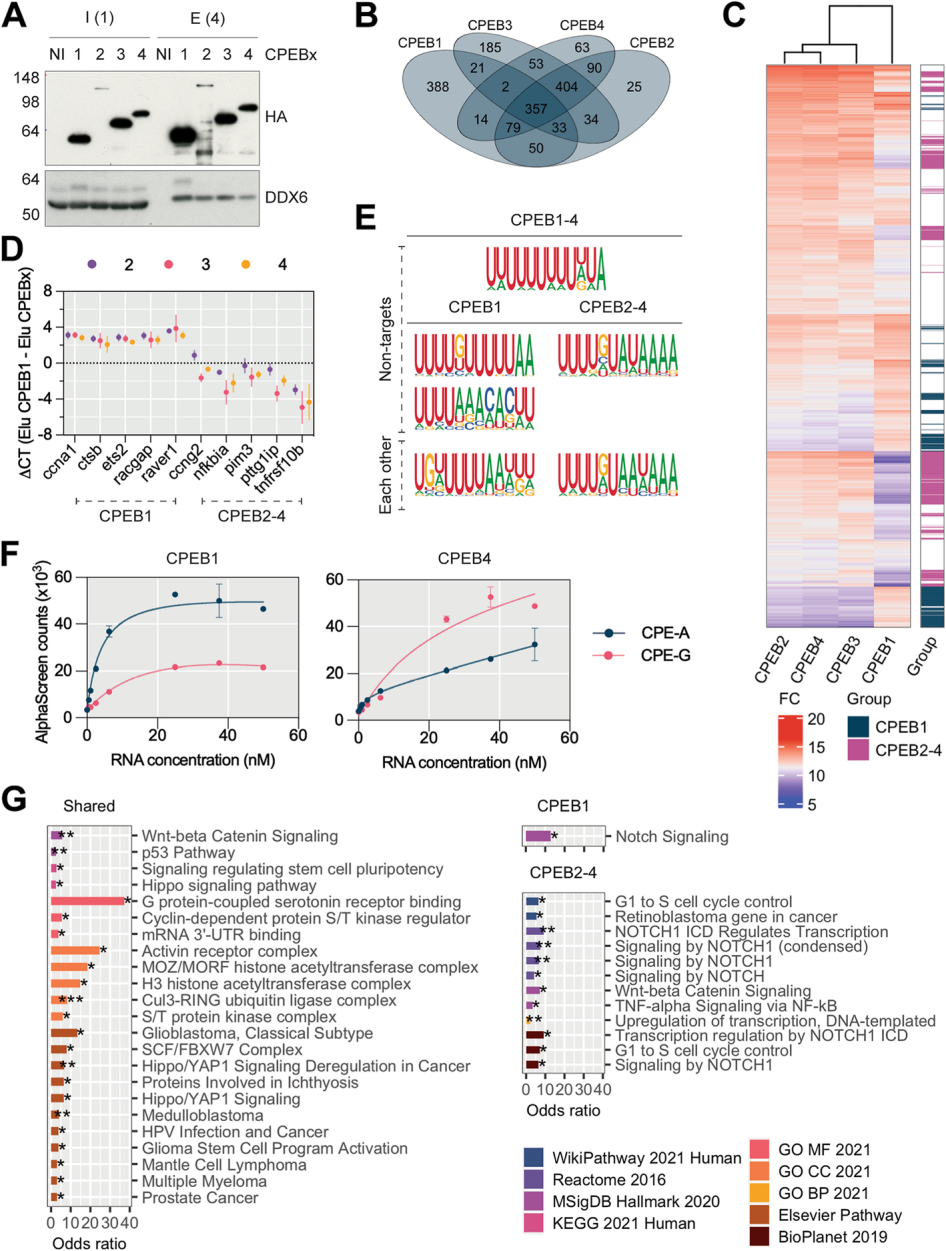
CPEB1 and the CPEB2-4 subfamily target distinct mRNA subsets. **A** Western blot detection of HA and DDX6 of HA immunoprecipitates from HA-CPEB1-4 overexpressing oocytes (*n* = 3). The number of oocytes loaded is indicated in parentheses. I, input; E, eluate; NI: not-injected. **B** Overlap between the CPEB1-4 targets defined from RIP-Seq experiments. Targets are at least fourfold enriched relative to the input (*P*-adj ≤ 0.05) and twofold relative to the not-injected background control IP (*P*-adj ≤ 0.05). **C** Left: CPEB-mRNA enrichment heatmap for targets of at least one CPEB. The enrichment is expressed as the module of the two centered fold changes. The clustering tree was created with the full-linkage method. Right: CPEB1-CPEB2-4 differential enrichment heatmap. Colored genes are enriched at least twofold in one group versus the other (*P*-adj ≤ 0.05). **D** RIP-qPCR enrichment (expressed as delta CT) of indicated candidates in the CPEB1 IP relative to CPEB2/3/4 IPs. The candidates are either CPEB1-preferential targets or CPEB2-4-preferential targets, as indicated with dashed lines. Data points represent the mean and standard deviation (*n* = 3). **E** Motifs differentially enriched in the 3′ UTRs of targets of any CPEB-, CPEB1-, or CPEB2-4-preferential targets relative to RIP-Seq input minus targets and each group of preferential targets relative to the other, as determined with HOMER. The background used is indicated for the table rows. **F** AlphaScreen assay of purified CPEB1 and CPEB4 (50 nM) binding to CPE-A or CPE-G oligonucleotides. Error bars represent the standard deviation of the technical replicates (*n* = 2). The experiment was performed in triplicate. **G** Gene set enrichment in CPEB1-preferential targets (234 genes), CPEB2-4-preferential targets (414), or non-preferentially regulated targets (shared, 1148) determined with Enrichr. Only ontologies within “pathways” and “ontologies” with significant gene sets are included. Signaling by NOTCH1 (condensed) includes four redundant Reactome 2016 categories. GO MF, CC, and BP refer to molecular function, cellular component, and biological process, respectively. Significance scale: ****P-adj < 0.0001; ***P-adj < 0.001; **P-adj < 0.01; *P-adj < 0.05

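Lists of genes written down from general knowledge of these pathways were counted among the targets of any CPEB. The G1 to S, TNF-alpha and NOTCH topics follow categories that the paper found in these same libraries (Fig. 5G). Some lists also hold the paper's candidates: ccng2 under G1 to S, nfkbia, tnfrsf10b and ets2 under TNF-alpha, and ccna1 under CPE-regulated maternal mRNAs. Enrichment of these lists here is therefore not independent evidence. Of 90 tested genes of G1 to S cell cycle control, 25 were targets (odds ratio 4.18, Fisher's exact test, adjusted p = 1.13e-06). The Wnt and beta-catenin list had 27 of 85 (28 adjusted over the list alone; odds ratio 5.07, adjusted p = 4.59e-08) and the receptors and Smads of Activin, BMP and TGF-beta 21 of 70 (odds ratio 4.65, adjusted p = 2.01e-06). NOTCH signaling had 25 of 105 targets (26 adjusted over the list alone; odds ratio 3.39, adjusted p = 1.33e-05), the TNF-alpha and NF-kB response 29 of 163 (odds ratio 2.35, adjusted p = 0.000694) and the Hippo and YAP list 16 of 72 (odds ratio 3.09, adjusted p = 0.00109). Adjusted over the list alone, the counts of the G1 to S, Activin, TNF-alpha and Hippo lists were the same. Among them were the Hippo genes scrib.S, a polarity scaffold that was higher with CPEB1 (log2 fold change against CPEB2–4 2.39, SE 0.302, edgeR adjusted p = 4.22e-06), and yap1.S, the pathway's co-activator, which did not pass that test (−0.21, SE 0.189, edgeR adjusted p = 0.432). Fisher's exact tests were two-sided against all tested genes and adjusted over 52 tests, of 13 lists in 4 classes of targets. The Hippo list lost its call when targets were called by glmTreat (adjusted p = 0.262).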

In order to find the functional differences between the genes regulated by one or the other subfamily, we performed gene set enrichment analyses with Enrichr [41], for common vs CPEB2–4- or CPEB1-specific targetomes (Fig. 5G). We did not find any functional categories uniquely enriched for CPEB1. On the other hand, G1-S cell cycle control and TNF-alpha signaling were uniquely enriched among CPEB2–4 targets. 

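Of 85 tested genes of the Wnt and beta-catenin list, 5 were CPEB1-preferential (5 adjusted over the list alone; odds ratio 4.76, Fisher's exact test, adjusted p = 0.0153). They encode the Wnt receptors fzd5.L, fzd7.L and fzd7.S and the kinase GSK3 alpha (gsk3a.L and gsk3a.S), with log2 fold changes against CPEB2–4 of 2.13, 1.24, 1.11, 1.32 and 2.24; apart from fzd5.L they were chosen for naming after their values were seen. fzd5.L stood at 12.4 ± 0.654 CPM in the HA-CPEB1 IPs (SD, n = 3) against 2.60, 3.53 and 2.48 CPM in the HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs. The same list also held 10 CPEB2–4-preferential targets (odds ratio 7.07, adjusted p = 2.98e-05), and of all its members 15 were higher with CPEB1 and 20 with CPEB2–4 (15 and 20 adjusted over the list alone). Among maternal mRNAs regulated through cytoplasmic polyadenylation elements, 25 of 51 were higher with CPEB1, such as ccna1.L (log2 fold change 3.10, SE 0.447, edgeR adjusted p = 1.99e-05), 7 with CPEB2–4, and 19 did not pass (25 and 9 adjusted over the list alone). In that list 3 were CPEB1-preferential, ccna1.L, ccna1.S and zfp36l2.1.S, which did not reach the threshold (odds ratio 4.73, adjusted p = 0.0765). Camera gave the list an adjusted p of 0.00131 with the preset correlation of 0.01, and an adjusted p = 0.786 with an estimated correlation. In not-injected replicate 0 this list stood 0.845 log2 units above genes of the same input level, against −0.08 to 0.06 in the other not-injected IPs.

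The other pathway lists were not enriched among CPEB1-preferential targets, with 1 gene for G1 to S control (cdc6.L, named after its value was seen; adjusted p = 1.0), 3 for the TNF-alpha response (0.670), 2 for NOTCH (0.594), 3 for Hippo (0.163) and 2 for the Activin list (0.381). The Wnt list lost its call when L and S copies were counted as 1 gene (adjusted p = 0.154), when targets of any CPEB served as the background (adjusted p = 1.0), and when targets were called by glmTreat (adjusted p = 0.344). Camera over the whole list pointed to CPEB2–4 (adjusted p = 0.247, and adjusted p = 0.786 with an estimated correlation). The call among CPEB2–4-preferential targets also ended with targets of any CPEB as the background (adjusted p = 0.585).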

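Genes of G1 to S control were more often higher with CPEB2–4, with 36 of 90 against 13 that were higher with CPEB1 and 41 that did not pass (38 and 14 adjusted over the list alone). mcm6.L had 253 ± 12.5, 342 ± 35.4 and 278 ± 17.6 CPM in the HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs (SD, n = 3 each) and 19.5 ± 4.96 CPM in the HA-CPEB1 IPs. The proto-oncogene myc.S had 150.5 ± 2.76, 290.4 ± 94.0 and 174 ± 2.48 CPM against 21.9 ± 2.63 CPM (log2 fold change −3.17, SE 0.216, edgeR adjusted p = 2.65e-09). The DNA polymerase subunit gene pole2.L differed by −1.97 (SE 0.153, edgeR adjusted p = 1.11e-08) and the E2F family gene e2f6.S by −1.78 (SE 0.331, edgeR adjusted p = 0.000281). Of the TNF-alpha and NF-kB response list, 43 of 163 were higher with CPEB2–4, 30 with CPEB1, and 90 did not pass (46 and 31 adjusted over the list alone). Its CPEB2–4-preferential members included tnip2.L, a partner of the NF-κB inhibitor A20 (−2.69, SE 0.215, edgeR adjusted p = 1.57e-08), the transcriptional repressor gene tgif1.L (−2.21) and the angiogenic growth factor gene vegfa.S (−2.12).

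G1 to S control had 10 CPEB2–4-preferential targets (odds ratio 6.63, Fisher's exact test, adjusted p = 4.46e-05) and the TNF-alpha list 16 (odds ratio 5.84, adjusted p = 1.13e-06), with the same counts adjusted over the list alone. NOTCH signaling also had 10 CPEB2–4-preferential targets (odds ratio 5.58, adjusted p = 0.000157), among them the co-activator gene maml1.L (−1.44) and the histone deacetylase gene hdac1.L (−1.60). Of its members 26 were higher with CPEB2–4 and 23 with CPEB1 (27 and 24 adjusted over the list alone). The G1 to S, TNF-alpha and NOTCH lists overlap, and myc is in each. Any pair of them shared 2 CPEB2–4-preferential targets, so their calls are not independent. Set directly against the CPEB1-preferential targets, neither the G1 to S nor the TNF-alpha list differed after adjustment (Fisher's exact test, adjusted p = 0.208 each, p = 0.0320 and 0.0311 before), nor did NOTCH (adjusted p = 0.590). By camera the G1 to S list was lower with CPEB1 (adjusted p = 0.000793, and adjusted p = 0.0421 with an estimated correlation, which became 0.0826 with the replicate as a block), and the TNF-alpha list (adjusted p = 0.247) and NOTCH (adjusted p = 0.407, and adjusted p = 0.786 with an estimated correlation) were not. With targets of any CPEB as the background, the TNF-alpha list kept its call (odds ratio 4.43, adjusted p = 0.00262), and the G1 to S and NOTCH lists lost theirs (adjusted p = 0.420 each).

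**Figure D2:**
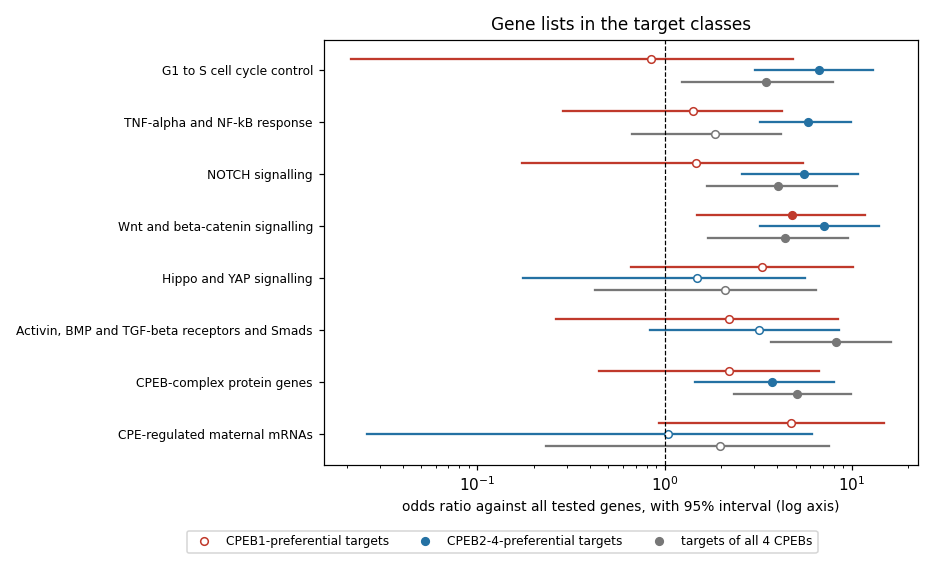
Odds ratios on a log axis, with 95% intervals, for 8 gene lists among targets of all 4 CPEBs, CPEB1-preferential targets and CPEB2–4-preferential targets. Filled points have an adjusted p of 0.05 or less and the dashed line marks an odds ratio of 1, and among CPEB2–4-preferential targets the Wnt list is at 7.07 and the G1 to S list at 6.63.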

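Beta-catenin, the effector of canonical Wnt signaling, was a target of all 4 proteins through both homeologs. ctnnb1.S rose from 72.5 CPM in the inputs and 213 CPM in the not-injected IPs to 739 ± 170, 603, 861 ± 161 and 630.2 CPM in the HA-CPEB1, HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs (SD, n = 3), and CPEB1 did not differ from CPEB2–4 by the test (log2 fold change 0.10, SE 0.206, edgeR adjusted p = 0.763). The Activin receptor gene acvr1b.S reached log2 fold changes of 4.46, 5.50, 5.11 and 5.42 over the input and 2.05, 3.09, 2.70 and 3.01 over the not-injected IP. The Notch receptor gene notch1.S reached 2.42, 3.36, 3.01 and 3.72 over the input and 1.26, 2.20, 1.84 and 2.55 over the not-injected IP. The Nodal co-receptor gene tdgf1.3.L, the BMP effector gene smad1.L, the G1 cyclin gene ccnd2.L and the spindle checkpoint gene bub3.L were also targets of all 4, with log2 fold changes over the input of 2.17, 2.96, 2.72 and 2.05 in the HA-CPEB1 IPs. Of the Hippo list, yap1.S, tead1.S and ywhag.S were targets of all 4.

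Among the targets of all 4 CPEBs, the Activin, BMP and TGF-beta list had 10 genes (odds ratio 8.19, Fisher's exact test, adjusted p = 1.26e-05), NOTCH signaling 8 (odds ratio 4.03, adjusted p = 0.00474), the Wnt list 7 (odds ratio 4.38, adjusted p = 0.00562) and G1 to S control 6 (odds ratio 3.48, adjusted p = 0.0277), with the same counts adjusted over the list alone. The TNF-alpha list had 6 and the Hippo list 3, which did not pass (adjusted p = 0.312 each). The call of the G1 to S list ended in batch 201903 alone (adjusted p = 0.0636) and when targets were called with the replicate as a block (adjusted p = 0.117). With targets called by glmTreat, the G1 to S list (adjusted p = 0.707) and NOTCH (adjusted p = 0.258) did not pass.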

Common targets to all four CPEBs included several elements related to cell fate, such as pluripotency, cell division/arrest, and cancer.

## Discussion

Collectively, analyses of CPEB complexes show that all four members of the family share three main properties. First, all four can recruit the CCR4-NOT deadenylase to the cytoplasmic CPEB-repressor complexes (consistent with the findings by Poetz et al. for the CPEB4 manuscript submitted to Genome Biol). Thus, while PARN could be implicated in nuclear CPEB-mediated deadenylation [27, 42], maintenance of a short poly(A) tail in the cytoplasm is probably mediated by CCR4-NOT. Furthermore, all four CPEBs interact with other RNA-binding proteins that are not specific for the repression/deadenylation complex but can be “pre-loaded” [31] components of the CPEB1 activatory complex [32, 33, 34] or proteins generically associated with mRNPs. Second, all four CPEBs recognize the “canonical” CPE (UUUUA_(1–2)_U); we found that only a fraction of the CPEB-regulated transcripts are shared by all four CPEBs. This observation is consistent with the structure of the CPEB1 and CPEB2–4 RRMs [5]. Third, all four CPEBs can co-localize in the same condensates with liquid-like properties (LLDs).

However, and consistently with their evolutionary distances, we found that CPEBs can be classified into two different groups or subfamilies, one including CPEB1 and the othe1r including CPEB2–4. These two groups have specific properties in target/motif recognition, large-order complex co-factors, and dynamic properties and regulation during cell cycle. Thus, while CPEB1 only recognizes canonical CPEs, CPEB2–4 also bind to “G-variants” (UUUUGU), reminiscent of the Orb/Orb2 targets [16] and consistent with the findings by Poetz et al. for CPEB4 [43]. This differential binding implies that, while CPEB1 targets are shared with CPEB2–4, this second CPEB subfamily has also other specific targets. CPEB2–4-specific targets are enriched in the G1/S cell cycle and TNF-alpha.

The larger order complexes assembled by CPEB1 exhibited properties more closely related to canonical RNP complexes with respect to their stability, composition, and association with cytoskeleton and motors; this is consistent with CPEB1’s association to dynein and kinesin [44]. These complexes required mRNA binding for their assembly and localization to the same LLDs. Even once in the condensates, their exchange with the soluble form was much slower than for the other CPEBs. On the other hand, condensates assembled by CPEB2–4 showed the properties of canonical LLDs in terms of size, morphology, and dynamic properties. Unlike CPEB1, the intrinsically disordered regions of CPEB2–4 were able to assemble LLDs in the absence of RNA binding. These properties are consistent with the distribution of unstructured regions in the N-terminal part of CPEBs, the charge distribution, and the presence of regions with “prion properties.” When co-expressed, CPEBs localized to the same larger-order aggregates; however, they maintained their individual properties, suggesting heterogeneity or even spatial sub-compartmentalization within the LLD. This is reflected in their respective proximomes, which include both common and CPEB-specific cofactors.

Regulation by phosphorylation also defines two subfamilies. Thus, CPEB1 was activated by a single phosphorylation (by AurkA), which remodels the composition of the CPEB1-assembled mRNP [32, 33] but not its inclusion in LLDs. Subsequent multiple proline-directed phosphorylation events promoted CPEB1 degradation. On the other hand, CPEB2–4 were activated by multiple proline-directed phosphorylation events (by ERK and Cdk1), which promoted the dissolution of the LLDs.

Therefore, the two CPEB subfamilies are regulated through distinct signaling pathways and mechanisms. It seems very unlikely that both subfamilies could be activated simultaneously. Indeed, AurkA is specifically activated at pro-metaphase and upon synaptic stimulation, while CDK1/ERK are activated starting from anaphase during the cell cycle and ERK as part of the stress responses. Accordingly, CPEB1 activation is essential in the G2/M transition, while CPEB 2–4 act later in the cell cycle [14, 15, 45]. This implies that, for cells that co-express the two subfamilies as well as for mRNAs with canonical CPEs, there will be a competitive equilibrium between a CPEB acting as a repressor and other CPEBs acting as activators. mRNAs with non-canonical G/CPEs would not be subjected to these opposing actions. In addition, regulation by a large number of phosphorylation sites in CPEB2–4, versus a single one in CPEB1, would allow for an ultrasensitive response in the CPEB2–4 subfamily [46].

Within the CPEB2–4 subfamily, there are more subtle differences in the size, shape, and dynamic behavior of the assembled LLDs with some specific co-factors recruited. However, the specificity of their functions appears to be more related to their expression patterns. For example, CPEB4 is the only member of the family expressed upon ER stress [20], and CPEB2 is regulated as part of the estrogen hormone response [15].

## Conclusions

Collectively, our comparative study of CPEB repressor complexes, regulation, and targets defined a regulatory network that potentially targets 30% of the genome, which allows fine-tuning of the translational activation in a coordinated temporal and spatial manner. Thus, it appears that the first evolutive CPEB duplication event generated two distinct but coordinated mechanisms of regulation, whereas subsequent duplications fine-tuned the response of the second subfamily.

## Methods

### Plasmids

All plasmids used for this work are listed in Additional file 2: Table S2.

### Antibodies

Antibodies used for this work are listed in Additional file 2: Table S3.

### *Xenopus laevis* oocyte preparation

Stage VI oocytes were obtained from female *Xenopus laevis* frogs and kept in Modified Bath Saline media as described previously [47]. For the overexpression experiments, oocytes were microinjected with 46 nL of 50 ng/μL in vitro transcribed RNAs using a Nanoject II microinjector (Drummond). When indicated, maturation of oocytes was induced with 10 μM progesterone (Sigma) in MBS at 18 °C or room temperature (RT). Metaphase-I was scored by the appearance of a white maturation spot (wms). Oocytes were considered to have reached metaphase-II 3 h after wms formation.

### Protein immunoprecipitation (IP)

Polyadenylated RNA (0.036 pmol) encoding for HA-protein of interest was injected into stage VI oocytes, and 16-h post microinjection oocytes were lysed in 9 μL/oocyte cold IP lysis buffer (20 mM Tris–HCl pH 8, 100 mM NaCl, 0.4% NP40, 1 mM EDTA, 1 mM MgCl_2_, 1 × Complete EDTA-free protease inhibitors (Roche)) and clarified by centrifugation. 1 × H1K phosphatase inhibitors (80 mM sodium β-glycerophosphate, 0.5 mM sodium orthovanadate) were added to the recovered aqueous phase. In IPs with RNase treatment, the lysates were incubated for 15 min at 37 °C with 0.1 μg/μL of RNase A, DNase, and protease-free (Thermo Fisher Scientific). One hundred fifty microliters of HA-conjugated magnetic beads (Pierce Anti-HA Magnetic Beads, Thermo Fisher Scientific) was used per mL of clarified lysate. Lysate and beads were then incubated for 2–20 h. The beads were washed thrice in one volume of lysis buffer. Purified proteins were eluted from the beads with Laemmli sample buffer without DTT. Supernatants were then recovered with a magnetic rack (Thermo Fisher Scientific), and beads were discarded and DTT was added to the supernantant at 180 mM final concentration. The eluates were then analyzed by Western blot (WB).

### Biotinylated-isoxazole (b-isox) precipitation

Oocytes were lysed as previously described and subjected to a second clarification. Clarified lysates were treated with 100 μM b-isox in DMSO and incubated overnight on a rotating wheel at 4 °C. Low-complexity-region-containing proteins were precipitated by centrifugation for 10 min, 10,000* g* at 4 °C. Pellets were washed twice in cold lysis buffer and resuspended in Laemmli sample buffer.

### Recombinant protein production

*E. coli* BL21 (DE3) competent cells were transformed with pET30a containing the proteins of interest (Accession numbers: CPEB1: Q91572, CPEB2: A0A1L8HTE0, CPEB3: A0AIL8FJ58, CPEB4: A0AILGV75). Bacterial pellets were lysed in cold lysis buffer (25 mM Tris pH8, 1 M NaCl, 5% glycerol, 5 mM MgCl_2_, 0.5% NP40, 10 mM imidazole, complete protease inhibitors (Roche), and 0.2 mg/ml PMSF) followed by sonication and centrifugation; the resulting supernatants were used for protein purification. The clarified lysates were incubated for 1 h at 4 °C with 4 mL Ni–NTA Agarose beads (Qiagen). After three 10-mL washes with lysis buffer 0.5 M NaCl, the beads were packed in columns and the proteins were eluted with two 1-mL 10-min incubations in elution buffer (lysis buffer 0.1 M NaCl, 1 M imidazole) and one overnight elution. The eluted fractions were dialyzed in dialysis buffer (25 mM Tris pH 8, 0.1 M NaCl, 5 mM MgCl_2_, 5% glycerol, 10 mM imidazole) for 2 h with gentle shaking (Spectra/Por Regenerated Cellulose Dialysis Membranes, 8000 MWCO, Spectrum Europe). Lastly, 0.01% NaN_3_, complete protease inhibitors (Roche), and 1 mM PSMF were added to the dialyzed purified proteins and stored at − 80 °C.

### CPEB3 phosphorylation site mapping by mass spectrometry

Overexpressed HA-CPEB3 was immunoprecipitated from 100 oocytes. Oocytes were lysed in 9 μL/oocyte of 1 × H1K buffer with 0.4% NP40, and after clarification, 1 μL of 10 × IP lysis buffer was added per 9 μL of the recovered aqueous phase. HA-conjugated beads were incubated with the oocyte lysates for 90 min, washed, and eluted with Laemmli sample buffer. Eppendorf LoBind microcentrifuge tubes (Thermo Fisher Scientific) were used throughout the protocol. The IP elutions were run on precast 7.5% gels (Mini-Protean TGX, Bio-Rad) and silver-stained using the Pierce Silver Stain for MS kit (Thermo Fisher Scientific) following the manufacturer’s instructions. The bands of interest were cut, washed with 50 mM ammonium bicarbonate and acetonitrile, and then incubated in 10 mM DTT and 50 mM iodoacetamide. Samples were digested either with trypsin (Sequencing Grade Modified Trypsin, Promega) or with chymotrypsin (V1062, Chymotrypsin Sequencing Grade, Promega). Digestions were stopped with 5% formic acid. The samples were then evaporated and reconstituted in 3% acetonitrile and 1% formic acid. For the nano-LC–MS/MS, 50% of the sample volume was used. Samples were loaded to a C18 precolumn (Acclaim PepMap100, 5 µm, 100 Å, 300 µm × 5 mm, Thermo Fisher Scientific) at a flow rate of 15 μL/min using a Dionex UltiMate 3000 chromatographic system (Thermo Fisher Scientific). Peptides were separated using a C18 analytical column (NanoEase MZ HSS T3 1.8 μm, 100 Å, 75 μm × 250 cm, Waters) with a 90-min run, comprising three consecutive steps with linear gradients from 1 to 35% B in 90 min, from 35 to 50% B in 5 min, and from 50 to 85% B in 2 min, followed by isocratic elution at 85% B in 5 min and stabilization to initial conditions (where B was 0.1% formic acid in acetonitrile, and the other eluate was 0.1% formic acid in water). The column outlet was directly connected to an Advion TriVersa NanoMate (Advion) fitted on an Orbitrap Fusion Lumos Tribrid (Thermo Fisher Scientific). The mass spectrometer was operated in a data-dependent acquisition (DDA) mode. Survey MS scans were acquired in the Orbitrap with the resolution (defined at 200 m/z) set to 120,000. The lock mass was user-defined at 445.12 m/z in each Orbitrap scan. The top speed (most intense) ions per scan were fragmented and detected in the linear ion trap. The ion count target value was 400,000 for the survey scan and 50,000 for the MS/MS scan. Target ions already selected for MS/MS were dynamically excluded for 30 s. Spray voltage in the NanoMate source was set to 1.60 kV. RF Lenses were tuned to 30%. The minimal signal required to trigger MS to MS/MS switch was set to 25,000. The spectrometer was working in positive polarity mode and singly charge state precursors were rejected for fragmentation. For peptide identification, MS/MS spectra were searched against the Uniprot *Xenopus laevis* database, release 2018_10, contaminants, and user-defined proteins using both MaxQuant software v1.6.2.6a with Andromeda search engine and Proteome Discoverer v2.1 (Thermo Fisher Scientific) with Sequest HT and Amanda search engines. Searches were run against targeted and decoy database to determine the false discovery rate (FDR). Search parameters included trypsin enzyme specificity, allowing for two missed cleavage sites, oxidation in methionine, phosphorylation in serine/threonine/tyrosine, and acetylation in protein N-terminus as dynamic modifications and carbamidomethyl in cysteine as a static modification. Peptide mass tolerance was 10 ppm, the MS/MS tolerance was 0.02 Da and minimal peptide length was 7 amino acids. Peptides with a *q*-value lower than 0.1 and FDR < 1% were considered as positive identifications with a high confidence level. For the analysis, a phosphorylation ratio (*r*) for each phosphorylation site (p-site) within CPEB3 protein was computed considering three search nodes: Andromeda, Amanda, and Sequest. For each p-site, the number of position-specific phosphorylated peptide spectrum matches (PSMs) (*N*_Phos_) and the number of non-phosphorylated PSMs (*N*_NonPhos_) were counted, from which *r* was then computed as follows:

$$r = {N}_{\mathrm{Phos}}/({N}_{\mathrm{Phos}} + {N}_{\mathrm{NonPhos}})$$

In this calculation, only those p-sites with localization probability greater than 75% were considered.

### Lambda protein phosphatase assay

Microinjected oocytes were lysed at different maturation stages in 10 μL/oocyte 1 × H1K, supplemented with 0.4% NP40 and 100 mM N-ethylmaleimide (NEM, Sigma). Homogenates were cleared, and one volume of lysate was mixed with one volume of 2 × λ-PPase master mix [2 × λ-PPase buffer, 4 mM MnCl_2_, 800 U λ-PPase (NEB)] and incubated for 1 h at 30 °C. Reactions were stopped by the addition of 1/3 sample volume of Laemmli sample buffer, boiled, and subsequently analyzed by SDS-PAGE followed by WB.

### In vitro phosphorylation assays with oocyte lysates

Phosphorylation assays were performed as described previously in [7].

### Cell culture and transient transfection

U-2 OS cells were grown in Dulbecco’s modified Eagle medium (DMEM) with 10% fetal bovine serum, 1% penicillin–streptomycin, and 2 mM l-glutamine. For fixed-cell imaging, cells were plated on 6-well plates with 2 or 3 12 mm Ø poly-lysine-coated glass coverslips (0,111,550, Marienfeld Superior) whereas for live cell imaging, cells were seeded on µ-Slide 8 well ibiTreat plates (Ibidi). Cells were transfected at 70% confluence with 3 μg of DNA using Lipofectamine LTX and Plus Reagent (Thermo Fisher Scientific) following the manufacturer’s protocol.

### CPEB1-4-GFP distribution in U-2 OS cells

Twenty-four hours post-transfection, U-2 OS cells were fixed with 4% paraformaldehyde (15,710, Aname) in PBS for 10 min at RT. Next, the cells were washed with PBS and incubated with 0.5 μg/μL DAPI (Sigma) for 10 min. The coverslips were rinsed with PBS, dried, transferred to a 76 mm × 26 mm slide (Thermo Fisher Scientific), and mounted with Prolong Gold Antifade Mountant (P36934, Invitrogen). Image acquisition was performed with a Leica SP5 confocal (Leica Microsystems) microscope, and Z-series stacks were acquired at 1024 × 1024 pixels on a using the 63 × 1.4NA oil immersion objective and 3.3 zoom factor. The Argon 488 nm (set to 20%), Diode 405 nm (set to 9%), and HeNe 633 nm (set to 15%) laser lines were used with spectral detection adjusted for the emission of GFP (HyD2 detector set at 500–550 nm, 20% gain), DAPI (HyD2 detector set at 415–480 nm, 21% gain) and far-red fluorescence (HyD2 detector set at 636–700 nm, 10% gain), respectively. For each cell, 15–25 stacks were acquired with a fixed *z*-step size of 0.2 μm. The multiposition setting (Mark and Find) was used for acquisition. Image analysis was done by manually classifying cells as either aggregate or diffuse considering the GFP signal distribution in the cytoplasm. Also, for each cell, the total and mean fluorescence intensities were measured. For the analysis of the droplet features, a thresholding mask was generated using Renyi-Entropy autothreshold on the *z*-plane with higher GFP intensity. Once applied, the 3D Object Counter plugin (min = 10 units, slice = 15, threshold = 128) was used to count the number of droplets and to obtain their size. To estimate the droplet shape distribution, the analyzed particles min setting was set to 10 units. To assess the condensation in each cell, the intensity of the soluble fraction was measured in images where the respective masks were substracted to the original images.

### Fluorescence recovery after photobleaching (FRAP)

FRAP was performed with a Spinning Disk Microscope equipped with a FRAPPA module. A total of 350 images with a size of 512 × 512 pixels were taken by experiment, 50 before the bleaching and 300 after, with a typical frame rate of 11 images per second (88 ms) with an exposure time of 50 ms on an EMCCD camera. For acquisition, AOTF 488 nm laser intensity was set at 12%, for bleaching the laser intensity was 60% in two repeats with a dwell time of 40 ms each.

For the analysis, three regions of interest (ROIs) were defined per video: cell, background, and bleaching area. The mean fluorescence intensity of these three ROIs throughout the 350 frames of the video were obtained and outputted in tabular format with ImageJ. The tables were then entered to easyFRAP-web [48] where the “initial values to discard” variable was set to 20 and full-scale normalization was chosen. The curves were fitted to a single exponential, and half time of recovery (t-half) and percentage of mobile were obtained. Comparison between group distributions was done using the Kruskal–Wallis test (0.05 significance) and post hoc Dunn’s test with Bonferroni correction for multiple testing.

### Size exclusion chromatography

Stage VI oocyte lysate was gel filtered using a Superose 6 10/300 GL column (GE Healthcare) in running buffer (10 mM Hepes pH7.5, 3 mM MgCl_2_, 5% glycerol, 100 mM KCl), calibrated with the high molecular weight Gel filtration calibration kit (GE Healthcare, thyroglobulin (669 kDa), aldolase (158 kDa), ovalbumin (43 kDa)). Twenty-four fractions were collected and TCA precipitated by adding 0.002% sodium deoxycholate and 10% TCA; the precipitates were washed twice with acetone. Alternate fractions were separated by SDS-PAGE and visualized by WB.

### *Xenopus laevis* BioID

For overexpression of BirA-CPEBs, 150 oocytes were microinjected with the corresponding in vitro transcribed polyadenylated RNAs. Injected oocytes were incubated in MBS with 20 μM biotin (Merck) for 40 h at 18 °C. For activation BioIDs, oocytes microinjected with CPEB1(6A)-BirA fusion were stimulated with 10 μM progesterone (Sigma). Oocytes were lysed in 6 μL/oocyte cold BioID lysis buffer (50 mM Tris pH7.4, 100 mM NaCl, 1 mM PMSF, and complete protease inhibitors (Roche)) and clarified twice for 15 min at 16,000* g* 4 °C. Three hundred microliters of cold BioID lysis buffer was added to 200 μL of cleared extract, and the resulting 500 μL was subjected to clearing with PD MiniTrap G-25 columns (GE Healthcare). Triton-X100 and SDS were added to a final concentration of 1.6% and 0.04%, respectively, and the volume was increased to 1 mL, maintaining all concentrations. Cleared extracts were incubated with 200 μL MyOne Dynabeads Streptavidin C1 (Invitrogen) 20 h with orbital shaking at 4 °C. After incubation, beads were washed thrice with wash buffer 1 (8 M Urea, 0.25% SDS in PBS), twice with wash buffer 2 (6 M Guanidine-HCl in PBS), once with wash buffer 3 (6.4 M urea, 1 M NaCl, 0.2% SDS in PBS), thrice with wash buffer 4 (4 M urea, 1 M NaCl, 10% isopropanol, 10% ethanol, 0.2% SDS in PBS), once with wash buffer 1, once with wash buffer 5 (8 M urea and 1% SDS in PBS) and thrice with wash buffer 6 (2% SDS in PBS). The washed beads were further washed with 50 mM Tris–HCl pH 7.4 and 50 mM NH_4_HCO_3_ pH 8. For MS sample preparation, beads were resuspended in 500 μL 3 M urea, 50 mM pH 8.0, and 5 mM DTT for 1 h with orbital shaking at RT. Next, beads were incubated with 10 mM iodoacetamide for 30 min at RT in the dark, and then 5 μL of 500 mM DTT was added. Sample volumes were brought to 1.5 mL with 50 mM NH_4_HCO_3_ pH 8, and proteins were digested on-bead with 2 μg trypsin (Promega) 16 h with orbital shaking at 37 °C. Digestion was stopped by the addition of 1% formic acid. The supernatant was recovered and desalted with PolyLC tips C18. Peptides were eluted with 80% acetonitrile and 1% formic acid. Samples were diluted to 20% acetonitrile and 0.1% formic acid and loaded into strong cation exchange columns. Peptides were eluted in 5% ammonium hydroxide and 30% methanol. Finally, samples were evaporated and reconstituted in 3% acetonitrile and 1% formic acid. For the nano-LC–MS/MS, 10% of the sample volume was used.

The Nano-LC–MS/MS was performed as specified in the “CPEB3 phosphorylation site mapping by mass spectrometry” section with few modifications: peptides were separated using a C18 analytical column (Acclaim PepMap RSLC, 2 μm, 100 Å, 75 μm x 50 cm, nanoViper, Thermo Fisher Scientific) with a 120-min run; the ion count target value was 10,000 for the MS/MS scan; target ions already selected for MS/MS were dynamically excluded for 15 s and minimal signal required to trigger MS to MS/MS switch was set to 5000, and activation Q was 0.250. MS/MS spectra were searched against Uniprot *Xenopodinae* release 2017_02, contaminants, and user-defined proteins using Proteome Discoverer v2.1.0.81 (Thermo Fisher Scientific) with Sequest HT search engine. Searches were run against targeted and decoy database to determine the false discovery rate (FDR). Search parameters included trypsin enzyme specificity, allowing for two missed cleavage sites, oxidation in methionine, and acetylation in protein N-terminus as dynamic modifications. When specified, biotin in lysine was included as a dynamic modification as well. Peptide mass tolerance was 10 ppm, and the MS/MS tolerance was 0.6 Da. Peptides with a *q*-value lower than 0.1 and a FDR < 1% were considered as positive identifications with a high confidence level. Log_10_(iBAQ) values were used as protein intensity. Percentile normalization of the data was performed to minimize batch effects across biological replicates. *k*-nearest neighbors (kNN) were used for missing value imputation (function impute.knn from the impute R package [49, 50]) with *k* set to 10. Only the cases with one or two missing values were imputed. Cases with 3 or 4 missing observations were manually included only when the 3 or 4 missing occurred in the control condition and the test condition had 1 or none plus, the average log_10_(iBAQ) of the test was not within the 25% percentile of values detected in the whole sample (so as to filter out weaker-intensity proteins). Candidate interactions were found following a differential expression analysis, using functions lmFit and eBayes from the limma R package [51]. Biological replicates were used as adjusting variables in the model when needed.

### CPEB1-4 RNA-IP(RIP)-Seq

Sixty to 80 oocytes were used for RIP. Sixteen hours post-microinjection, oocytes were lysed with IP lysis buffer (20 mM Tris–HCl pH 8, 100 mM NaCl, 0.4% NP40, 1 mM EDTA, 1 mM MgCl_2_, 1 × Complete EDTA-free protease inhibitors (Roche) and clarified by centrifugation. 1 × H1K phosphatase inhibitors (80 mM sodium β-glycerophosphate, 0.5 mM sodium orthovanadate) were added to the recovered aqueous phase, and a second clarification step was performed, then the lysates were supplemented with 0.5 U/μL of Ribolock (Thermo Fisher Scientific). One hundred fifty microliters of HA-conjugated magnetic beads (Pierce Anti-HA Magnetic Beads, 88,837, Thermo Fisher Scientific) was used per 1 mL clarified lysate which were then incubated with HA-beads for 2 h with rotation at 4 °C. Beads were washed thrice with one volume of Ribolock-supplemented cold lysis buffer. One of 10 lysate-bead-slurry was used for protein extraction and 9/10 to RNA extraction. RNA was eluted by Proteinase K digestion. Briefly, the beads slurry or inputs were incubated in 400 μL of Proteinase K buffer (200 mM Tris–HCl pH 7.5, 100 mM NaCl, 10 mM EDTA, 1% SDS, 40 U/μL Ribolock) with 200 μg/mL Proteinase K (Proteinase K, recombinant, PCR grade, Roche) for 30 min at 37 °C. Subsequently, the RNA in the supernatant was purified using TRIzol Reagent (Thermo Fisher Scientific) and chloroform followed by ethanol precipitation. The pellet was reconstituted in 40 μL (inputs) or 15 μL (eluates) of TURBO DNase premix (1 × TURBO buffer, AM1907, Invitrogen, supplemented with 1 U/μL Ribolock) and treated with 1 μL TURBO DNase for 30 min at 37 °C. For library preparation and sequencing RNA samples were quantified by fluorometry with Qubit RNA HS Assay kit (Thermo Fisher Scientific). RNA integrity was assessed with the Agilent RNA 6000 Pico chip (Agilent) and the Agilent 2100 Bioanalyzer instrument (Agilent). The mRNA of the Inputs was purified using the kit NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB) following the manufacturer’s instructions. The mRNAs of the IP samples were not purified. Library preparation was performed using the NEBNext Ultra II library prep kit for Illumina (NEB) following the manufacturer’s instructions and 8–10 cycles of library amplification. Finally, an equimolar pool was generated with all the samples and sequenced in two 50-nt single-read lanes of a HiSeq 2500 Sequencer (Illumina). Raw FastQ files were aligned against the *X. laevis* genome (UCSC version 9.2, excluding chrUn chromosomes), with Bowtie2 2.2.2 [52], considering 1 mismatch and reporting best alignment site per read. FastQC v011 was used to perform a quality control overview of FastQ files and aligned BAM files. Principal component analysis (PCA) to assess sample similarity using coverage correlations were performed using htSeqTools 1.20 [53]. Binary tracks for all reads in TDF format were generated with IGVTools 2. Default IP versus Input peak calling for enrichment evaluation was performed using MACS 1.4.2 with default options. For differential enrichment gene-based analysis, gene regions were extracted from the Xenbase *X. laevis* 9.2 annotation, using the GenomicFeatures package [54] from Bioconductor. Raw Bowtie2 aligned reads were used to generate gene-level counts, using the options allowMultiOverlap = TRUE, ignoreDup = FALSE, countMultimappingReads = FALSE, minMQS = 1. Afterwards, DESeq2 was used to compare groups [55]. Differentially enriched genes in the IPs versus background were selected using a Benjamini–Hochberg adjusted *P*-value < 0.05 and FC > 2. Adjustment for artifactual log_2_FC due to low count genes was performed with the lfcShrink function from DESeq2. Differential enrichment between CPEB1 and the CPEB2-4 group was performed with DESeq2. Targets of at least one CPEB were considered preferentially enriched based on a lfcShrink log_2_FC > 2 and Benjamini–Hochberg adjusted *P*-value < 0.05 in CPEB1 versus CPEB2, CPEB3, or CPEB4 or the reciprocal comparison.

Functional enrichment analyses of differentially enriched targets were performed with Enrichr [56]. Only significant categories (*P*-adj < 0.05) within the ontologies and pathways sections were retrieved for visualization.

Analysis of 3′ UTR features was performed using the most abundant 3′ UTR per transcript from Yang et al.’s dataset [57]. The distance (in nucleotides) from the polyadenylation signal hexanucleotide (PAS hex) to the 3′ end and 3′ UTR length in targets of any CPEB versus non-targets were quantified using custom Perl scripts as a quality control of the transcripts. 3′ UTR architectures predictive of CPEB regulation were determined with the script published by Piqué et al. [2] with some modifications: the maximum distance between the PAS hex and the 3′ end was relaxed to 60 nucleotides, and non-canonical PAS hex definitions were incorporated [58].

A scan for de novo motifs in CPEB1–4 targets versus non-targets or CPEB1-preferential targets versus CPEB2-4-preferential—and vice versa—was performed with the findMotifs function from the HOMER software [59] with motif lengths of 8, 10 and 12.

### RIP reverse transcription (RT)-qPCR

RNAs were co-immunoprecipitated and eluted from the beads as previously specified. RNAs were purified with simplyRNA Cells Kit (Promega). The RNA was then reverse transcribed with random primers and the RevertAid reverse transcriptase (Thermo Fisher Scientific) following the manufacturer’s instructions. The qPCR was performed in a Quantstudio 6 Flex (Applied Biosystems) using PowerUp SYBRGreen Master Mix (Applied Biosystems) with the transcript-specific primers specified on Additional file 2: Table S4. The enrichment of target sequences in each IP was calculated relative to the Input and NI IP negative controls, to determine if the selected mRNAs were targets. Subsequently, the enrichment in CPEB1 relative to CPEB2, CPEB3, or CPEB4 was calculated to determine the preferential enrichment in one group versus the other, using the delta CT method.

### CPEB1-4 to CPEB1 or CNOT2 co-localization experiments

The mCherry red signal was acquired with the DPSS561 excitation laser set to 12% and the HyD2 detector set to 578-565 nm with a gain of 10%. DAPI and GFP signals were acquired using the aforementioned settings. To assess the extent of co-localization between the red and green channels, the Coloc2 plugin of ImageJ was applied. For each image, Spearman’s correlation coefficient and the Costes *P*-value were obtained.

### Ultrastructure expansion (U-ExM) microscopy and super-resolution imaging

For the experiments, U-ExM cells were seeded on uncoated coverslips. Transfections were performed as previously described.

Ultrastructure expansion of fixed U-2 OS cells was performed following indications of the original protocol [60]. mCherry was stained with goat-anti-mCherry polyclonal (Antibodies-online) 1:50 for 2 h 30’ followed by anti-goat Alexa Fluor 647 (Thermo Fisher Scientific) 1:250 for 2 h 30’. GFP was stained with anti-GFP polyclonal Alexa Fluor 488 (Thermo Fisher Scientific) 1:100 for 2 h 30’ followed by anti-GFP polyclonal Alexa Fluor 488 again at 1:200 for 2 h 30’. Before mounting, the gels were also stained with DAPI 1:2000 for 20’. For image acquisition, a piece of the expanded gel was mounted in a 6-well glass bottom plate (1.5 coverslip, 20 mm diameter from MatTek) coated with poly-l-lysine (Sigma). Super-resolution microscopy was performed using an Elyra PS.1- LSM880 confocal microscope (Zeiss) with an Airyscan mounted. The microscope was equipped with a 100 × 1.46 NA Alpha-Plan Apochromat oil, and the fast-Airyscan module was used for detection. Z-stacks with a 0.247-μm step size were acquired with a XY pixel size of 34 nm. Images were processed using Zen black.

### Live cell imaging of CPEB droplets

Cells expressing GFP-CPEB1–4 were monitored with a Spinning Disk Microscope (Andor Revolution xD, Andor). A total of 800 images were taken per experiment, with a size of 140 × 140 pixels and acquiring two Z-stacks with a slice of 0.5 μm. The typical frame rate was set to 8 images per second (125 ms/frame), and the exposure time of the EMCCD camera (Andor) was set to 50 ms. For acquisition, AOTF 488 nm laser intensity was set to 12%. The fluorescence intensity of fusion events was quantified using the Fiji software. Imaris software was used (https://imaris.oxinst.com) for particle tracking analysis. Images were rescaled setting the voxel size to *x* = 1, *y* = 1, and *z* = 1 units, and particles were segmented using an estimated size of 2 units, automatic quality threshold and local contrasting the diameter obtained from the region border. For track selection, the following parameters were set: maximum frame distance of 6 frames, maximum gap size of 0 frames, and track duration minimum of 7 s. From each track, data regarding particle size, track length, track displacement, and straightness was collected for subsequent analysis.

### 6-Hexanediol treatment

Cells treated with 4% 1,6-hexanediol were monitored using a spinning disk microscope (Andor Revolution xD, Andor). Images were taken every 15 s, with a size of 512 × 512 pixels and acquire 20 Z-stacks with a slice of 0.5 μm. In every experiment, four and fifty images were acquired before and after treatment, respectively, with a 30-s break in between to apply the treatment. For acquisition, AOTF 488 nm laser intensity was set to 7%, and the EMCCD camera was set to an exposure time of 50 ms.

### AlphaScreen protein-nucleic acid interactions assay

*X. laevis* His-tagged CPEB1 and CPEB4 were purified using Ni–NTA Agarose beads (Qiagen) and dialyzed in the storage buffer (25 mM Tris–HCl pH 8, 100 mM NaCl, 5% glycerol, 5 mM MgCl_2_, 10 mM imidazole). Two 3′ biotinylated single-stranded RNA oligonucleotides were synthesized by Integrated DNA Technologies (IDT). The sequences correspond to 28 nucleotides of the cyclin B1 3′ UTR (Accession J03166) and contain a *wt* CPE (CPE-A: AGUGUACAGUGUUUUUAAUAGUUUGUUG) or a CPE with an A to G base substitution at position 17 (CPE-G: AGUGUACAGUGUUUUUGUAAGUUUGUUG).

Amplified Luminescent Proximity Homogenous Assay (Alpha) was performed with AlphaScreen Histidine (Nickel Chelate) detection kit (PerkinElmer) to study the interaction between the RNAs and proteins described above. Optimal concentrations were determined using cross-titration of individual components. To compare the binding affinity, CPE-A and CPE-G RNAs were tested against CPEB1 and CPEB4*.* AlphaScreen assay was performed using two concentrations of protein (50 and 75 nM) and a series of concentrations of RNA (ranging from 0.5 to 75 nM) in a final 40 μL volume of assay buffer (10 mM HEPES pH 7.4, 100 mM KCl, 3 mM MgCl_2_, 1 mM DTT, 0,2 mg/mL tRNA, 0,1% Tween). RNA (10 μL) was incubated with the protein (10 μL) at RT for 1 h. Subsequently, streptavidin donor beads (50 ng/μL final concentration) were added and placed in the dark for 30 min. Then, Ni-Chelate acceptor beads (50 ng/μL final concentration) were added and the final 40 μL of reaction were incubated at RT in the dark for 2 h to reach equilibrium. Plates were sealed with TopSeal–A PLUS adhesive film (PerkinElmer). The kinetics were performed in duplicate. Non-specific binding was determined in the absence of RNA. Assays were performed in triplicate in ½ area white 96-well OptiPlates (PerkinElmer).

Fluorescence signal was detected on an EnSight plate reader (PerkinElmer), and specific interactions were analyzed from nonlinear regression fits of the data according to One-Site Total binding model in GraphPad Prism version 9.1.1.

## Supplementary Information

Additional file 1: Figs. S1–S8. Supporting figures.

Additional file 2: Tables S1–S6. Supporting tables.

Additional file 3. Uncropped figures.

Additional file 4: Review history.

## Data Availability

The RIP-Seq datasets generated and analyzed during the current study are available in NCBI GEO, under the accession GSE189550 [61]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifiers PXD030419 [62], PXD033349 [63], and PXD030480 [64]. The codes for the RIP-Seq [65] and BioID [66] analyses are available on GitHub. The open source code used for the RIPseq analysis and BioID and stepwise guide for their usage are freely available from the Zenodo website, with the following DOI references: 10.5281/zenodo.6906871 [67] and 10.5281/zenodo.6906859 [68]

# Supplementary material for: Comparative analyses of vertebrate CPEB proteins define two subfamilies with coordinated yet distinct functions in post-transcriptional gene regulation
**Source:** Genome Biol. 2022 Sep 12;23:192. doi: 10.1186/s13059-022-02759-y
**Supplement:** Supplementary file 1 — Additional file 1: Figs. S1–S8. Supporting figures.

Figure S1

A

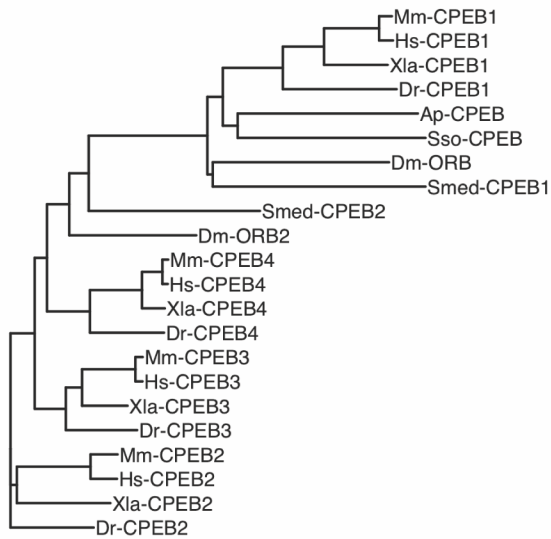

B

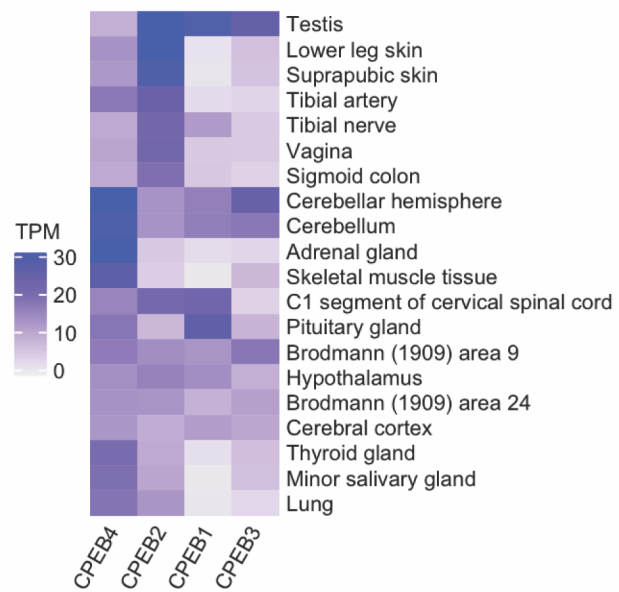

C

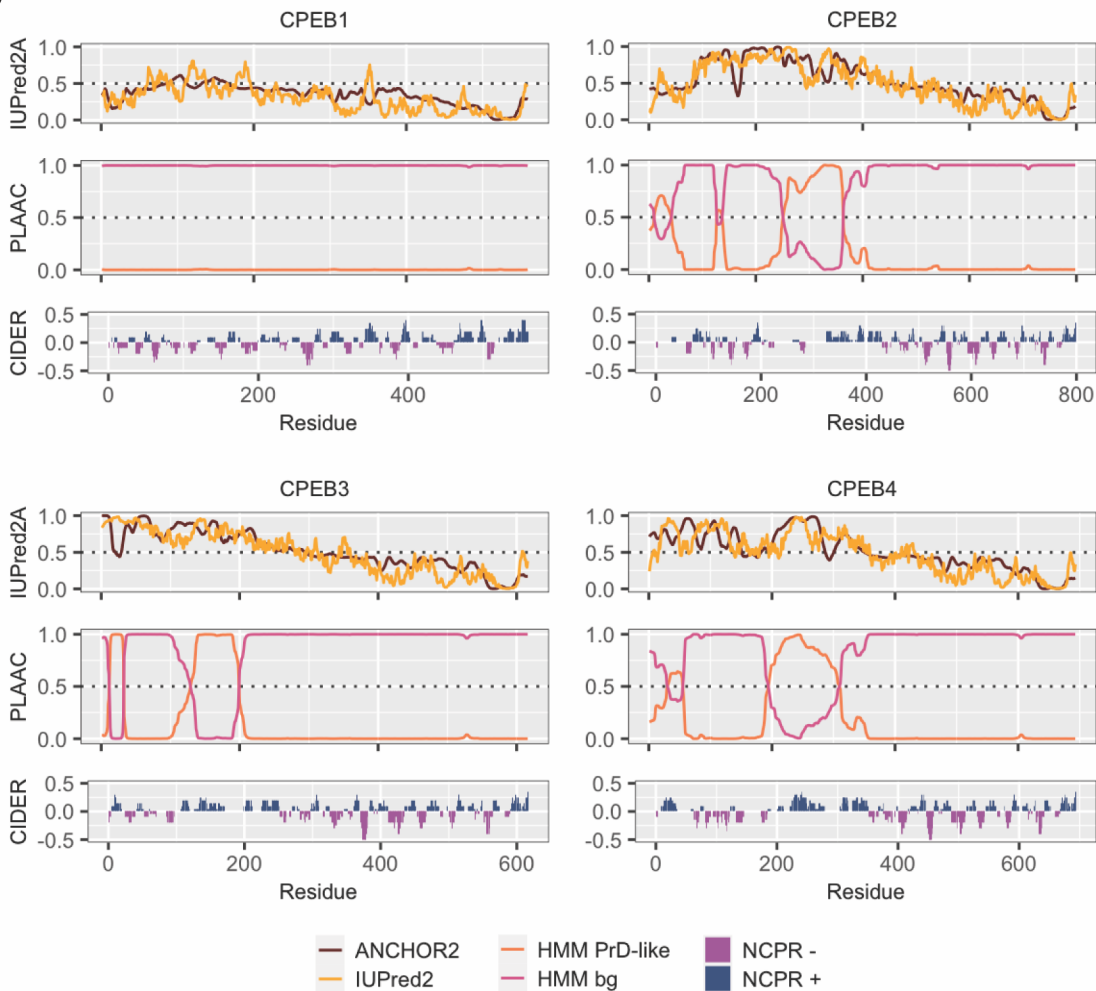

Figure S1. Features of the CPEB-family of RNA-binding proteins. A. Phylogenetic tree (produced with MUSCLE by neighbor-joining without distance corrections) of Orb/CPEB1-4 proteins across species. Mm, *Mus musculus*; Hs, *Homo sapiens*; Xla, *Xenopus laevis*; Dr, *Danio rerio*; Ap, *Aplysia californica*; Sso, *Spisula solidissima*; Dm, *Drosophila melanogaster*; Smed, *Schmidtea mediterranea*. B. CPEB1-4 mRNA levels (median TPM, transcripts per million) across human tissues heatmap. The data used for the analyses was obtained from the GTEx Portal on 02/12/2020. For visualization purposes, only the top five tissues for each CPEB have been selected. C. Selected protein sequence features of *X. laevis* CPEB1-4: IUPred2 and ANCHOR2 scores for disordered protein regions and disordered binding regions, respectively; log likelihood for sequence under background (bg) or prion-like state (PrD-like) under two-state HMM, calculated with PLAAC with default parameters; net-charge per residue (NCPR) calculated with CIDER.

Figure S2

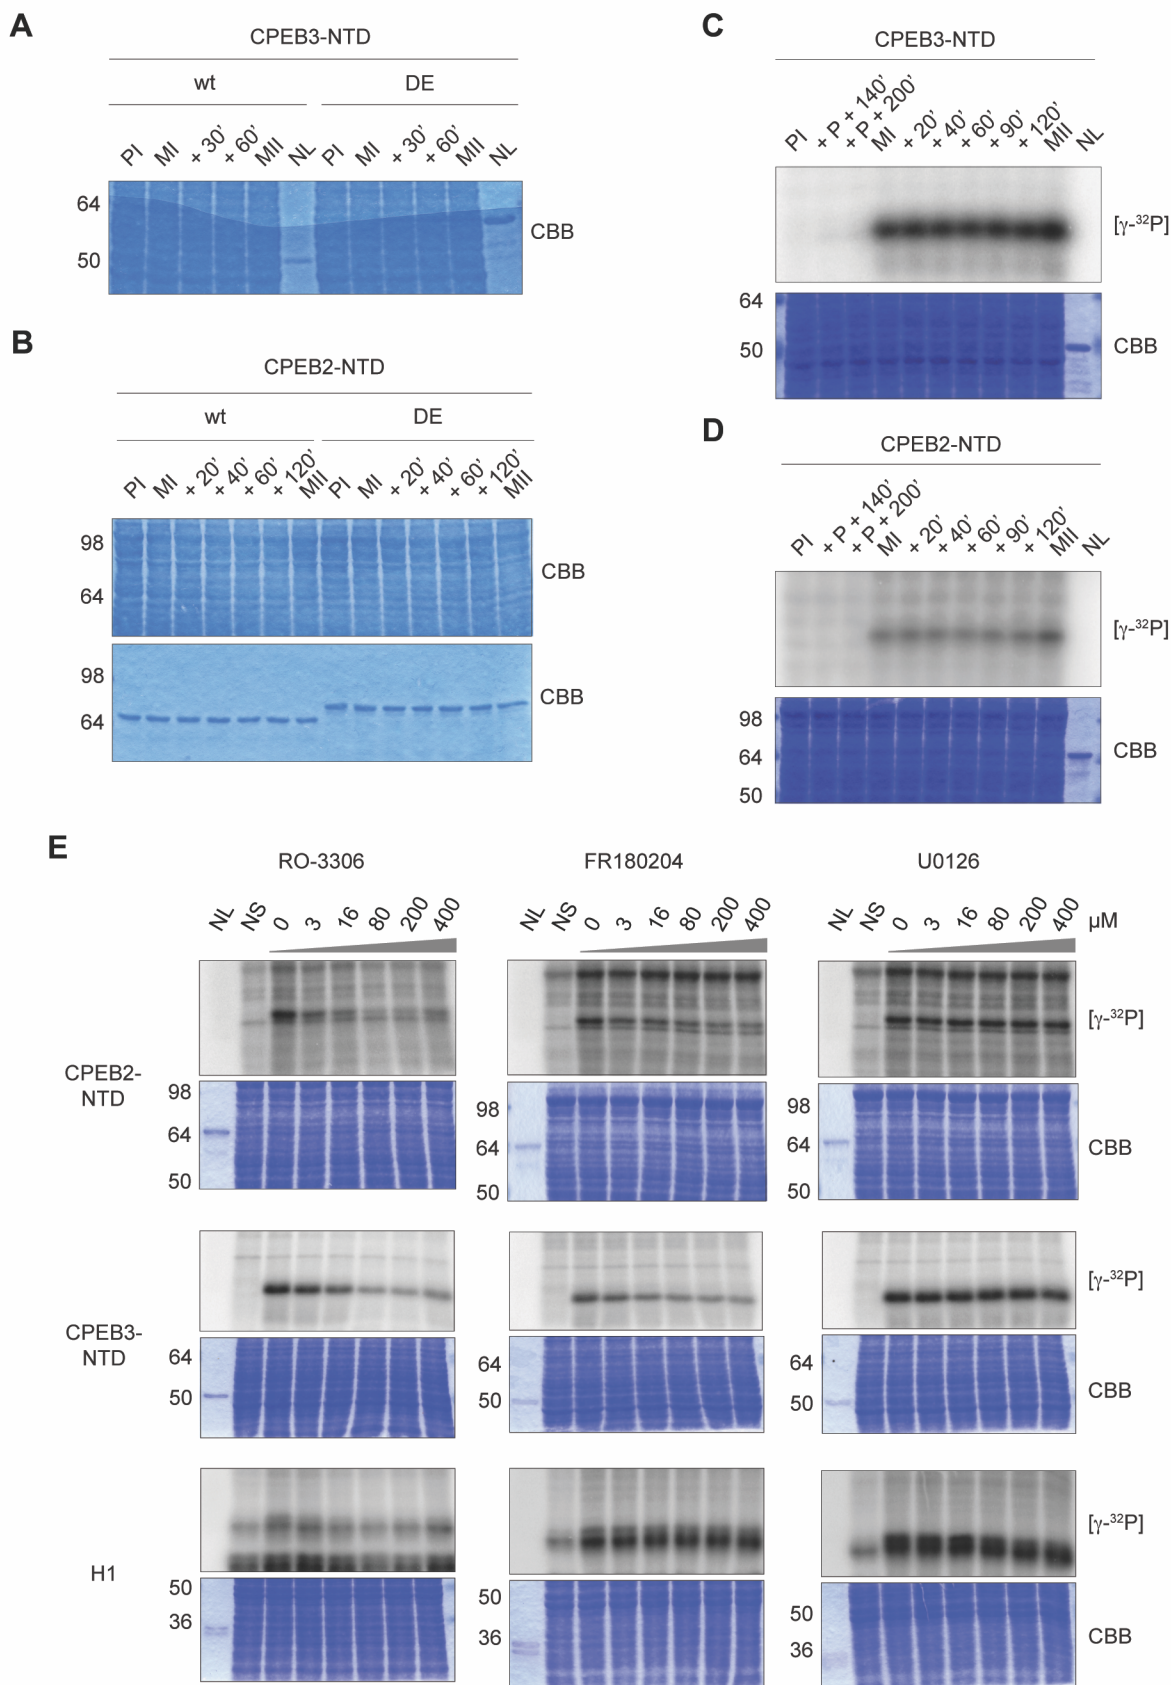

Figure S2. CPEB2 and CPEB3 are phosphorylated by Cdk1 and ERK2 in the meiotic cell cycle. A. Coomassie Brilliant Blue (CBB)-stained gel of meiotic maturation time-courses, related to figure 1F (n = 2). B. CBB-stained gel of meiotic maturation time-courses, related to figure 1I (n = 3). C. [γ - ^{32} P]-ATP incorporation by CPEB3-NTD at the indicated maturation time-points (n = 2). D. [γ - ^{32} P]-ATP incorporation by CPEB2-NTD at the indicated maturation time-points (n = 3). E. Inhibition of [γ - ^{32} P]-ATP incorporation to CPEB2-NTD, CPEB3-NTD or Histone H1 by increasing kinase inhibitor concentrations, related to figure 1L. Representative autoradiographies and CBB, all n between 3 and 4. Abbreviations: wt, wild-type; DE, phosphomimetic mutant; PI, prophase-I; MI, metaphase-I; MII, metaphase-II; NTD, N-terminal domain; NL, no-lysate; NS, no-substrate; CBB, Coomassie-Brilliant-Blue-stained gel; H1, Histone H1.

Figure S3

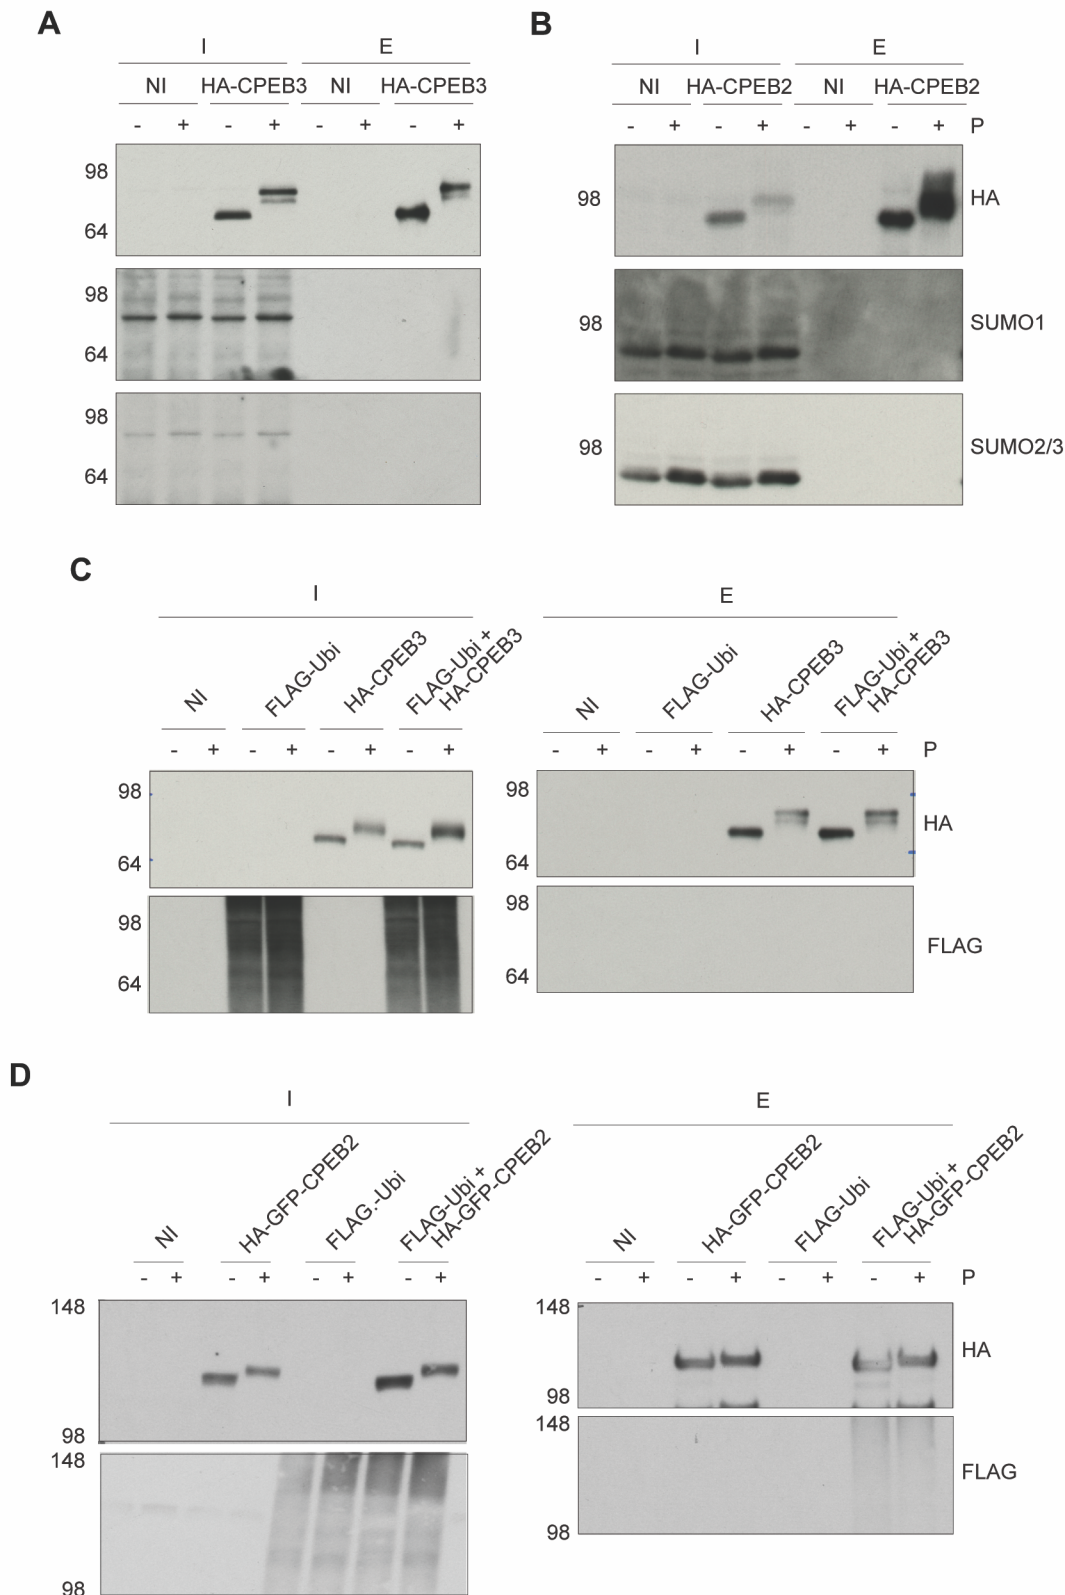

Figure S3. CPEB2 and CPEB3 are not sumoylated or ubiquitylated in the meiotic cell cycle. A. SUMO1 and SUMO2/3 co-immunoprecipitation in HA-CPEB3-overexpressing oocytes (n = 1). B. SUMO1 and SUMO2/3 co-immunoprecipitation in HA-CPEB2-overexpressing oocytes (n = 2). C. FLAG-ubiquitin co-immunoprecipitation (HA IP) in HA-CPEB3 and FLAG-ubiquitin overexpressing oocytes (n = 2). D. FLAG-ubiquitin co-immunoprecipitation (HA IP) in HA-GFP-CPEB2 and FLAG-ubiquitin overexpressing oocytes (n = 2). Note that HA-GFP-CPEB2 was used instead of HA-CPEB2 due to its better detection. Abbreviations: I, input; E, IP eluate; P, progesterone; NI, not-injected.

Figure S4

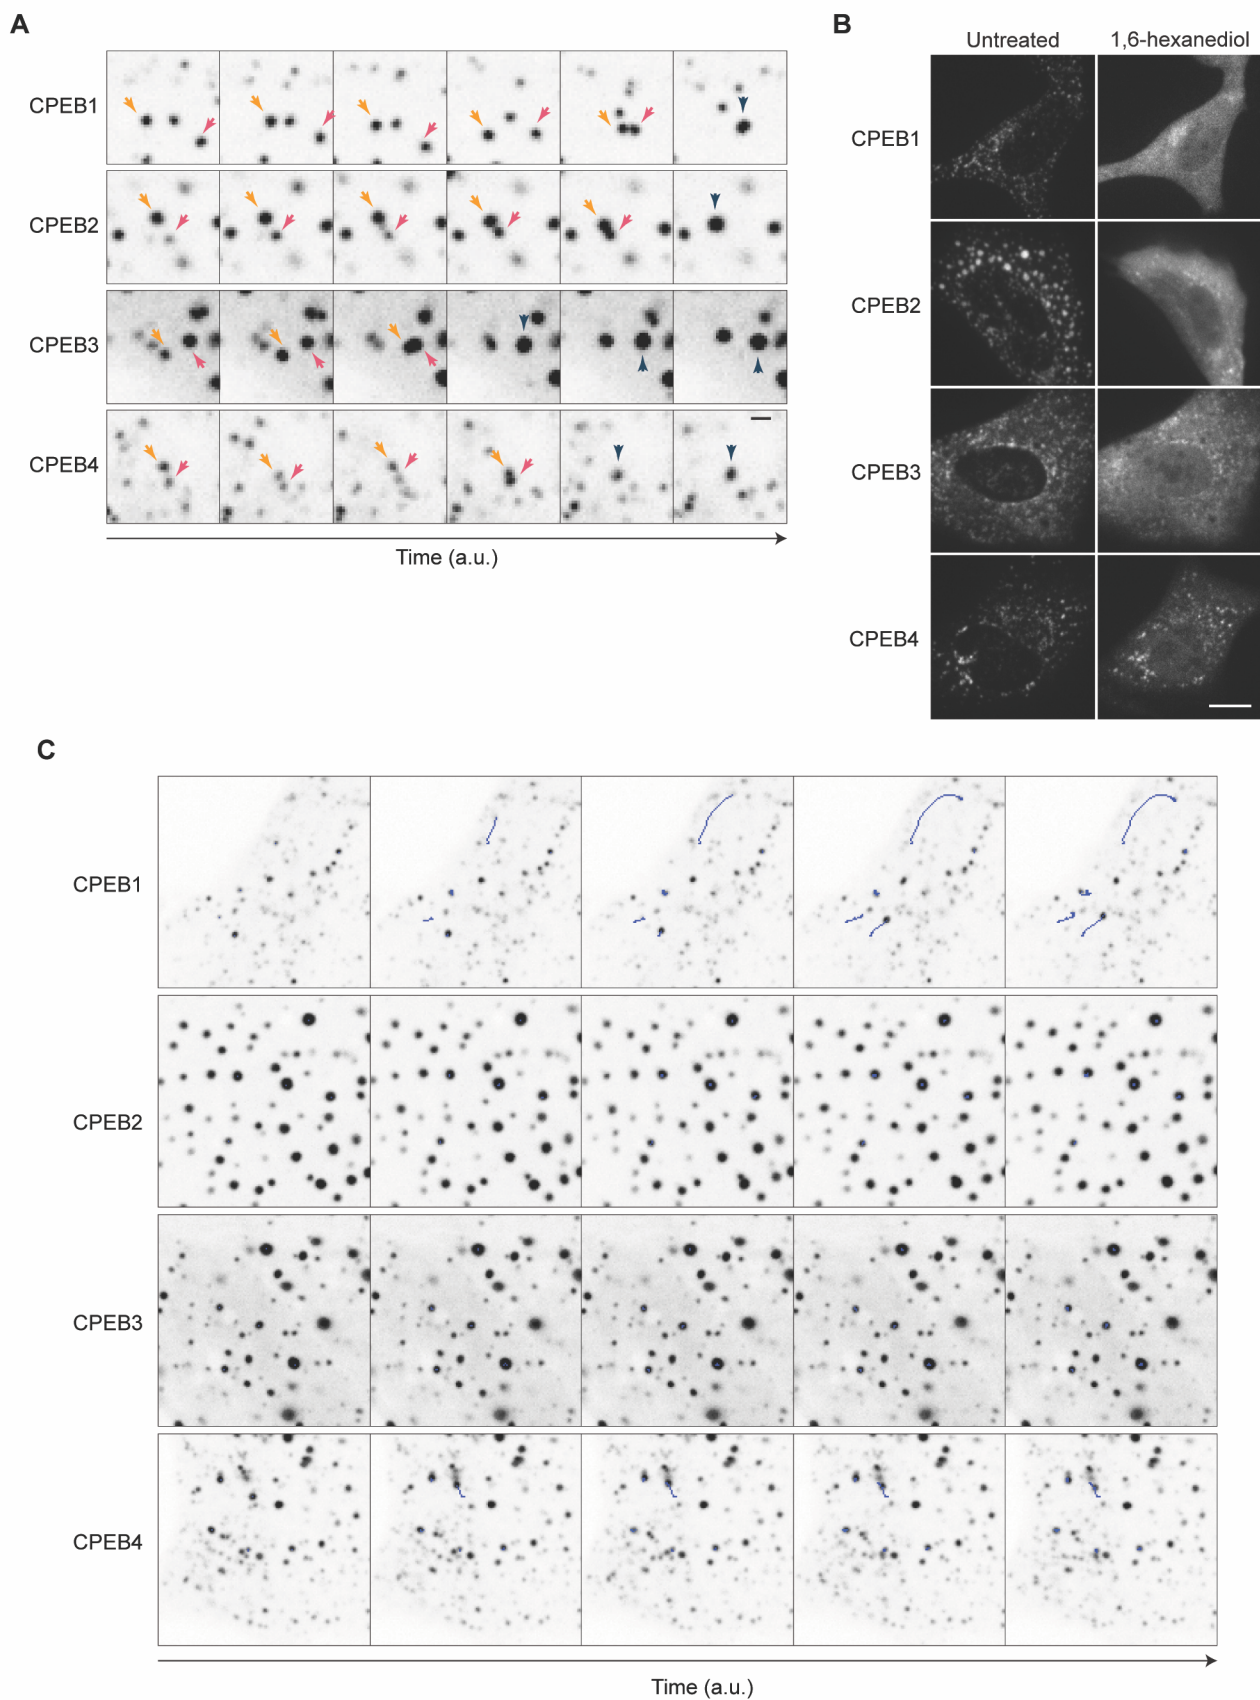

Figure S4. The CPEBs form dynamic cytoplasmic condensates. A. Time course of CPEB1-4-GFP overexpressing live cells whereby fusion events were observed. Scale bar, 1 μ m. B. CPEB1-4-GFP condensate dissolution upon 4% 1,6-hexanediol treatment (n = 1). Scale bar, 10 μ m. C. Time-lapse of the movement of CPEB1-4-GFP. The overlay of the particle tracks is shown in blue.

Figure S5

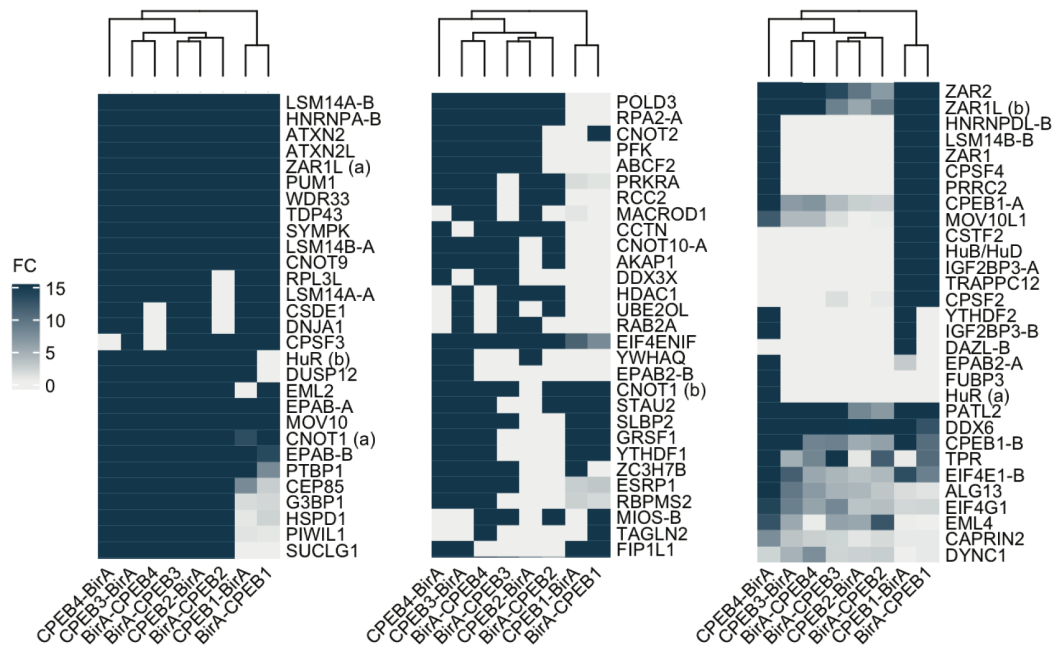

Figure S5. Comparative CPEB1-4 proximome compositions. Clustered heatmap of FC enrichment relative to BirA-alone in the CPEB1-4 proximomes in *X. laevis* PI-oocytes, determined by BiOLD (n = 4). Only high-confidence preys of at least one CPEB are displayed across conditions. The clustering was performed using Euclidean distances and complete linkage.

Figure S6

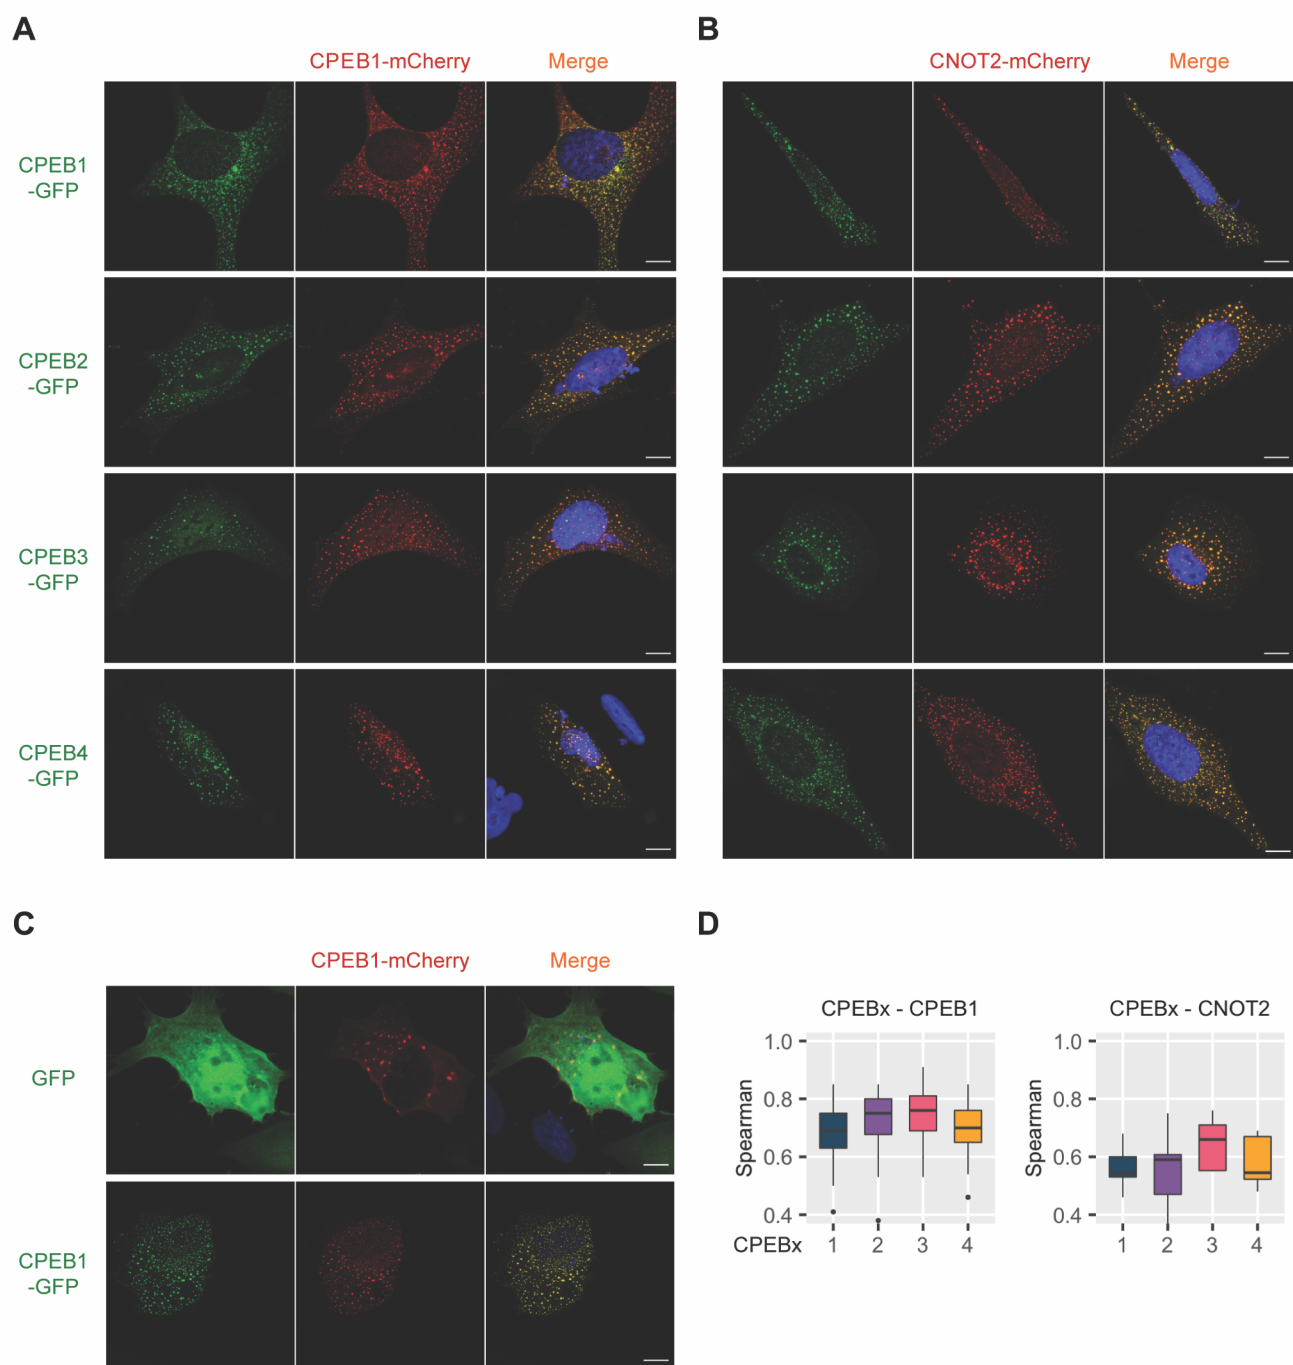

Figure S6. The CPEBs co-localize with CPEB1 and CNOT2. A. Co-localization images of CPEB1-4-GFP with CPEB1-mCherry. CPEB1-GFP, n = 68; CPEB2-GFP, n = 64; CPEB3-GFP, n = 61; CPEB4-GFP, n = 66. B. Co-localization images of CPEB1-4-GFP with CNOT2-mCherry. CPEB1-GFP, n = 10; CPEB2-GFP, n = 10; CPEB3-GFP, n = 10; CPEB4-GFP, n = 10. C. GFP alone with CPEB1-mCherry negative control co-localization. Representative images out of CPEB1-GFP with CPEB1-mCherry, n = 10 and GFP with CPEB1-mCherry, n = 23. The brightness in panels A-C was modified for display, not for quantification, as specified in Table S5. The merge shows the blue channel with DAPI, not shown as a single panel. All scale bars are 10 μ m. D. Magnitude of the co-localizations of CPEB1-4-CPEB1 (A) and CPEB1-4-CNOT2 (B), expressed as Spearman's correlation coefficient determined with Coloc2 (see materials and methods).

Figure S7

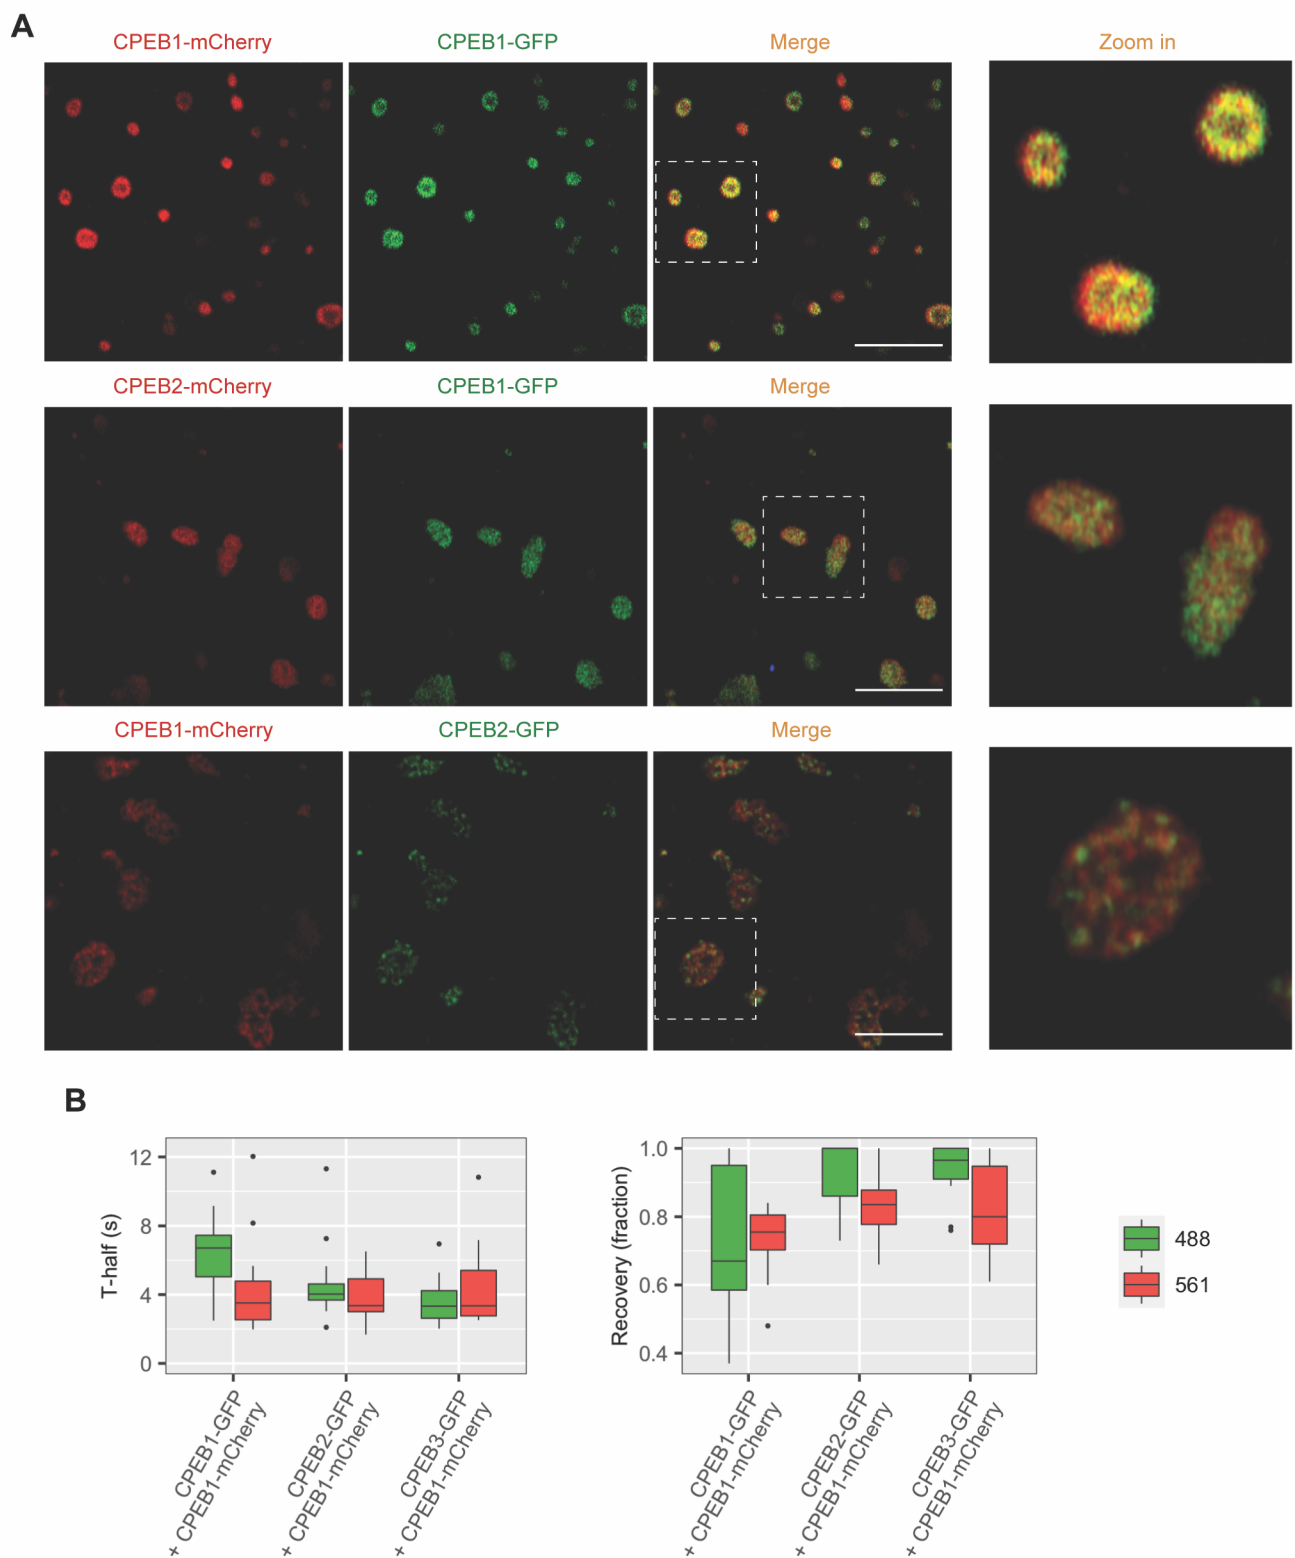

Figure S7. The CPEBs possess distinct properties and occupy a complementary space in droplets. A. Deconvolved confocal image of U-ExM of CPEB condensates in U-2 OS cells, stained with anti-GFP and mCherry antibodies. The brightness was modified for display, equally for all channels and montages, as specified in Table S6. Scale bar, 10 μ m. B. Distribution of the half-time of recovery (t-half) and recovery fraction parameters obtained from the FRAP curves of the combinations of CPEB1-3-GFP (green, 488 nm) with CPEB1-mCherry (red, 561 nm). CPEB1-GFP + CPEB1-mCherry, n = 15 and n = 14, respectively; CPEB2-GFP + CPEB1-mCherry, n = 19 and n = 6, respectively; CPEB3-GFP + CPEB1-mCherry, n = 14 and n = 8, respectively.

Figure S8

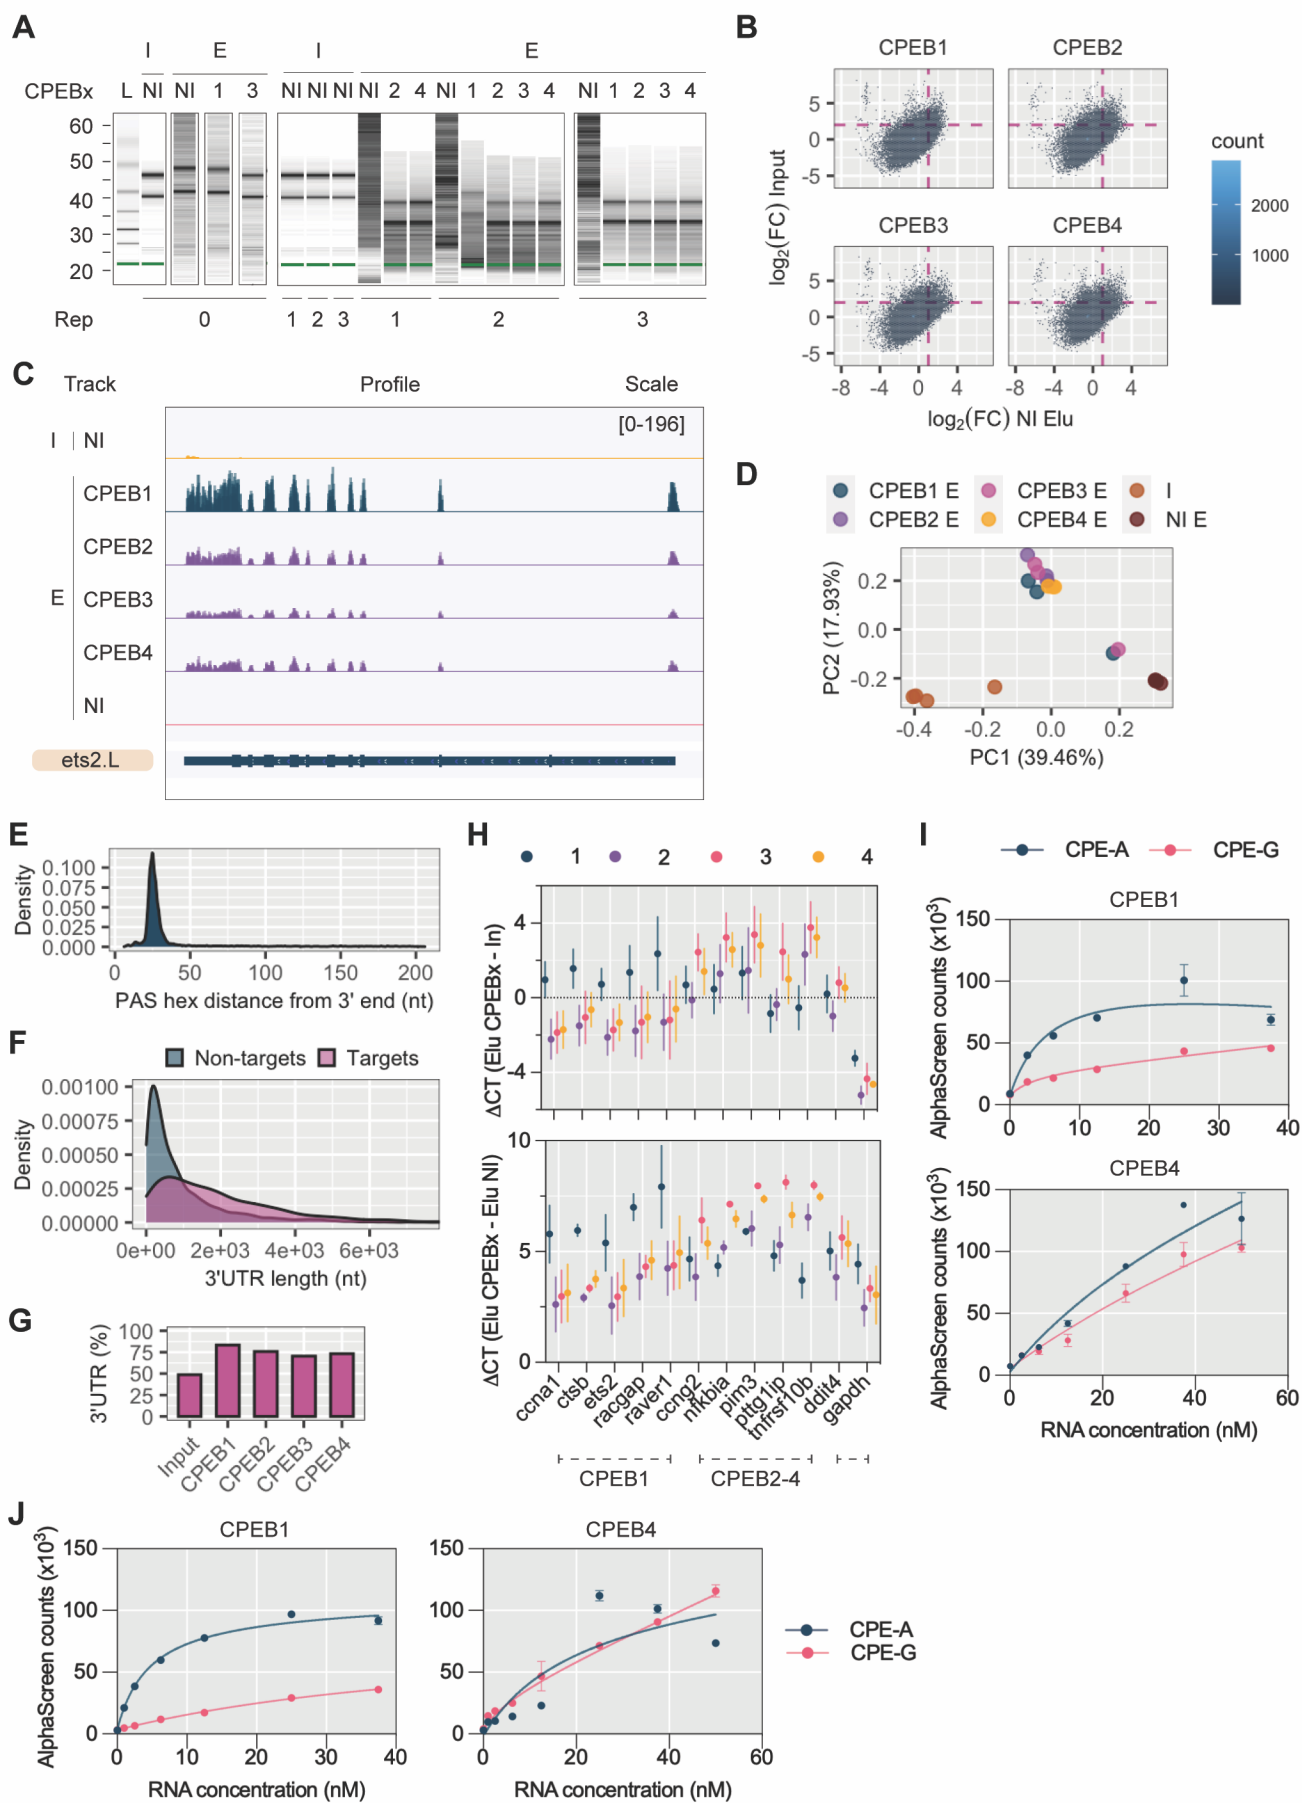

Figure S8. Features of the CPEB1-4 targets defined by RIP-Seq. A. Bioanalyzer electrophoresis of the HA-immunoprecipitated RNA for the CPEB1-4 RIP-Seqs. B. Fold-change enrichment relative to the input versus not-injected elution for all genes in the RIP-Seq experiment. Dashed lines mark the fold-change thresholds that define targets [$\log_2(\text{FC})$ Input ≥ 2 , $\log_2(\text{FC})$ NI Elu ≥ 1], in addition to

$p\text{-adj} < 0.05$. 

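The limiting control differed between genes, and which one limits depends on the TMM scaling. With total counts alone, the median log2 fold change of all genes with CPEB1 moved by 3.245 over the not-injected IP. Over the input it moved by −0.682. acvr1b.L, an Activin receptor gene, stood at 12.7 CPM in the inputs and 146 CPM in the not-injected IPs, so that 199 CPM in the HA-CPEB1 IPs gave a log2 fold change of 3.97 over the input (SE 0.290, edgeR adjusted p = 2.09e-09) but 0.45 over the not-injected IP (SE 0.273, edgeR adjusted p = 0.217), and it was no CPEB1 target. papd4.S, which encodes the cytoplasmic poly(A) polymerase GLD2, passed both with CPEB1 at 152 ± 37.6 CPM (SD, n = 3), from 33.3 CPM in the inputs and 32.7 CPM in the not-injected IPs, and stood at 64.7, 39.7 and 60.0 CPM in the HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs. nfkbia.L was above the not-injected IP with CPEB1 (log2 fold change 1.30, SE 0.292, edgeR adjusted p = 0.00149) but not above the input (0.10, SE 0.260, edgeR adjusted p = 0.783).

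Of the tested genes, 2229, 2597, 2554 and 2442 were at least 4-fold above the input with CPEB1, CPEB2, CPEB3 and CPEB4, and 4174, 3901, 4256 and 3698 were at least 2-fold above the not-injected IP, each at an edgeR adjusted p of 0.05 or less. Of those above the input, 49.6%, 44.6%, 47.6% and 42.1% also passed over the not-injected IP. The median over all tested genes of the log2 fold change over the not-injected IP was 0.22, 0.16, 0.21 and 0.13.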

The number of mRNAs that meet the target definition are 944, 1072, 1089 and 1062 for CPEB1-4, respectively. 

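ets2.L, which encodes an ETS family transcription factor, was nearly absent from the inputs at 1.06 ± 0.324 CPM (SD, n = 4) and stood at 44.2 ± 41.6 CPM in the not-injected IPs (n = 4; 23.4 without replicate 0). The HA-CPEB1 IPs held 175 ± 30.4 CPM and the HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs 62.3 ± 9.20, 40.4 ± 5.86 and 52.3 ± 3.97 CPM (n = 3 each). With CPEB1 this is a log2 fold change of 7.34 over the input (SE 0.470, edgeR adjusted p = 4.73e-10) and of 2.08 over the not-injected IP (SE 0.400, edgeR adjusted p = 0.000399). Against CPEB2–4 it was 1.78 higher with CPEB1 on the log2 scale (SE 0.302, edgeR adjusted p = 0.000115), and it was a target of CPEB1 alone. The other homeolog, ets2.S, was also a target of CPEB1 and differed from CPEB2–4 by 1.14 (SE 0.511, edgeR adjusted p = 0.0973). That difference passed without input replicate 3 (edgeR adjusted p = 0.0356), without not-injected replicate 0 (edgeR adjusted p = 0.0423) and with only the HA-CPEB groups fitted (edgeR adjusted p = 0.00142). The spread of ets2.L in the not-injected IPs came with replicate 0, at a log2 CPM of 6.74 against 4.42 to 4.64 in the others.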

C. Read mapping of a high-confidence target, *ets2.L*, across conditions. Each track contains the overlay of all replicates. The read scale – specified on the top right - is the same for all samples. 

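Over all 20 libraries principal components 1, 2 and 3 of log2 CPM held 29.5%, 18.7% and 16.2% of the variance. Component 1 ordered the groups, with the inputs from −158 to −148, the not-injected IPs from −63.7 to −39.8, the HA-CPEB1 IPs from 22.8 to 47.8 and the HA-CPEB2, HA-CPEB3 and HA-CPEB4 IPs from 56.6 to 86.1. Component 3 set not-injected replicate 0 apart, at 194 against −97.8 to −86.9 for the other not-injected IPs, with HA-CPEB1 replicate 0 at 123 and HA-CPEB3 replicate 0 at 84.4. Among the 12 HA-CPEB libraries alone, component 1 held 37.0% of the variance and placed the HA-CPEB1 IPs at −162, −67.1 and −67.8, HA-CPEB3 replicate 0 at −39.0 and the others from 33.2 to 48.7. Component 2 held 23.4%, with HA-CPEB3 replicate 0 at 135. Replicate 0 belongs to the earlier sequencing batch in every group that has one.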

D. Principal component plot of the RIP-Seq samples, showing the first two principal components (PC1, PC2). PC1 and PC2's contribution to total variance is indicated in parenthesis. E. Density plot of the distance, in nucleotides (nt), between the polyadenylation signal hexanucleotide (PAS hex) and the 3' transcript end in the 3'UTR dataset used. F. Density plot of the 3'UTR length in CPEB-targets versus non-targets. G. Percentage of motif architectures predictive of regulation by CPEB1 in the different RIP-Seq target subsets. H. RIP-qPCR enrichment (expressed as delta CT) of indicated candidates relative to the input (top) and to the NI elution (bottom). The candidates are either CPEB1-preferential targets, CPEB2-4-preferential targets or non-targets, separated with dashed lines. Data points represent the mean and standard deviation ($n = 3$). I and J. AlphaScreen assays of CPEB1 and CPEB4 (50 nM) binding to RNAs containing the CPE-A or CPE-G motifs. Error bars indicate the standard deviation of the technical replicates ($n = 2$). The experiment was performed in triplicate, one shown in Figure 5F. Abbreviations: L, ladder; NI, not-injected; E or Elu, eluate; I or In, input; P, progesterone; Rep, replicate.

# Supplementary material for: Comparative analyses of vertebrate CPEB proteins define two subfamilies with coordinated yet distinct functions in post-transcriptional gene regulation
**Source:** Genome Biol. 2022 Sep 12;23:192. doi: 10.1186/s13059-022-02759-y
**Supplement:** Supplementary file 3 — Additional file 3. Uncropped figures.

A

Anti-CPEB2 blot

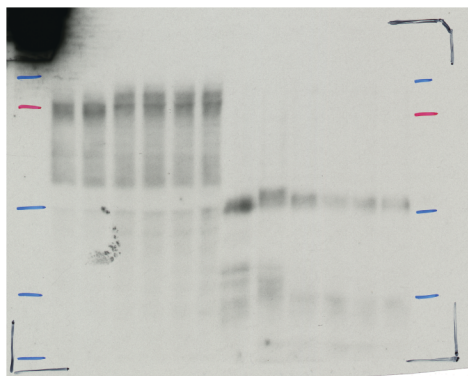

Anti-CPEB3 blot

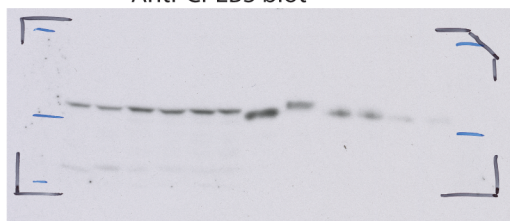

Anti-vinculin blot

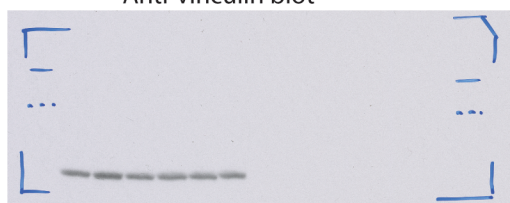

C

Anti-HA blot

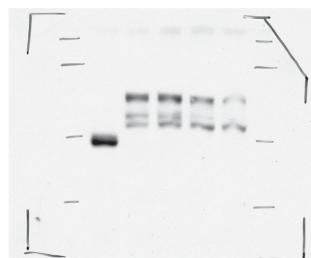

Anti-Vinculin reblot after anti-CPEB1 blot

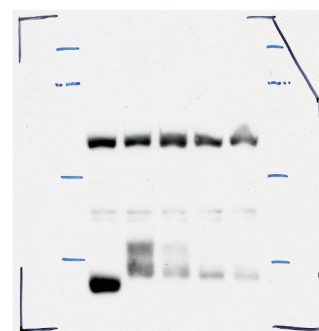

D

Anti-HA blot

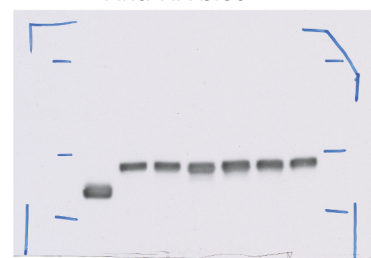

Anti-Vinculin reblot after anti-HA blot

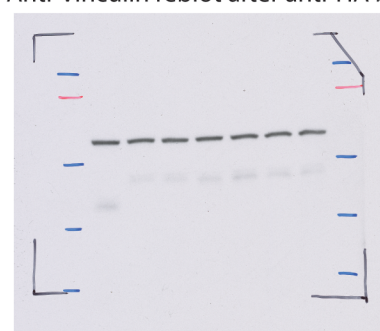

E

Anti-HA blot

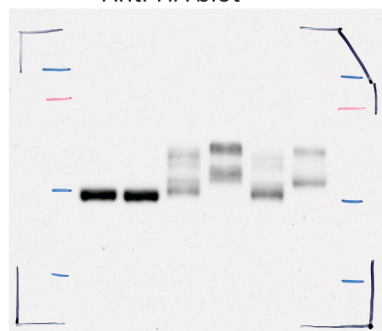

Anti-vinculin blot

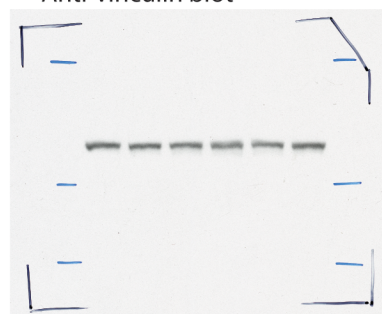

Anti-HA blot

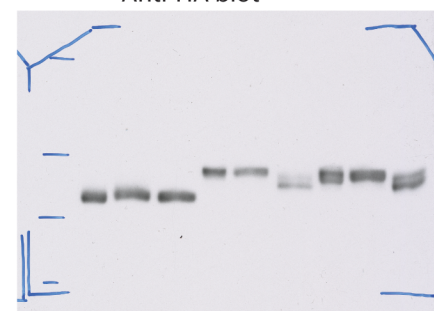

Anti-vinculin reblot after anti-HA blot

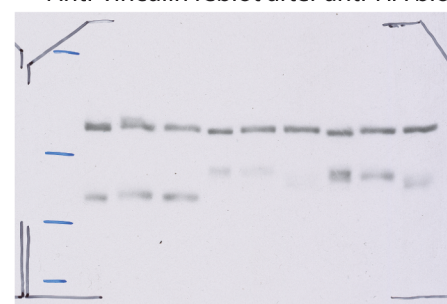

H

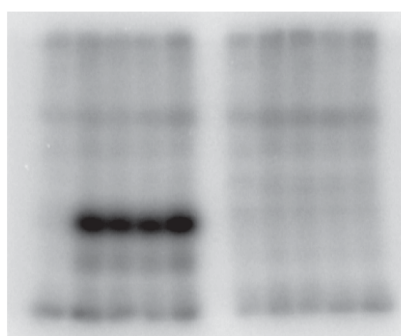

K

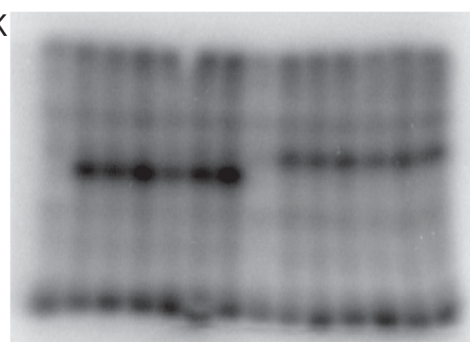

L

Anti-HA blot

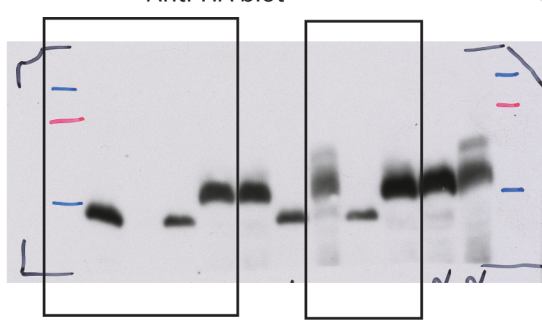

Anti-CPEB1 blot

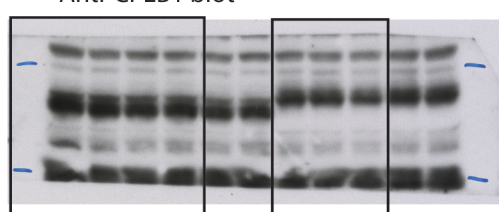

Uncropped Figure 1E

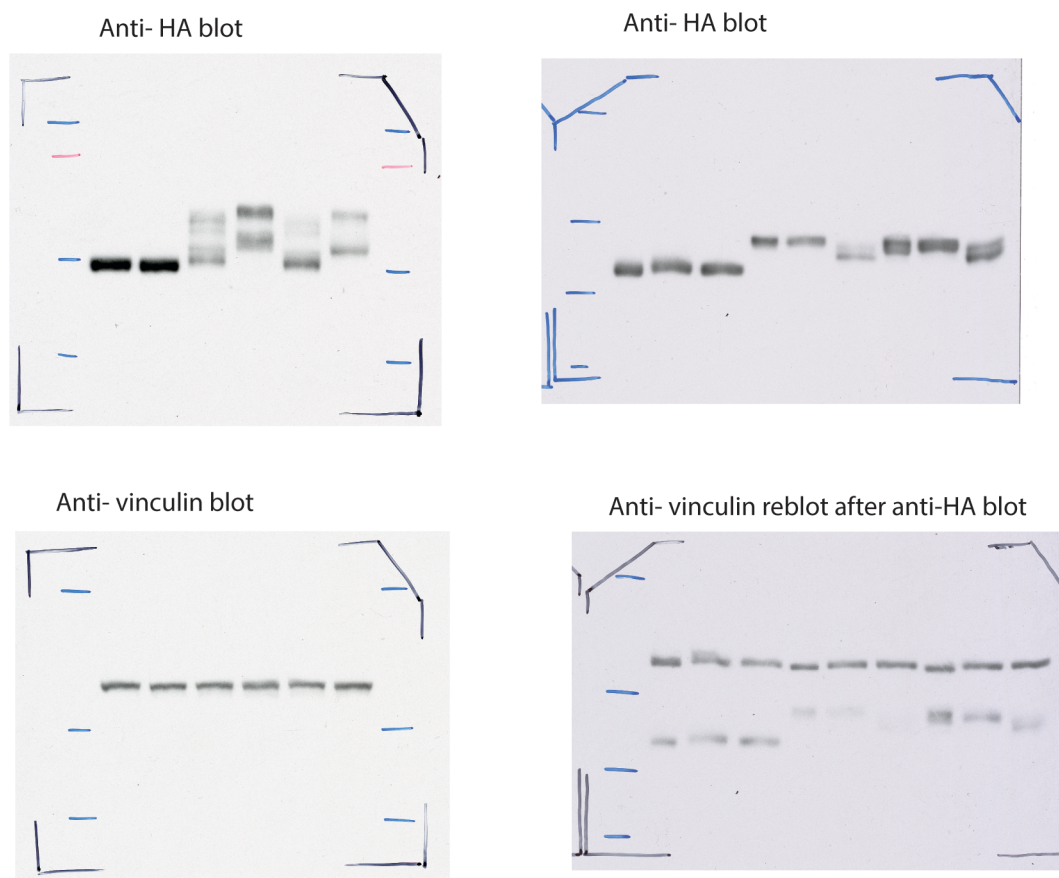

A

Anti-CPEB1 blot

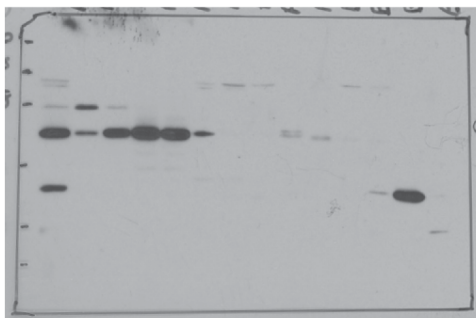

Anti-tubulin blot

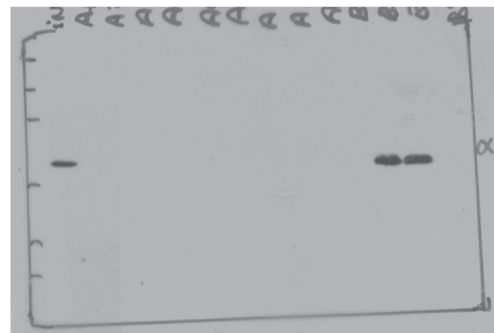

Anti-CPSF2 blot

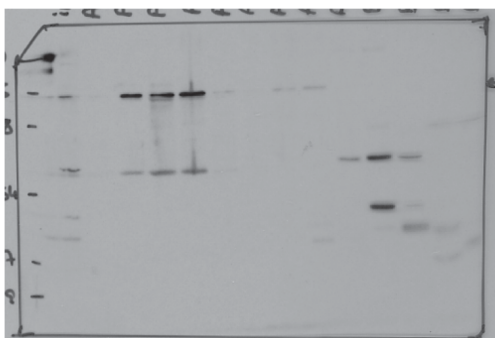

Anti-Maskin blot

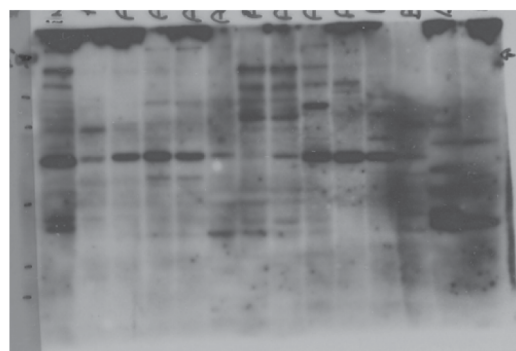

Anti-DDX6 blot

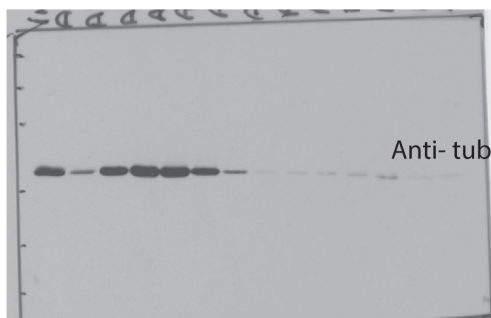

Anti-PARN blot

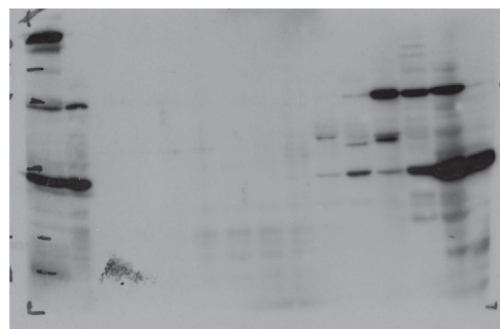

Anti-tubulin blot

Anti-EIF4ENIF blot

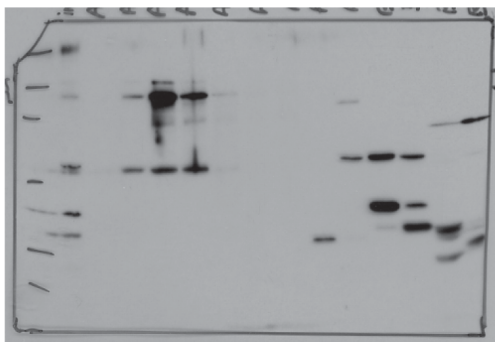

Anti-GLD2 blot

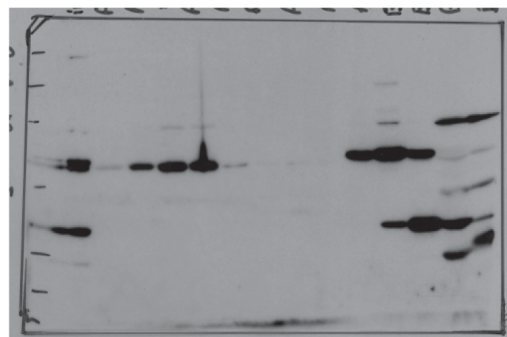

Anti-EIF4E1b blot

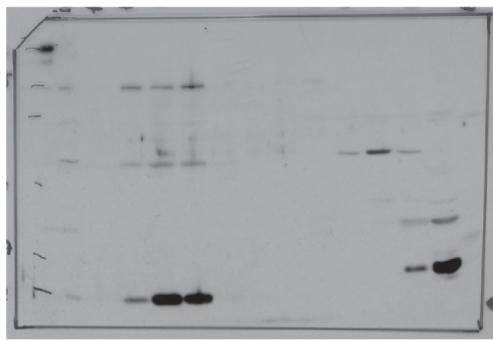

Anti-CPEB1 blot

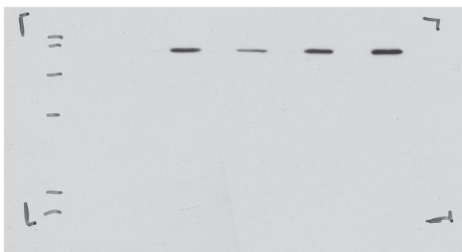

Anti-HA blot

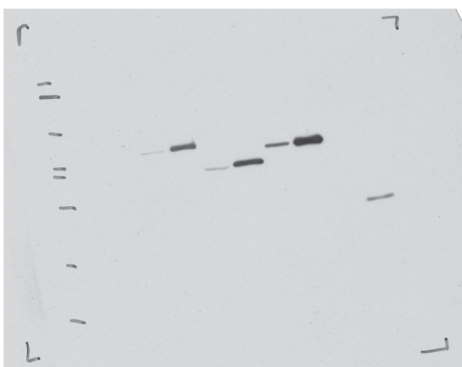

Anti-DDX6 blot

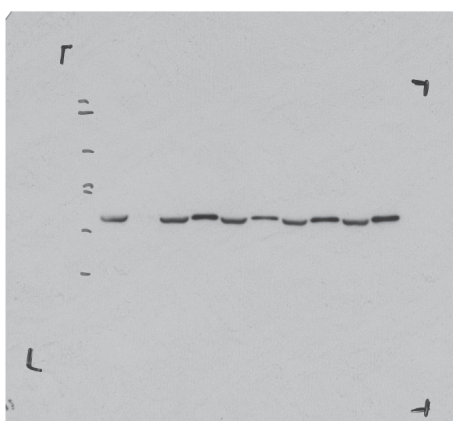

Anti-CPEB1 blot

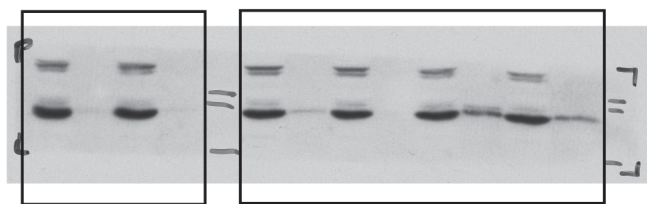

Anti-HA blot

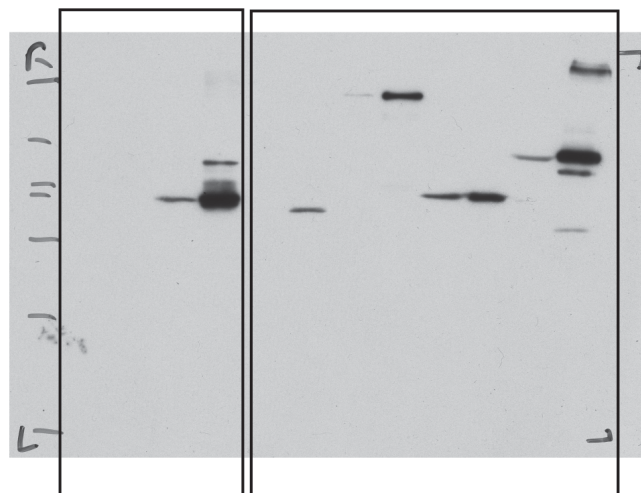

Anti-CPEB1 blot

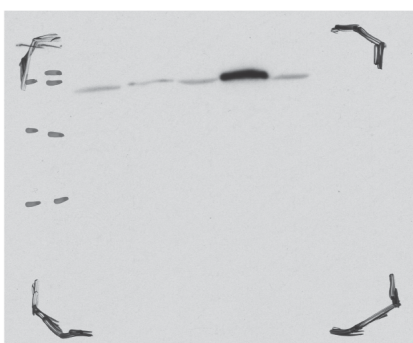

Anti-HA blot

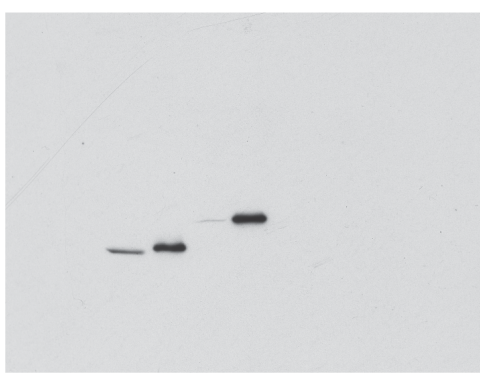

Uncropped Figure 3D

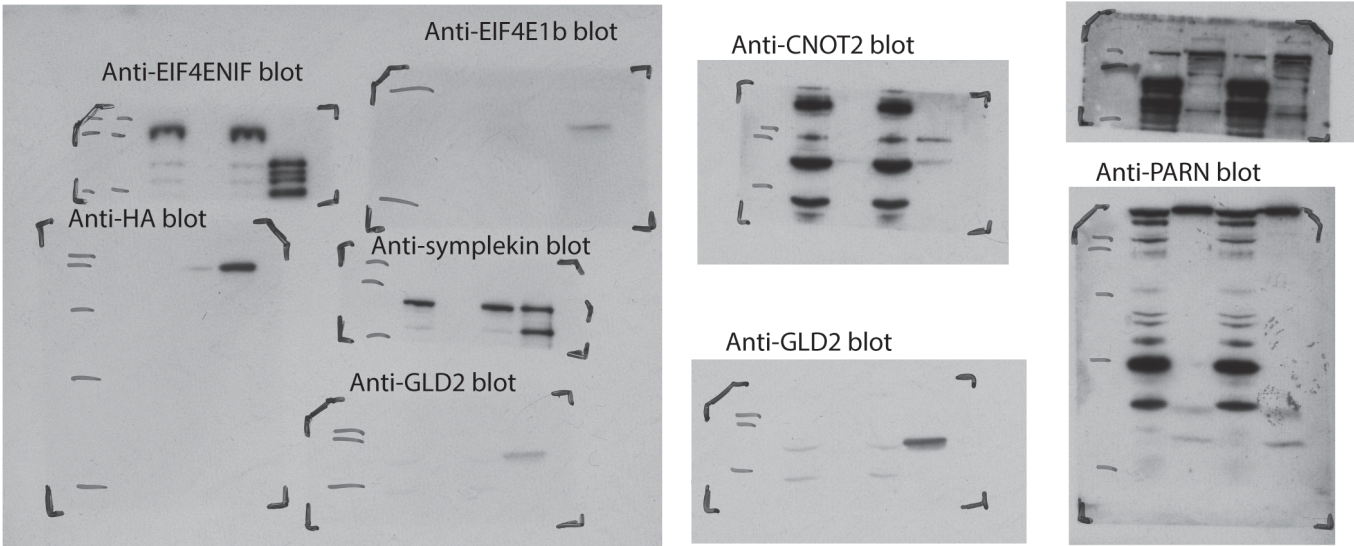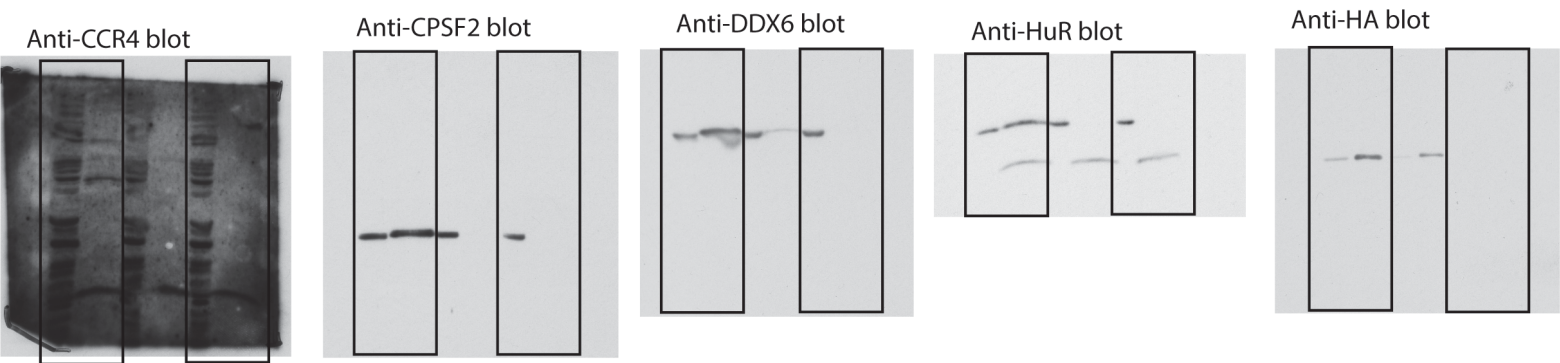

Uncropped Figure 3F

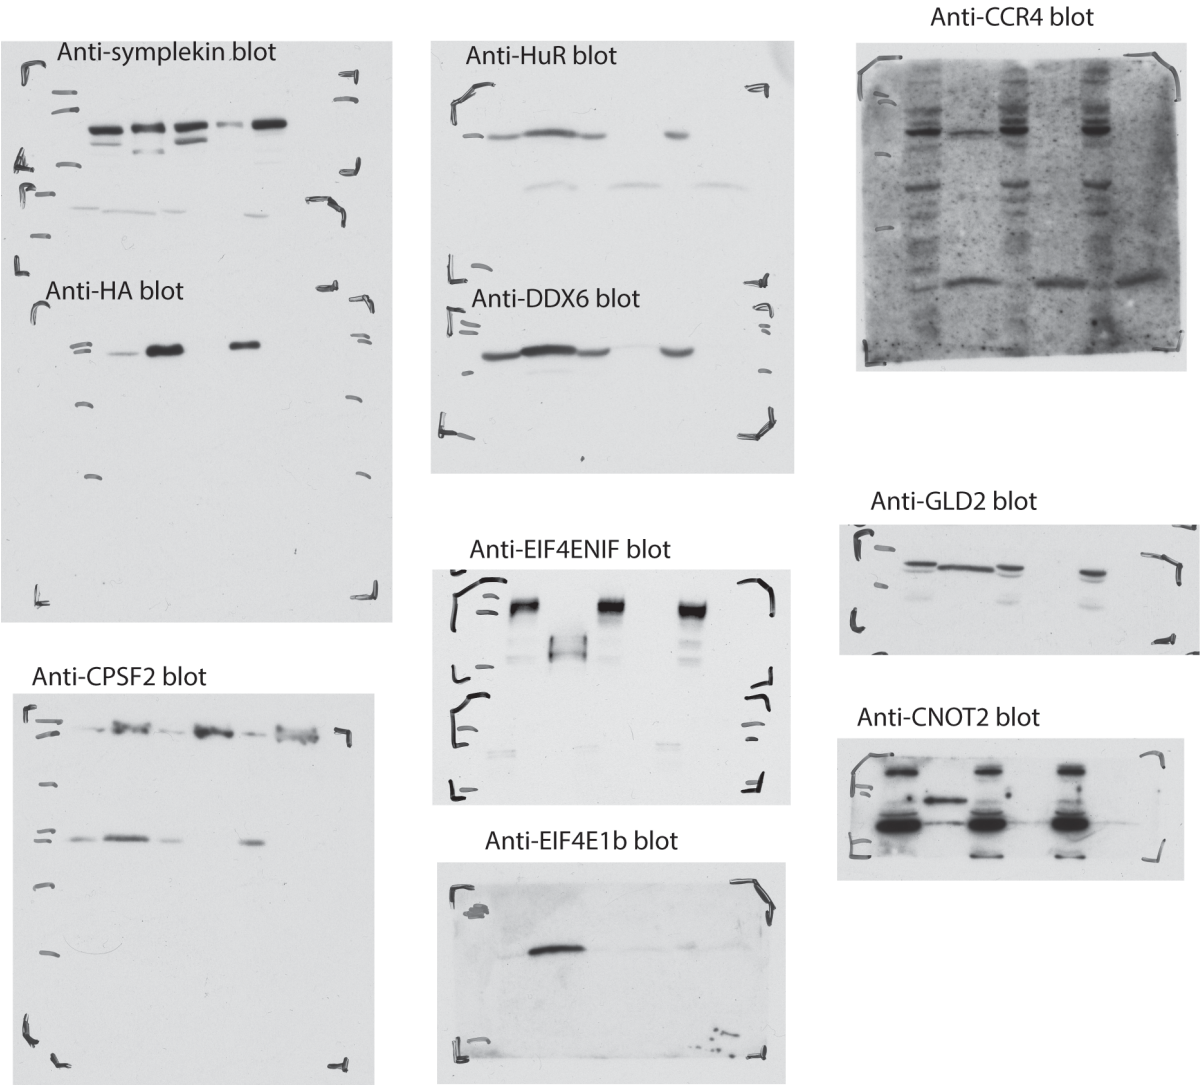

D

Anti-symplekin blot

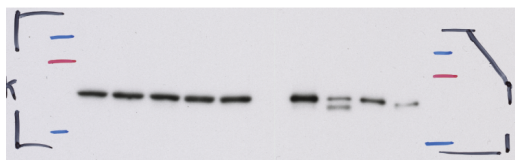

Anti-EIF4ENIF1 blot

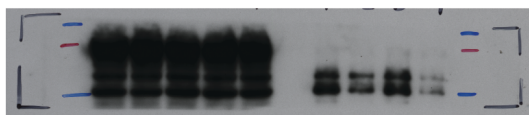

Anti-HA blot

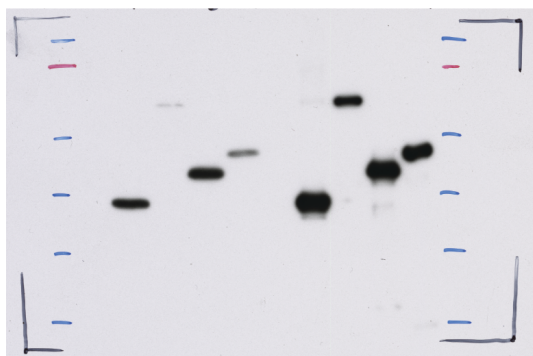

Anti-CPEB1 blot

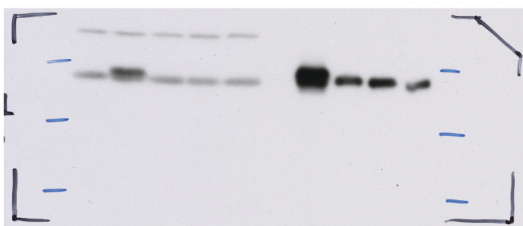

Anti-GLD2 blot

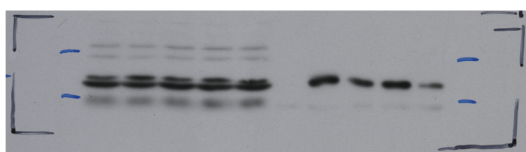

Anti-HuR blot

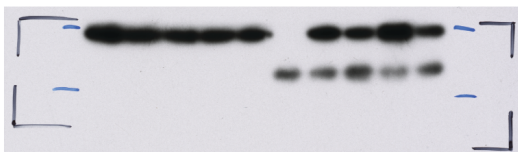

Anti-DDX6 blot

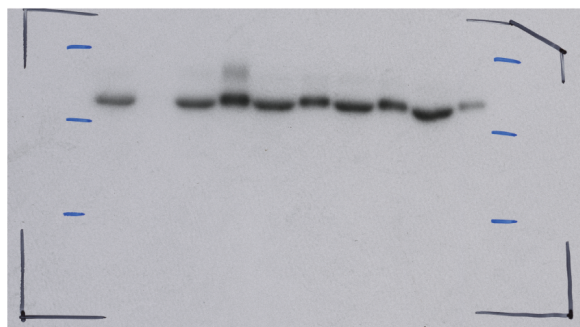

Anti-HA blot

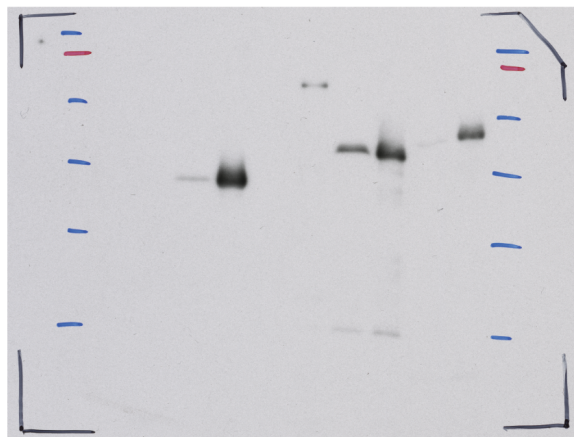

Anti-CPSF2 blot

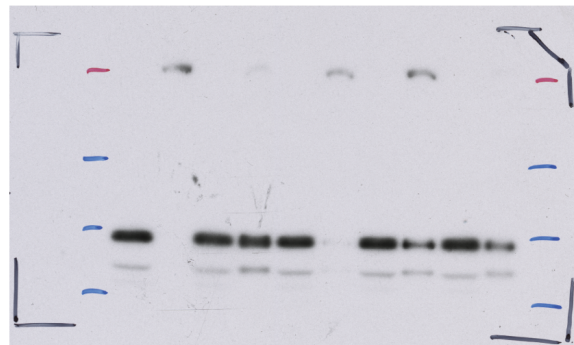

Anti-EIF4E1b blot

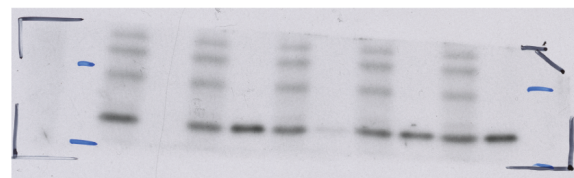

Anti-HA blot

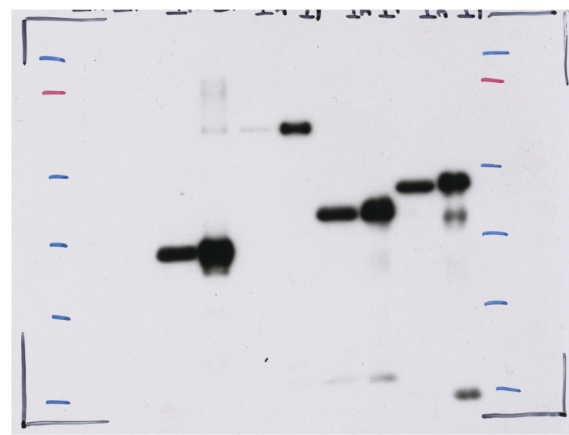

Uncropped Figure 5

A

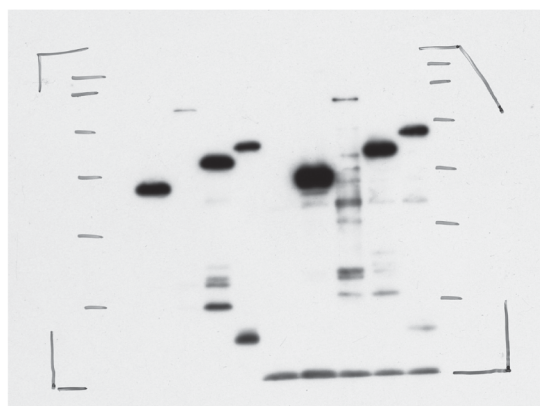

anti-HA blot

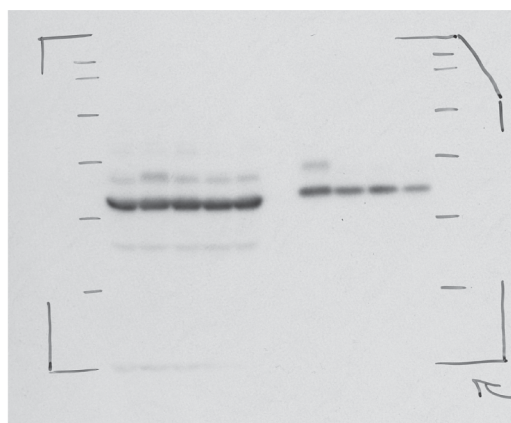

anti-DDX6 blot

How the deposited data were processed for this re-analysis (not part of the article)

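RNA that co-precipitated with HA-tagged CPEB1, CPEB2, CPEB3 or CPEB4 from *X. laevis* oocytes was sequenced (3 libraries each). The controls were RNA from HA IPs (4 libraries) and input RNA (4 libraries), both of not-injected oocytes. The authors aligned the reads with Bowtie2 2.2.2 to the *X. laevis* genome without unplaced chromosomes, kept reads above a minimum mapping quality, and counted them with featureCounts in R 3.5.1 per gene of the Xenbase annotation, as the submitters' processing notes and the methods give it. A read over several genes was counted for each, and reads mapping to several places were not counted. The deposited values are these counts, whole numbers without normalization, and every column was matched to 1 library by its label (0 columns were not used). The table names 48572 genes, of which 15538 carry only a locus identifier. Of these, 12355 were found among the 44456 genes of a RefSeq table of the assembly Xenopus_laevis_v10.1, which gave 3695 a symbol, and the others keep the identifier of the file.

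Everything else was computed from the counts. Genes were kept by edgeR's filterByExpr with the 6 groups, which left 22831 (15048 with a symbol of their own and 7783 with an identifier only). Fits used edgeR 4.0.16 (TMM, glmQLFit, glmQLFTest, no further shrinkage) in R 4.3.3, over all 20 libraries so that the groups share 1 estimate of the spread, with no replicate term, since the methods name none for the RIP-Seq. Levels are TMM-scaled CPM, log2 CPM uses a prior count of 2, and a fold over a control with at most 3 counts over its group is a lower bound against that floor. The groups compared were each HA-CPEB IP with the input and with the not-injected IP, and HA-CPEB1 with the mean of HA-CPEB2, HA-CPEB3 and HA-CPEB4. Gene lists were tested by Fisher's exact test against all tested genes and by camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated one. The choices of samples, tests, thresholds, gene lists and alternatives were made before the data were examined, apart from those named below as added later. They were made with the paper at hand, and some lists follow categories of its Fig. 5G.

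The genes named are those of the paper's text and legends, the cpeb genes, the 5 targets of each CPEB with the largest summed log2 fold change among those above every control library, the 10 targets in each direction with the largest difference between CPEB1 and CPEB2–4 and no overlap of libraries, and up to 8 genes per list by the smallest adjusted p among its targets. Only genes with a symbol of their own were taken and both homeologs were looked up. Any gene outside this rule is said to have been chosen after its values were seen. The 13 lists, written from general knowledge, are G1 to S cell cycle control, TNF-alpha and NF-kB response, NOTCH, Wnt and beta-catenin, Hippo and YAP, Activin with BMP and TGF-beta receptors and Smads, CPE-regulated maternal mRNAs, vegetally localized and germ plasm mRNAs, cytosolic ribosomal proteins, replication-dependent histones, oocyte markers, follicle cell and blood markers, and genes of CPEB-complex proteins.

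The median depth was 22748733 counts for the inputs, 10078974 for the not-injected IPs and 17814569 to 19294027 for the HA-CPEB groups. Because few counts of the not-injected IPs fall outside their 100 largest genes, folds over that control are the least precise for low genes. The fits were tested on simulated data with 200 genes changed by known amounts. For targets placed 1 log2 unit past both thresholds, 92.5%, 94.0%, 91.5% and 92.0% were recovered for CPEB1 to CPEB4 with 1, 7, 2 and 1 false calls among 22789 genes. For CPEB1 against CPEB2–4, 71.6% were recovered at a log2 change of 1.5, 92.5% at 2 and 98.5% at 3, with 10 false calls among 22517 genes. The simulated libraries were independent and held no replicate or batch effect and no outlying library. These rates may therefore be too favorable for the real libraries. Libraries of 1 group were checked for duplicates by a chi-square of their counts, which lay between 5.63 and 206.5 per degree of freedom, far above sampling noise.

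It was checked whether replicate numbers pair the libraries, by the correlation of deviations from the group means with a limit of 0.1. All 14 same-numbered pairs of HA-CPEB IPs (median 0.509) and all 12 pairs of not-injected with HA-CPEB IPs (median 0.370) were above it, as were 10 of 12 pairs of inputs with HA-CPEB IPs and 3 of 4 of inputs with not-injected IPs. The numbers therefore pair the IPs. Inputs 1, 3 and 4 lay at 0.148 or more with the HA-CPEB IPs of their number, against at most 0.1105 for pairs of other numbers. The pairing of input replicate 0 stays open (−0.0189 with HA-CPEB1 and 0.0604 with HA-CPEB3). Alternatives were RLE size factors, total counts, no filter, at least 10 counts in 3 libraries, the replicate as a block, batch 201903 alone, each library left out, each comparison fitted with its own groups, glmTreat, other thresholds, split controls, and DESeq2 1.42.0 with and without shrinkage. For the lists, a background of genes with a symbol, classes of targets from the block fit, from glmTreat and from DESeq2, and lists without the cpeb genes were added after the data were seen, as was the exchange of CPEB labels within replicates for the separation. Lists were not recomputed with single libraries left out. Tests of 3′ UTR length and of CPE motifs need a genome, which was not used here, and RIP-qPCR and binding assays were not analysed here.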

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

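For the germ plasm mRNAs, the tests were chosen only after the result was seen, as was the test for HA-CPEB1 RNA in not-injected replicate 0, while its tests of batch and of counts were planned. Of 87 groups of 4 libraries tested, 19 held a library far from the other 3 by Dixon's criterion, where chance gives about 1 in 20, or 4.35.

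Input replicate 0 stood apart in total counts (16654978 against 22396669 to 23215455), in genes with counts (29576 against 31130 to 31391), in the share of the 100 largest genes (13.5% against 13.8% to 13.9%) and in its correlation with the mean of its group (0.959 against 0.972 to 0.974). It also stood apart in the log2 CPM of racgap1.L (5.46 against 6.17 to 6.29) and tnfrsf10b.S (5.67 against 6.26 to 6.39). Input replicate 4 stood apart in ddit4.L (3.15 against 2.78 to 2.82).

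Not-injected replicate 0 stood apart in total counts (7474438 against 9868705 to 10304192) and in its correlation with the mean of its group (0.817 against 0.876 to 0.886). It held more CPE-regulated maternal mRNAs relative to genes of the same input level (log2 0.85 against −0.08 to 0.06), and higher log2 CPM of ccna1.L (9.38 against 6.26 to 6.70), ccna1.S (9.15), ctsb.L (8.80), ctsb.S (8.62), ets2.L (6.74), racgap1.L (7.76), pim3.L (7.71), cpeb2-like.L (6.76) and cpeb3.L (4.16).

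CPEB1-preferential targets as a set were higher in that library than in the other not-injected IPs, by a median log2 of 1.27 over genes of the same level, whereas CPEB2–4-preferential targets were not (−0.06). Targets of all 4 CPEBs were higher there as well (0.845), so the excess was not particular to CPEB1-preferential targets. A batch effect on all libraries of 201810 is argued against by input replicate 0. There the CPEB1-preferential targets were only 0.05 above the other inputs (median log2 excess 0.0543). Lower depth is argued against by thinning the other not-injected IPs to 217465 counts outside their largest genes, after which the excess of the CPEB1-preferential targets was 1.37. RNA or reads of HA-CPEB1 replicate 0 in this library remain open: a share of 23.4% would raise cpeb1.L by 0.81 on the log2 scale, and 43.4% of that rise (0.35) was seen, with 369 CPM against 240.1 to 349.8 CPM in the other not-injected IPs, a spread too wide to decide. A shift of the IPs of that batch alone also remains open, since HA-CPEB1 replicate 0 and HA-CPEB3 replicate 0 showed excesses of 0.55 and 0.35. No biological explanation was tested, because the design gives none for 1 replicate.

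Of 30 tested vegetally localized and germ plasm mRNAs, which the paper does not discuss, 27 were at least 2-fold higher in the not-injected IPs than in the inputs (27 adjusted over the list alone; median log2 3.28, camera adjusted p = 1.07e-15, and adjusted p = 0.140 with an estimated correlation). Purification of the inputs alone by poly(A) was tested in the HA-CPEB IPs, which were not purified either. There the group means were 0.0997 to 0.578 log2 units above genes of the same input level, against 3.38 in the not-injected IPs. This cannot exclude purification as a cause, since HA-CPEB IPs also hold RNA bound by each CPEB beside the background. The largest gene of the not-injected IPs took 15.0% of their counts and 3.99% of those of the HA-CPEB IPs. A few genes taking most of the counts is argued against by an excess of at least 2.10 in each not-injected IP over genes of the same library and level, which no scaling can change, and batch 201810 by at least 2.87 in batch 201903. Binding of these mRNAs, or of the granules that hold them, to the beads may be the cause, a hypothesis that this design does not test. It leaves unexplained why the list stood lower, relative to other genes, in the HA-CPEB IPs, made with HA beads as well. The median log2 fold change of the not-injected IPs over the HA-CPEB IPs was 2.99. In the HA-CPEB IPs some members were still above the inputs, such as dnd1.L (42.8 against 7.21 CPM). Others were below, such as velo1.L (20.9 against 51.5 CPM), and both were named after their values were seen.

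Of 106 tested genes of proteins of CPEB complexes, 28 were targets of any CPEB (28 adjusted over the list alone; odds ratio 3.90, Fisher's exact test, adjusted p = 1.08e-06), among them 4 of the 5 copies of cpeb1, cpeb3 and cpeb4 that the list matched, whose RNA was injected (the cpeb2-like copies were not matched).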

How the results depend on the processing

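Among the alternatives, the exchange of CPEB labels within replicates and 5 for the gene lists were tests chosen only after the result was seen: the background of genes with a symbol, the classes of targets from the replicate block, from glmTreat and from DESeq2 with shrinkage, and the lists without the cpeb genes. The cause was not tested for any change below.

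Total counts alone as the scaling moved the median log2 fold change of all genes by 3.19 to 3.39 over the not-injected IP and by −0.76 to −0.56 over the input, and RLE by −0.30 to −0.23 and 0.13 to 0.20. With total counts, the targets of CPEB1 alone numbered 225 and the preferential targets 164 and 263. Fits of only the groups compared left 303 targets of all 4 CPEBs. Testing against the thresholds (glmTreat) left 362, 414, 439 and 362 targets of CPEB1 to CPEB4, 757 of any, 105 of all 4, 263 of CPEB2, CPEB3 and CPEB4, 181 of CPEB1 alone, and 36 and 99 preferential. A 2-fold threshold over both controls gave 2298, 2290, 2479 and 2150, and 3922, 936, 1719 and 961. A log2 threshold of 2 left 50 and 125 preferential targets, and past the threshold against each of CPEB2, CPEB3 and CPEB4 189 were CPEB1-preferential. With CPEB1 and CPEB3 against control replicates 0 and 3, CPEB1 had 407 and CPEB3 716 targets, 146 were of all 4, 487 of CPEB2, CPEB3 and CPEB4 and 125 of CPEB1 alone, and against replicates 1 and 4 281 were of all 4.

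Leaving out single libraries gave 1027 to 1178 targets of CPEB1, 1047 to 1186 of CPEB2, 1100 to 1265 of CPEB3, 933 to 1065 of CPEB4, 221 to 350 CPEB1-preferential and 399 to 465 CPEB2–4-preferential targets. The separation of CPEB1 stayed between 0.119 and 0.154. With the replicate as a block it was 1.36, on another scale because replicate means were subtracted first, and 16 assignments cannot pass (exact permutation p = 0.0625). Without not-injected replicate 0 there were 491 targets of all 4 and 313 CPEB1-preferential ones. With the replicate as a block there were 1104, 1230, 1247 and 1109 targets, 485 of all 4, and 256 and 461 preferential. The block brought ets2.S to 0.95 (edgeR adjusted p = 0.0309, under the log2 threshold), brought bub3.L to −0.54 for CPEB1 against CPEB2–4 (edgeR adjusted p = 0.0124) and ended the call of pla2g10.S for CPEB3 over the not-injected IP (edgeR adjusted p = 0.106). For the G1 to S list it ended the call among targets of all 4 (0.117) and that of camera with an estimated correlation (0.0826), and it changed no other call of a named gene or list. Replicate numbers pair the IPs, so the fit without them is the less complete one for CPEB1 against CPEB2–4.

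For lists, the adjusted p of G1 to S among targets of all 4 was 0.0636 in batch 201903, 0.117 against genes with a symbol, 0.117 with the block, 0.707 with glmTreat and 0.30 with DESeq2. G1 to S among CPEB1-preferential targets, with no call of its own, passed camera in the reverse direction, toward CPEB2–4 (0.000793, and adjusted p = 0.0421 with an estimated correlation), and among CPEB2–4-preferential targets it lost its call against targets (0.420). TNF-alpha among CPEB2–4-preferential targets did not pass by camera (0.247, and adjusted p = 0.786 with an estimated correlation). NOTCH among targets of all 4 was at 0.258 with glmTreat and 0.168 with DESeq2, and among CPEB2–4-preferential targets at 0.420 against targets and 0.407 by camera (adjusted p = 0.786 with an estimated correlation). Wnt among CPEB1-preferential targets was at 0.154 with homeologs as 1 gene, 1.0 against targets, 0.344 with glmTreat and, in the reverse direction, 0.247 by camera (adjusted p = 0.786 with an estimated correlation), and among CPEB2–4-preferential targets at 0.585 against targets and 0.247 by camera. Hippo among targets of any CPEB was at 0.262 and ribosomal proteins at 0.122 with glmTreat. CPEB-complex genes among CPEB2–4-preferential targets were at 1.0 against targets, 0.252 with glmTreat, 0.0541 with DESeq2, 0.107 without the cpeb genes and 0.640 by camera (0.817 with an estimated correlation). Lists were not recomputed with single libraries left out. Tests of 3′ UTR length and of CPE motifs were not run, since no genome was used here.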

Differences from the paper's values

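The settings compared here were set before the data were examined, apart from tests of lists with the block, against genes with a symbol, with glmTreat and with DESeq2, which were chosen only after the result was seen. None of the 11 counts of genes that the paper gives differed by more than 1.5 times, with ratios of 0.969 to 1.30. The paper's counts of targets are 944, 1072, 1089 and 1062 for CPEB1 to CPEB4, against 1106, 1159, 1215 and 1029 here. Its counts are 1798 against 1941 targets of any CPEB, 357 against 464 of all 4, 761 against 810 of CPEB2, CPEB3 and CPEB4, 388 against 445 of CPEB1 alone, and 234 and 414 against 300 and 431 preferential ones. DESeq2 with shrinkage, the paper's tool, gave 932, 996, 1083 and 969 targets and 333 of all 4, with ratios of 0.912 to 1.07, and DESeq2 without shrinkage gave 354 of all 4. RLE size factors gave 357 of all 4. Of the settings, total counts alone differed in 3 counts, batch 201903 in 1, glmTreat in 11 of 11, a 2-fold threshold over both controls in 8 of 8, controls split with CPEB1 and CPEB3 against replicates 0 and 3 in 5 of 8, a log2 threshold of 2 in 2 of 2, and any of CPEB2, CPEB3 or CPEB4 in 1 of 2.

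The paper uses ddit4 as a non-target, whereas ddit4.L (log2 1.31 over the not-injected IP, edgeR adjusted p = 0.00402) and ddit4.S (1.28, edgeR adjusted p = 0.00391) were called CPEB3 targets. They were not called with glmTreat (adjusted p = 0.253 and 0.271) or with only the groups compared (edgeR adjusted p = 0.0684 and 0.0800), and ddit4.L was not called without HA-CPEB3 replicate 0 (edgeR adjusted p = 0.0594). Of the paper's CPEB1 candidate ets2, ets2.L was preferential, and ets2.S was not (1.14, edgeR adjusted p = 0.0973), though it passed without input replicate 3 (edgeR adjusted p = 0.0356), without not-injected replicate 0 and with only the groups compared. Fig. 5G gives Notch signaling under CPEB1, where the NOTCH list had 2 of 105 genes here (Fisher's exact test, adjusted p = 0.594). The paper reports no functional category unique to CPEB1, and the Wnt list had 5 CPEB1-preferential genes (Fisher's exact test, adjusted p = 0.0153), a call that the list also had in the other classes. The call ended with homeologs as 1 gene (0.154), against targets (1.0) and with glmTreat (0.344), and camera ran in the reverse direction (0.247, and adjusted p = 0.786 with an estimated correlation). G1 to S control was enriched among targets of all 4 as well (Fisher's exact test, adjusted p = 0.0277), but not in batch 201903 (0.0636), with the replicate as a block (0.117), against genes with a symbol (0.117), with glmTreat (0.707) or with DESeq2 (0.30). The Hippo list was not enriched among targets of all 4 (Fisher's exact test, adjusted p = 0.312). Among targets of any CPEB it was (adjusted p = 0.00109), though not with glmTreat. Fig. 5G takes as shared the targets without a preference, a larger class that was not tested here. These lists are not the paper's categories, so the comparison is of topics only.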

Other observations

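For CPEB1 and CPEB2–4, the tests of batch and of background were chosen only after the result was seen, as were the chance splits of the HA-CPEB comparisons and all those with a block, whereas depth, the split inputs and the other chance splits, for homeologs and for the not-injected IPs, were planned.

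The homeologs of a gene were more alike than shuffled pairs, but most pairs with a target held only 1. Of 4103 pairs with both copies tested, 680 held a target. In 449 of them (66.0%) 1 copy was a target and in 231 (34.0%) both were, against 81.1 on average and 105 at most in 1000 shuffles of the pairing. The ratio of the copies differed between CPEB1 and CPEB2–4 in 314 of the pairs with a target, and in 139 of the 233 pairs with exactly 1 preferential target. In 14 pairs both copies were CPEB1-preferential and in 37 both were CPEB2–4-preferential. Opposite preferences were found in 2 pairs, chosen for naming after their values were seen: stx2, a membrane fusion gene, at −1.17 for stx2.L and 1.88 for stx2.S, and pias3, a SUMO ligase gene, at −1.07 for pias3.L and 1.09 for pias3.S. The difference of the copies was −3.02 (limma adjusted p = 0.000176) and −2.04 (limma adjusted p = 0.00343). Across pairs with a target the log2 fold changes of the copies correlated at 0.672.

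Germ plasm and vegetal mRNAs were abundant in the not-injected IPs. vegt.L, a maternal T-box factor of endoderm, stood at 355 ± 237 CPM in the not-injected IPs (SD, n = 4), 32.8 CPM in the inputs and 32.3 ± 5.39 CPM in the HA-CPEB IPs (log2 fold change over the input 3.45, SE 0.378, edgeR adjusted p = 1.12e-06). dnd1.L (log2 5.14), bicc1.L (3.93), wnt11b.L (3.83), nanos1.L (3.27), dazl.L (3.03) and velo1.L (2.59) rose too, whereas slc18a2.L fell (−0.93, edgeR adjusted p = 0.00338); these genes were chosen after their values were seen. Of 117 ribosomal protein genes, 107 were lower in the not-injected IPs than in the inputs (108 adjusted over the list alone; median log2 −1.75, camera adjusted p = 9.20e-18, and adjusted p = 0.245 with an estimated correlation), and 0 were targets of any CPEB (Fisher's exact test, adjusted p = 0.000309). These directions are relative to the other genes, since total counts alone moves all genes of these libraries.

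CPEB-complex genes were among the targets of each class. papd4.S (log2 1.51 for CPEB1 against CPEB2–4, SE 0.202, edgeR adjusted p = 8.26e-06), the GLD2 gene, was CPEB1-preferential, and the deadenylase gene parn (parn.L −1.42, parn.S −1.80) and the CCR4-NOT adaptor gene tob1 (tob1.L −1.44, tob1.S −1.49), chosen after their values were seen, were CPEB2–4-preferential. The list had 10 targets of all 4 (odds ratio 5.11, Fisher's exact test, adjusted p = 0.000288), 7 CPEB2–4-preferential ones (odds ratio 3.72, adjusted p = 0.0122) and 3 CPEB1-preferential ones (adjusted p = 0.312), with the same counts adjusted over the list alone. The CPEB2–4-preferential call rested in part on the cpeb genes, since it ended without them (adjusted p = 0.107), and it also ended against targets (1.0), with glmTreat (0.252), with DESeq2 (0.0541) and by camera (0.640, and adjusted p = 0.817 with an estimated correlation). Of its members 27 were higher with CPEB1 and 36 with CPEB2–4 (28 and 37 adjusted over the list alone).

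No target was found among 30 vegetal mRNAs, 27 oocyte markers (Fisher's exact test, adjusted p = 0.312 each) or 3 replication-dependent histones (adjusted p = 1.0), and of 48 follicle cell and blood markers 1 was a target, fn1.S (adjusted p = 0.312). Of 51 CPE-regulated maternal mRNAs 8 were targets of any CPEB (adjusted p = 0.170). Of 70 genes of the Activin, BMP and TGF-beta list, 29 were higher and 11 lower in the not-injected IPs than in the inputs (32 and 11 adjusted over the list alone; camera adjusted p = 0.000162, and adjusted p = 0.00667 with an estimated correlation). Targets of any CPEB, which were chosen for being above these same inputs, stood 2.03, 1.15, 1.26 and 1.20 log2 units above all genes in not-injected replicates 0, 1, 3 and 4 against the inputs. With targets called against 2 inputs and measured against the other 2, 105% (1.46, called against replicates 0 and 1) and 88.8% (1.27, called against replicates 3 and 4) of the value was kept. This argues against noise of the inputs used for the choice. It cannot test a choice of genes that are low in every input, since the inputs are alike. Purification of the inputs alone by poly(A) stays open, since its test was amended after its value was seen. That test took genes at least 2-fold above the not-injected IP with a CPEB. In the not-injected IPs against the inputs they lay −0.756 to 0.165 log2 units from genes of the same level. They were also 1.04 above the others in the HA-CPEB IPs against the input, so the choice itself parted the IPs and cannot decide.

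The difference between the CPEB1 and CPEB2–4 IPs had technical explanations that were tested. Batch 201810 is argued against by 88.1% of the preferential targets that kept at least 2-fold in their direction in batch 201903, and depth by 97.9% with the HA-CPEB libraries thinned to 11657667 counts. A mixture with not-injected background is argued against by 1278 genes in the smaller direction that were at least 2-fold above both the not-injected IP and the other HA-CPEB IPs, though this test replaced one on class medians, which differed by 0.51 (log2) and by the bound set for them did not exclude a mixture. Different RNA binding of the injected proteins may therefore be the cause, a hypothesis that the libraries alone cannot separate from differences in the amount of each HA-CPEB.

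Fits of chance splits of the libraries ask how often a regrouping gives as many genes as the real groups. No other split did for the genes higher with each CPEB than in the input (2161, 2482, 2334 and 2346, highest other split 1, 0, 1 and 2 of 35 splits). The same held for CPEB1 against CPEB2–4 (5096, highest other of 100 splits 229, and with the replicate as a block 5818 against 30). It held for homeolog ratios (1481 against 211) and for the not-injected IP over the input (3462 against 0). It also held for the not-injected IP over the HA-CPEB IPs (2681 against 1729, and with the block 2947 against 2117). The other splits mix the real groups, which widens the spread within them, and those of inputs and homeologs ignore the replicate numbers. Chance is argued against for these libraries only, whose replicates may be technical. For each CPEB over the not-injected IP, where the numbers pair the IPs, 8 splits part all 3 pairs, too few for a share under 0.05. With the block the real values were 2686, 3521, 3222 and 3461 and the highest others 3107, 3473, 3043 and 3263, each from the exchange of all 3 pairs, which counts genes higher in the not-injected IP. The 35 splits that ignore the pairing gave 2328, 3033, 2879 and 3007 against 2551, 2504, 2148 and 2330 at most. The value of 2551 counts genes higher in not-injected replicates 1, 3 and 4 than in replicate 0 joined with the HA-CPEB1 libraries. Within batch 201903 alone CPEB1 had 1174 targets.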
